# Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes

**DOI:** 10.1371/journal.pgen.1005709

**Published:** 2016-02-12

**Authors:** Thomas Arbogast, Abdel-Mouttalib Ouagazzal, Claire Chevalier, Maksym Kopanitsa, Nurudeen Afinowi, Eugenia Migliavacca, Belinda S. Cowling, Marie-Christine Birling, Marie-France Champy, Alexandre Reymond, Yann Herault

## Abstract

The 16p11.2 600 kb BP4-BP5 deletion and duplication syndromes have been associated with developmental delay; autism spectrum disorders; and reciprocal effects on the body mass index, head circumference and brain volumes. Here, we explored these relationships using novel engineered mouse models carrying a deletion (*Del/+*) or a duplication (*Dup/+*) of the *Sult1a1-Spn* region homologous to the human 16p11.2 BP4-BP5 locus. On a C57BL/6N inbred genetic background, *Del/+* mice exhibited reduced weight and impaired adipogenesis, hyperactivity, repetitive behaviors, and recognition memory deficits. In contrast, *Dup/+* mice showed largely opposite phenotypes. On a F1 C57BL/6N × C3B hybrid genetic background, we also observed alterations in social interaction in the *Del/+* and the *Dup/+* animals, with other robust phenotypes affecting recognition memory and weight. To explore the dosage effect of the 16p11.2 genes on metabolism, *Del/+* and *Dup/+* models were challenged with high fat and high sugar diet, which revealed opposite energy imbalance. Transcriptomic analysis revealed that the majority of the genes located in the *Sult1a1-Spn* region were sensitive to dosage with a major effect on several pathways associated with neurocognitive and metabolic phenotypes. Whereas the behavioral consequence of the 16p11 region genetic dosage was similar in mice and humans with activity and memory alterations, the metabolic defects were opposite: adult *Del/+* mice are lean in comparison to the human obese phenotype and the *Dup/+* mice are overweight in comparison to the human underweight phenotype. Together, these data indicate that the dosage imbalance at the 16p11.2 locus perturbs the expression of modifiers outside the CNV that can modulate the penetrance, expressivity and direction of effects in both humans and mice.

## Author Summary

The 16p11.2 BP4-BP5 deletion and duplication syndromes are frequent copy number variants in humans, and are associated with developmental delay and autism spectrum disorders, with a reciprocal effect on head circumference and body mass index. Here we explored gene dosage effect in mouse models and found that the deletion and duplication induced opposite behavioral phenotypes. Notably, we observed that some behavioral phenotypes, such as social interaction, were sensitive to the genetic background. For the metabolism, the energy imbalance and adipocyte phenotypes were mirrored in the deletion and duplication carriers but opposite to the human phenotypes, the deletion mouse carriers were lean whereas the individuals with the deletion were obese. The main cause of the phenotypic features is the copy number variation of the 16p11.2 region with many genetic pathways altered in the striatum and the liver. Thus the final consequences of the rearrangement are likely governed by the interplay between many cellular pathways in both human cases and mouse models.

## Introduction

Understanding the interactions between genes that determine brain activity, metabolism and behavior is crucial to decipher changes in underlying neurocognitive disorders. For syndromes caused by copy number variation at the 16p11.2 locus, causal gene discovery is particularly challenging. The region shows a high density of genes, the majority of which are expressed in the brain and are potentially important for not only the normal development of the nervous system but they also seem to impact body mass index. The 16p11.2 600 kb BP4-BP5 breakpoint (BP) deletions and reciprocal duplications both have a population prevalence of approximately 1/1000 [1], and both genetic lesions are found in almost 1% of all cases with intellectual disability (ID)[2] and autism spectrum disorders (ASD) [3–7]. Phonological processing and language disorders are affected in 56% (deletion) and 46% (duplication) of the 16p11.2 patients [7] connected with brain anatomic alterations of the auditory and language systems [8], but no hearing impairment has been reported in these individuals so far [7, 9]. In addition to ID and ASD, both rearrangements have also been associated with epilepsy [10–13], whereas the duplication has been linked to schizophrenia, bipolar disorder and depression [14–16]. Opposite effects of 16p11.2 deletions and duplications on body mass index (BMI) and head size have also been reported in 16p11.2 CNVs carriers [1, 11, 12, 17, 18]. We showed recently that the brain volume and the specific cortico-striatal structures were similarly correlated with the number of copies of the 600 kb region [19].

The BP4-BP5 recurrent rearrangements contain 28 “unique” genes (*SPN*, *QPRT*, *C16orf54*, *ZG16*, *KIF22*, *MAZ*, *PRRT2*, *PAGR1* (*C16orf53*), *MVP*, *CDIPT*, *CDIPT-AS*, *SEZ6L2*, ASPHD1, *KCTD13*, *TMEM219*, *TAOK2*, *HIRIP3*, *INO80E*, *DOC2A*, *C16orf92*, *FAM57B*, *ALDOA*, *PP4C*, *TBX6*, *YPEL3*, *GDPD3*, *MAPK3*, *CORO1A*) and multiple copies of *BOLA2*/*2B*, *SLX1A*/*1B*, *SULT1A3*/*4* and *NPIP*. Transcriptome profiling of lymphoblastoid cell lines of deletion and duplication carriers and control individuals showed that all genes with detectable expression within the CNV, in particular the *BOLA2/2B*, *SLX1A/1B*, *SULT1A3/4* and *SLX1A/1B*-*SULT1A3/A4* read-through transcripts, were correlated positively with gene dosage. Further, these analyses implicated a potential role for ciliary dysfunction in the 16p11.2 600 kb BP4-BP5 pathology [20]. The reciprocal impacts on BMI as well as brain volume and structures involved in reward, language and social cognition indicated that the phenotypes could have mirror aetiologies depending on the observed changes in gene transcript levels.

To probe the mechanistic basis of the human genetic data, mouse models have been generated to study the correlation between phenotype and genotype. The first published mouse models of the 16p11.2 syndromes carry deletion and duplication of the *Slx1b-Sept1* region and are reported to display locomotor activity alterations and ventral midbrain volume changes [21]. Despite the presence of compatible phenotypes, the interval targeted in this model includes four genes outside the human BP4-BP5 interval, potentially posing interpretive challenges. In addition, the consequence of the duplication was not investigated comprehensively in this report. More recently, a second 16p11.2 mouse model carrying the deletion of the *Coro1a-Spn* region was generated, mutant animals display circuit defects in the basal ganglia [22]; these animals have a hearing deficit whereas no particular hearing defect has been reported in humans with 16p11.2 CNVs [7] or in the first mouse model [21]. Given the possibility that 1) such condition might alter the response to behavioral tests and 2) the second mouse model might carry a second mutation causing deafness, we decided to engineer and characterize novel 16p11.2 CNV mouse models that carry rearrangements of the *Sult1a1-Spn* interval on an inbred C57BL/6N genetic background, which corresponded to the BP4-BP5 syntenic region in humans. We reasoned that evaluation of the breakpoint region in the engineered deletion or duplication mouse would allow us to decipher if changes in the number of copies have an impact on the phenotypes compared to the two published 16p11.2 models. To understand better the phenotypic variability in individuals carrying the 16p11.2 deletion or duplication, we also posited that evaluation of our model on an inbred C57BL/6N background would allow us to study the genetic background influence between the three mouse model phenotypes. Metabolic response [23] is an exemplar of a phenotype strongly influenced by the inbred genetic background. We thus performed the phenotypic characterization on inbred (C57BL/6N) and hybrid (F1 C57BL/6NxC3B) genetic backgrounds. We first utilized a comprehensive set of tests to assess the impact of the genetic rearrangements on behavior and hippocampal synaptic function to determine whether the models recapitulate some of the cognitive deficits and autistic traits associated with the 16p11.2 syndromes. Second, since humans with deletion or duplication of the 16p11.2 locus display body weight changes (respectively obesity and leanness), we explored metabolism phenotypes in our mouse model on either a normal chow diet or with a high fat high sugar diet to challenge energy balance. Third, and to complete the phenotypic characterization of our models, we performed an analysis of craniofacial structure of the mutant mice. Finally we performed transcriptional analyses of different brain regions and the liver to understand better the consequences of the disease on brain and metabolic functions.

## Results

### Generation of mice carrying rearrangements of the *Sult1a1–Spn* genetic interval

The deletion (*Del/+)* and duplication (*Dup/+)* carrier mice were generated on the C57BL/6N (B6N) genetic background (see S1 File; Fig 1). The segregation of the *Del* allele (30.7%) was reduced considerably compared to the *Dup* allele (45.8%; Table 1). To confirm these results and characterize the mice carrying both the deletion and the duplication, we crossed *Del/+* with *Dup/+* animals. We confirmed that the low transmission of the *Del/+* allele was compensated in the *Del/Dup* carriers, thus demonstrating that lethality is associated with the deletion on the B6N background (Table 1). To evaluate the influence of the genetic background, we crossed B6N *Del/+* and *Dup/+* mice with sighted C3H/HeH (C3B) wild-type (wt) mice [24] and observed normal segregation of the *Del* (49.1%) and *Dup* (49.2%) alleles on the hybrid F1C57BL/6NxC3B (F1B6C3B) background (Table 1).

**Fig 1:**
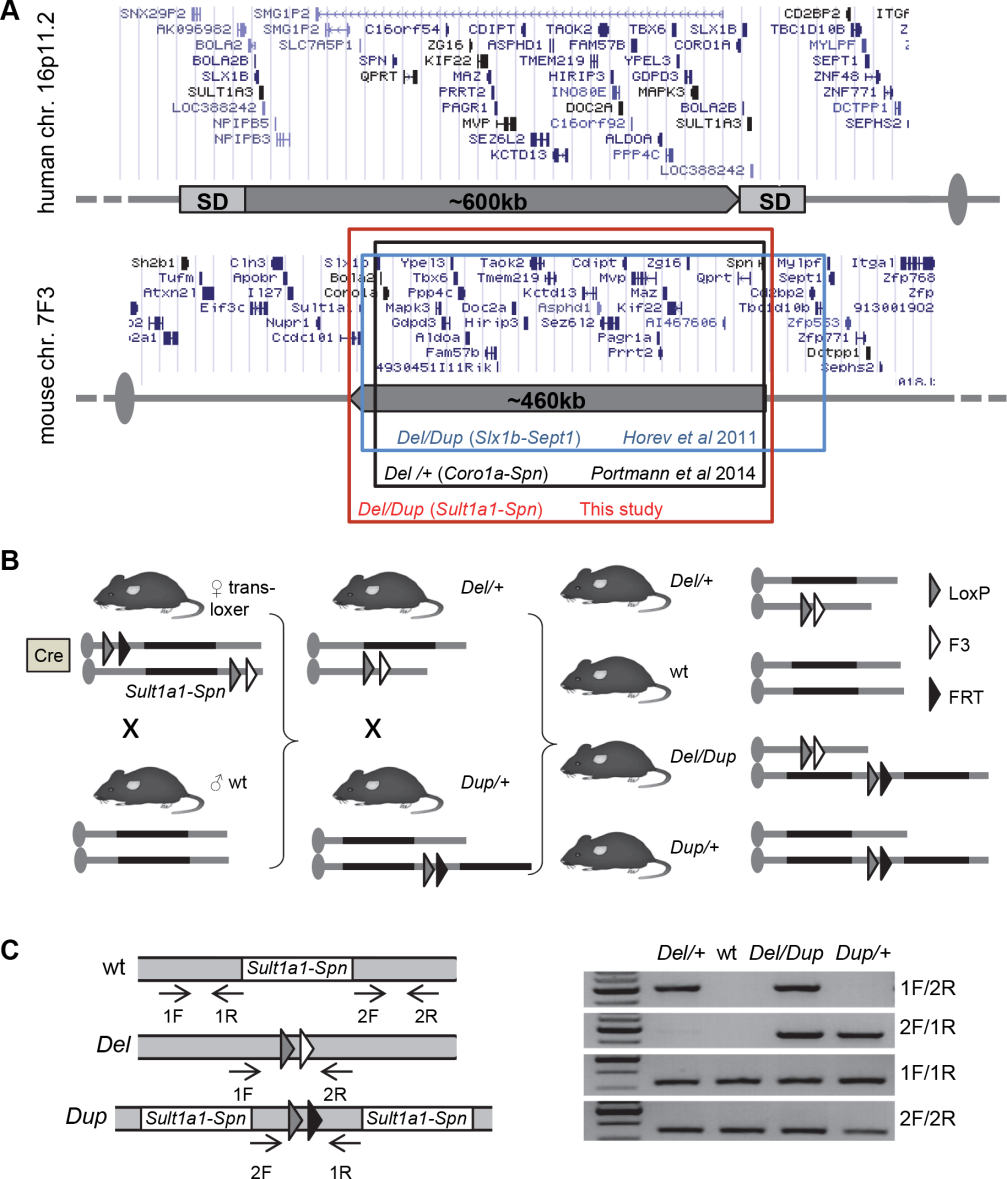
Mouse models for 16p11.2 rearrangements. (A) Top: human 16p11.2 region and proximal segmental duplications (SDs) prone to generate BP4-BP5 copy number variations (CNVs) by a non-allelic homologous recombination (NAHR) mechanism. All genomic positions are given according to UCSC human genome browser GRCh38/hg38. Bottom: 16p11.2 syntenic region on mouse chromosome 7F3. Colored boxes indicate genetic intervals studied in previous publications and in the present study. All genomic positions are given according to UCSC mouse genome browser GRCm38/mm10. (B) Strategy for *in vivo* cre-mediated recombination and targeted meiotic recombination (TAMERE) crossing strategy. LoxP sites were inserted upstream of *Sult1a1* and downstream of *Spn*. The breeding strategy aimed to have trans-loxer females expressing the *Hprt*^*tm1(cre)Mnn*^ transgene and carrying the two loxP sites in a *trans* configuration. The last step consisted of mating trans-loxer females with wt males to generate progeny carrying the deletion or the duplication of the *Sult1a1-Spn* region. *Del/+* and *Dup/+* animals were crossed with wt animals to generate *Del/+* and *Dup/+* cohorts. For the *Del-Dup* cohorts, we crossed *Del/+* with *Dup/+* to generate *Del/+*, wt, *Dup/+* and *Del/Dup* animals. (C) Molecular validation. PCR products specific for the *Dup/+* and *Del/+* alleles are 500-bp and 461-bp long, respectively.

**Table 1:** Transmission rates of the *Sult1a1-Spn* deletion (*Del*) and duplication (*Dup*) alleles observed at weaning.

Genetic background	Cross	Genotype	Number observed	Observed ratio	χ^2^	*P*
C57BL/6N	*Del/+* × wt	wt	230	69.3%	24.7	6.79x10^−07^
		*Del/+*	102	30.7%		
C57BL/6N	*Dup/+* × wt	wt	129	54.2%	0.84	0.36
		*Dup/+*	109	45.8%		
C57BL/6N	*Del/+* × *Dup/+*	wt	117	34.6%	12.5	4.07x10^−04^
		*Del/+*	39	11.6%	24.5	7.43x10^−07^
		*Dup/+*	90	26.6%	0.36	0.55
		*Del/Dup*	92	27.2%	0.67	0.41
C57BL/6N ×C3B	*Del/+* × wt	wt	80	49.1%	0.03	0.87
		*Del/+*	83	50.9%		
C57BL/6N ×C3B	*Dup/+* × wt	wt	30	50.8%		
		*Dup/+*	29	49.2%	0.01	0.93

On the C57BL/6N genetic background, the *Del* allele showed a reduced transmission rate. The combination of both *Del* and *Dup* alleles led to the rescue of the *Del* allele-associated lethality. On the C57BL/6N×C3B genetic background, no lethality was associated with the *Del* allele.

To determine whether B6N *Del/+* died *in utero* or postnatally, the fetuses of pregnant wt females sired by *Del/+* males were collected at embryonic day 18.5 (E18.5), a few hours before natural delivery. Among the 69 fetuses extracted by caesarean section, we found a normal Mendelian ratio of 37 wt and 32 *Del/+* foetuses. Overall, *Del/+* fetuses required more time to oxygenize, and 3 mutant animals died within several minutes after a caesarean section. Furthermore, *Del/+* were underweight in comparison with wt littermates, an observation which has been reported in human 16p11.2 del newborns [9] (*Del/+*: 1.08 ± 0.02 g, n = 32; wt: 1.18 ± 0.01 g, n = 37; F_(1,67)_ = 27.318, *P* < 0.001, S1A Fig). In contrast, weight was not affected by the *Dup/+* mutation (*Dup/+*: 1.22 ± 0.02 g, *n* = 27; wt: 1.22 ± 0.01 g, *n* = 24; F_(1,49)_ = 0.047, *P* = 0.829, S1A Fig). Furthermore, the *Del/+* allele on the C57BL/6N genetic background induced a developmental delay with weight defect that led to the death of approximately 55% of the *Del/+* neonates between birth and weaning.

### Rearrangements of the *Sult1a1–Spn* region induce opposite phenotypes on locomotor activity, repetitive behaviors, and memory performance

We first studied the effects of the *Sult1a1-Spn* deletion and duplication on behaviour with independent cohorts of young adult mice bred on an inbred C57BL/6N genetic background. Complete description of behavioral data is reported in the supplementary information (S1 and S2 Tables, S2 Fig). To confirm these data and to study the behavior of mice carrying both deletion and duplication of the 16p11.2 syntenic region, we generated and characterized a compound *Del-Dup* cohort with littermates of 4 genotypes: *Del/+*, wt, *Del/Dup*, and *Dup/+* (S3 and S4 Tables). Our behavioural tests revealed an opposite effect of *Sult1a1-Spn* deletion and duplication on several traits, including locomotor activity (Fig 2A and 2B), repetitive behaviors (Fig 2C), and learning and memory performance (Fig 2E).

**Fig 2:**
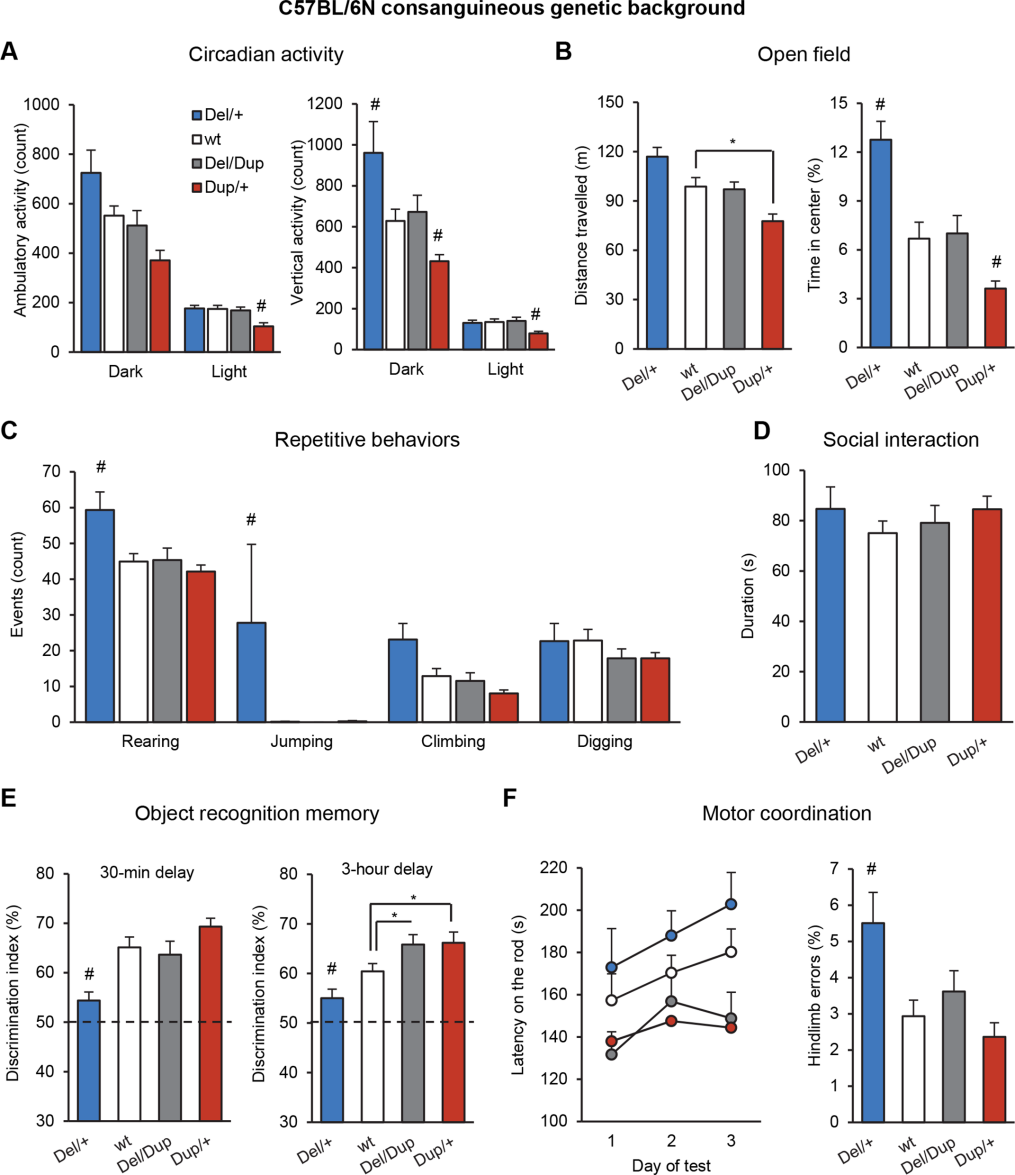
Behavioral characterization of the *Del-Dup* cohort. (A) Circadian activity test. The light-dark cycle was set as 12-h light and 12-h dark (lights on at 7 am). Plots represent counts of spontaneous locomotor activity and rearing behavior during the dark and light phases. (B) Open field test results illustrate exploratory locomotor activity (distance travelled in m) and percentage of time spent in the central area over 30 min of test. (C) Repetitive behaviors are illustrated by the occurrences of rearing, jumping, climbing and digging behaviors during 10 min of observation in a novel home cage. (D) The social interaction test graph indicates the duration of social interaction behaviors (sniffing and following) between pairs of unfamiliar mice of the same genotype and equivalent body weight tested in a familiar open field area during 10 min. (E) Results of the novel object recognition test. Discrimination index reflects the ability of mice to distinguish the novel object from the familiar object after a short (30 min) and a long (3 hours) retention delay. All genotypes performed significantly above the chance level (one-sample Student's *t*-test). (F) Motor coordination evaluation. The left graph illustrates the latency (s) with which mice stayed on the rod before falling under accelerating speed (4–40 rpm in 5 min) over 3 consecutive days of testing. The right graph shows hindlimb errors during the notched bar test. Animals had to cross a notched bar and each time a hind paw went through a gap, it was counted as an error. The data are represented as the mean + s.e.m., *P < 0.05 vs wt and ^#^ *P* < 0.05 vs all other groups. Tukey's and Mann-Whitney *U*-tests were applied following a significant one-way ANOVA and Kruskal-Wallis results, respectively.

*Del/+* and *Dup/+* mice had normal circadian activity and feeding behaviors (S3 Fig), but during the dark phase, *Del/+* mice showed increased spontaneous locomotor activity and rearing behavior compared to wt (Kruskal-Wallis analysis and Mann-Whitney *U*-test H_(3,51)_ = 15.803, *P* = 0.001; *Del/+* vs wt: *P* = 0.039; Fig 2A). In contrast, *Dup/+* mice manifested reduced locomotor activity during the light phase in comparison to wt animals (one-way ANOVA and Tukey’s *post-hoc* test F_(3,51)_ = 5.724, *P* = 0.002; *Dup/+* vs wt: *P* = 0.003) and reduced vertical (rearing) activity during the dark phase (H_(3,51)_ = 15.803, *P* = 0.001, *Dup/+* vs wt: *P* = 0.015) and light (H_(3, 51)_ = 11.119, *P* = 0.011; *Dup/+* vs wt: *P* = 0.008;Fig 2A). The water and pellet consumption were normal but the pellet loss was increased in *Del/+* mice from separated cohort (S4E Fig). When tested in the open field, only *Dup/+* mice had significantly different locomotor activity scores from those of wt animals (F_(3,58)_ = 8.920, *P* < 0.001; *Del/+* vs wt: *P* = 0.089; *Dup/+* vs wt: *P* = 0.013; Fig 2B). The time spent in the center of the arena, a measure of emotional behavior, was increased in *Del/+* mice and decreased in *Dup/+* mice (H_(3,58)_ = 23.758, *P* < 0.001; *Del/+* vs wt: *P* = 0.001; *Dup/+* vs wt: *P* = 0.029; Fig 2B). The *Del/+* mice also spent more time in the center of the arena in the last 5 min of the test compared to the first 5 min (S4 Fig). Visual observations of the animals in their home cages revealed a range of abnormal repetitive behaviors in the *Del/+* mice (Fig 2C). We recorded a marked increase in rearing (F_(3,41)_ = 6.156, *P* = 0.001; *Del/+* vs wt: *P* = 0.010) and jumping (H_(3,41)_ = 14.394, *P* = 0.002; *Del/+* vs wt: *P* = 0.016) behaviors in these mice, whereas no behavioral abnormalities were detected in the *Dup/+* animals. *Del/Dup* mice carrying one copy of both rearrangements behaved similarly to wt animals (*P* > 0.05 for all measures; Fig 2A–2C), suggesting that abnormal activity phenotypes of *Del/+* and *Dup/+* mice were due to altered gene dosage from the *Sult1a1-Spn* region. In the social interaction test, we observed no difference in sniffing or following time between genotypes (Fig 2D).

Next, we evaluated our models in the novel object recognition test, the most common assay of the various facets of recognition memory in rodents. We first investigated whether *Del/+* and *Dup/+* mice could discriminate a novel object from a previously explored object after a short retention delay of 30 min (Fig 2E). During the acquisition session, mice of all genotypes spent an equal amount of time exploring the sample object (S4 Table). In the subsequent choice session, *Del/+* mice displayed a significant memory impairment compared to wt, whereas *Dup/+* mice tended to display a memory improvement (F_(3,49)_ = 8.080, *P* < 0.001; *Del/+* vs wt: *P* = 0.004). To explore this cognitive phenotype further, we extended the retention delay to 3 h (Fig 2E). The *Del/+* mice again displayed a poor recognition performance, whereas *Dup/+* mice showed a memory improvement compared to wt mice (H_(3,51)_ = 16.014, *P* = 0.001; *Del/+* vs wt: *P* = 0.043, *Dup/+* vs wt: *P* = 0.021, *Del/Dup* vs wt: *P* = 0.048). Interestingly, *Del/Dup also* displayed improved performance in this test, similar to *Dup/+* mice (*P* < 0.05).

We employed a series of assays to investigate potential alterations in sensory and motor functions. No significant differences in motor coordination and motor learning were detected between mutant and wt mice in the rotarod test (Fig 2F). In the notched bar test, the *Del/+* mice made a significantly higher number of errors compared to wt, whereas *Dup/+* and *Del/Dup* mice performed normally (H_(3,60)_ = 14.044, *P* = 0.003; *Del/+* vs wt: *P* = 0.007; Fig 2F). In the grip test, *Del/+* and *Dup/+* mice showed stronger and weaker grip strength respectively, compared to wt (F_(3,60)_ = 23.598, *P* < 0.001; *Del/+* vs wt: *P* = 0.002; *Dup/+* vs wt: *P* < 0.001; S2 Table**)**. Nevertheless, no difference between wt and mutant mice was observed in measuring *in situ* tibialis anterior (TA) isometric contraction in response to nerve stimulation (S55C–S5E Fig). In addition, we observed normal fiber size and normal succinate dehydrogenase (SDH) staining in TA muscle (S5F Fig). Finally, we evaluated the hearing discrimination of animals in the ABR test and detected no abnormal phenotypes in the mutant mice (S6A and S6B Fig).

### Influence of genetic background on behavioral phenotypes associated with *Sult1a1–Spn* interval rearrangements

Humans with 16p11 CNVs present autistic traits. Although hyperactive and repetitive behaviors were found during the study on the C57BL/6N genetic background, we asked whether the observed behavioral phenotypes were sensitive to the genetic background. Thus, we repeated our behavioral analyses on mutant F1 animals with a C57BL/6N×C3B genetic background (Fig 3, S6 and S7 Tables). Sep^2^arate cohorts of *Del/+*, *Dup/+* and their corresponding wt littermates were tested. As expected, *Del/+* and *Dup/+* mice on a hybrid genetic background showed a range of behavioral abnormalities compared to their wt counterparts. Opposite phenotypes were noted for rearing in the circadian activity test (Fig 3A), climbing behavior (Fig 3C), and cognitive capacity (Fig 3E). *Del/+* mice demonstrated recognition memory deficits in the novel object recognition task with a 3 h retention delay as well as lack of object-place recognition memory (Fig 3E, S7 Table). Recognition memory improvements were also confirmed for *Dup/+* mice (Fig 3E). Compared to wt mice, social interaction was reduced in both *Del/+* (F_(1,9)_ = 6.799, *P* = 0.028) and *Dup/+* (F_(1,10)_ = 5.594, *P* = 0.040) mutant mice (Fig 3D). In the three-chambered social procedure, mutant and wt mice displayed similar exploration time of the first stranger (S7 Table). However, in comparison to wt, *Del/+* mice showed deficits of social preference for the second stranger (F_(1,14)_ = 12.849, *P* = 0.003). To validate these social phenotypes, we verified the olfactory discrimination of *Del/+* and *Dup/+* mice after the exposure to social and non-social odors on the C57BL/6N genetic background. No genotype effect was found for these parameters (S6C and S6D Fig).

**Fig 3:**
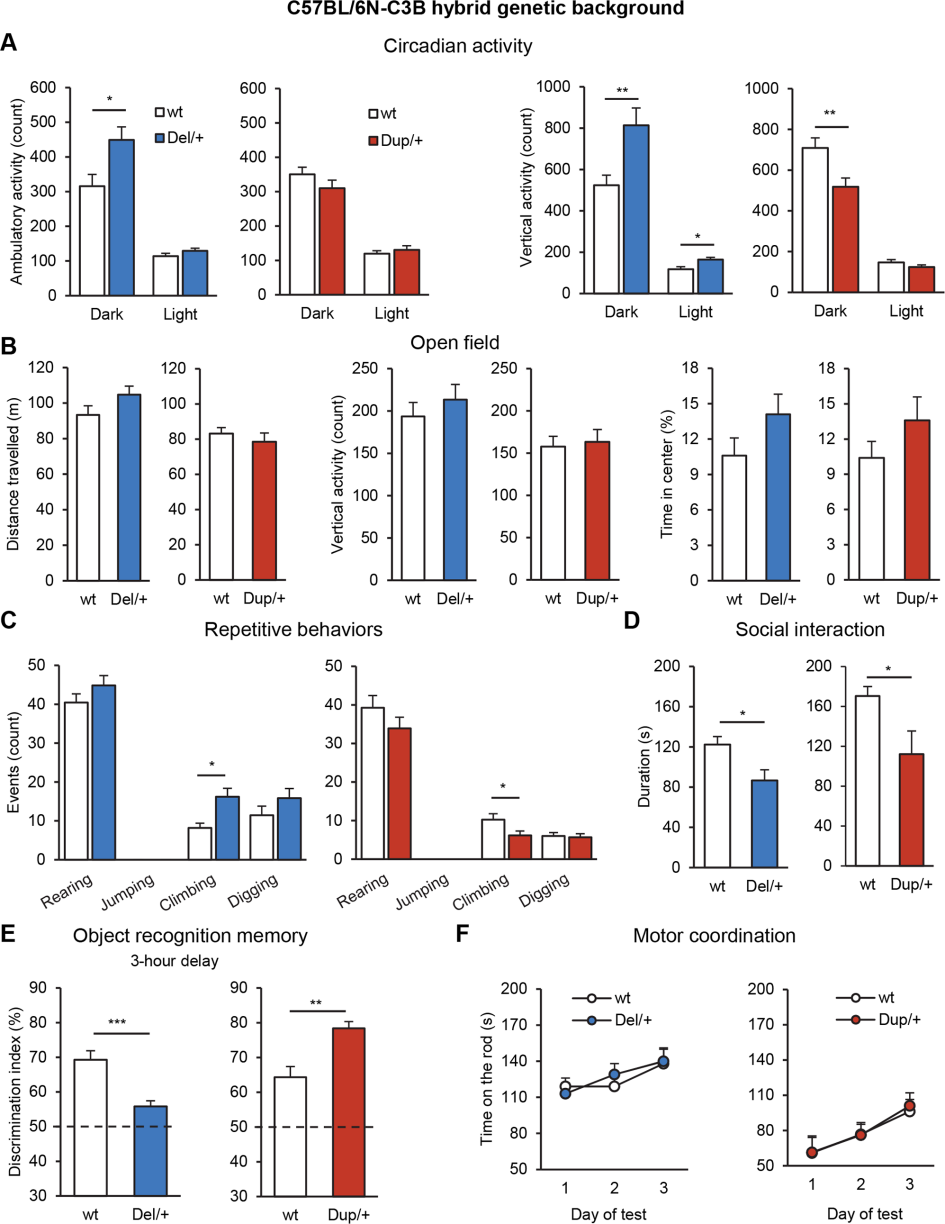
Behavioral characterization of the separated C57BL/6NxC3B *Del/+* and *Dup/+* cohorts. (A) Circadian activity test. Graphs plot the ambulatory activity (count) and the vertical activity/rears (count) during dark and light phases. (B) Open field test. Distance travelled (m), vertical activity/rears (count) and time percentage spent in the central area over 30 min of testing. (C) Repetitive behavior data. Observations of rearing, jumping, climbing and digging behaviors during 10 min of observation in a novel cage. (D) Social interaction test. Graph plots the duration of sniffing and following behaviors. (E) Novel object recognition test. Discrimination index was calculated as the ratio of time spent exploring the novel object vs the familiar object in the choice trial. (F) Motor coordination evaluation. Graphs plot the latency (s) that mice stayed on the rod before falling under acceleration speed over 3 consecutive days of test. Data are represented as the mean + SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from matched wt littermates, Student’s t-test.

### Effects of rearrangements of the *Sult1a1–Spn* region on synaptic transmission in hippocampal slices

Our behavioral studies revealed strong opposite phenotypes of recognition memory in both inbred and hybrid genetic backgrounds. To investigate the potential electrophysiological underpinnings of the observed phenotypes, we studied synaptic transmission and its plasticity in synapses between Schaffer collaterals and apical dendrites of CA1 pyramidal neurons in the hippocampus, the principal region implicated in spatial memory [25–27]. This experiment was performed on hippocampal slices of wt, *Del*/+, *Dup*/+ and *Del*/*Dup* mice on an inbred C57BL/6N genetic background. The analysis of input-output relationships (Fig 4A) showed that there was no significant interaction between genotype and stimulus (repeated measures ANOVA F_(27,468)_ = 0.98; *P* = 0.498). Although we observed nominally decreased slopes of field excitatory postsynaptic potentials (fEPSPs) in *Del*/+ and *Dup*/+ mutants, especially in response to higher stimulus strengths (Fig 4A), a separate two-way nested ANOVA performed on maximum fEPSP values similarly failed to reveal a significant effect of genotype (F_(3, 35)_ = 1.229, *P* = 0.314).

**Fig 4:**
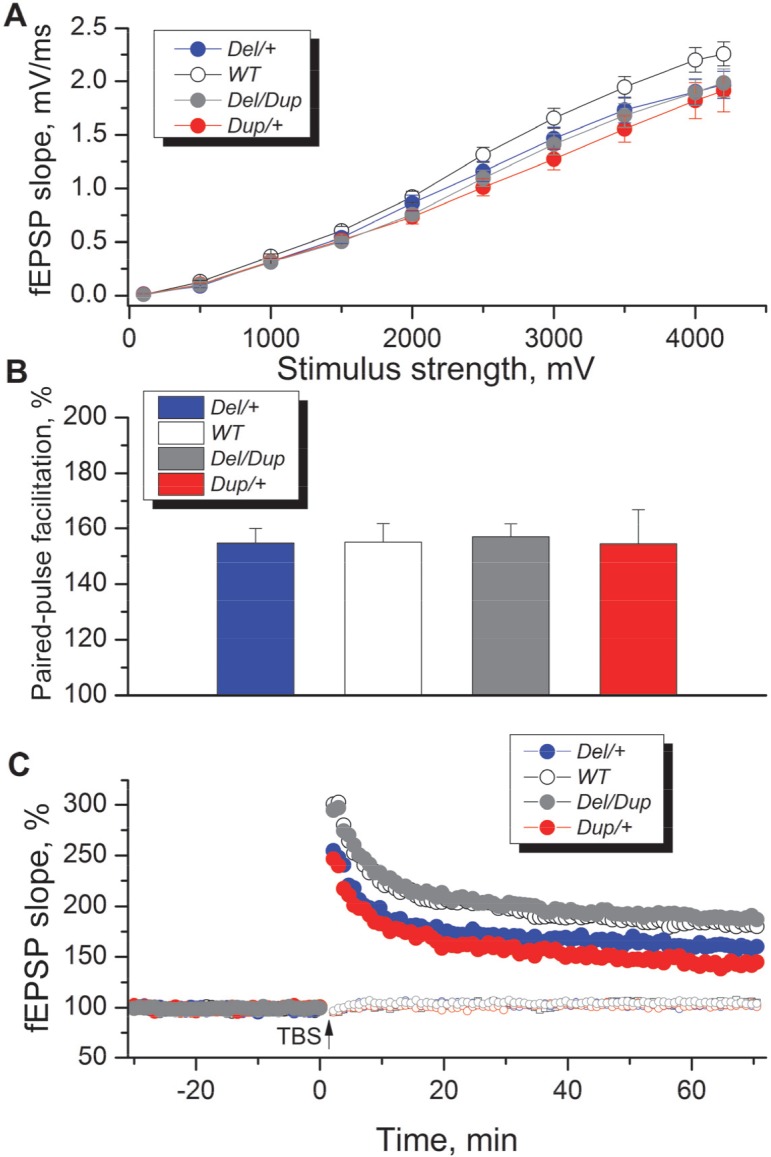
Effects of *Sult1a1*–*Spn* region rearrangements on electrophysiological parameters measured in the CA1 area of hippocampal slices. (A) Baseline synaptic transmission was slightly decreased in mice with *Del/+*, *Dup/+* and *Del/Dup* mutations, but no significant overall genotype effect was observed (F_(3, 52)_ = 1.37; *P* = 0.261; RM ANOVA of data in individual slices). Input-output relationships illustrate averaged fEPSP slopes in slices from *Del/+* (*n* = 10; *N* = 4), *Dup/+* (*n* = 10; *N* = 4), *Del/Dup* (*n* = 19; *N* = 6) and wt mice (*n* = 18; *N* = 8) in response to stimulation of Schaffer collaterals by biphasic voltage pulses of 0.1–4.2 V. (B) Paired-pulse facilitation in slices from mice with *Sult1a1*–*Spn* region rearrangements was normal and no significant genotype effect was detected (F_(3, 35)_ = 0.0298; *P* = 0.993, two-way nested ANOVA). (C) Theta-burst stimulation elicited pathway-specific long-term potentiation of synaptic transmission in the hippocampal CA1 area. The normalized magnitude of this potentiation 60–65 min after LTP induction was influenced by the genotype (F_(3, 35)_ = 3.43; *P* = 0.027, two-way nested ANOVA). *Post hoc* Dunnett’s Multiple Comparison test on values in individual slices demonstrated that LTP was significantly smaller (*Q* = 2.441, *P* < 0.05) in slices from *Dup/+* mice (*n* = 10; *N* = 4) compared to wt slices (*n* = 18; *N* = 8), whereas levels of LTP in *Del/+*(*n* = 10; *N* = 4) and *Del/Dup* slices (*n* = 19; *N* = 6) did not differ significantly from wt levels. The data are expressed as the mean + SEM. Overall effect of genotype was determined, as appropriate, by repeated measures (A) or two-way nested ANOVA (B, C) and *post hoc* comparisons to wt values were made using Dunnett’s multiple comparison test.

Likewise, genotype did not influence significantly the values of paired-pulse facilitation, a model of short-term synaptic plasticity (F_(3,35)_ = 0.0298; *P* = 0.993; Fig 4B). To investigate long-term synaptic plasticity, we induced long-term potentiation (LTP) of fEPSPs in Schaffer collaterals-CA1 synapses by theta-burst stimulation (Fig 4C). A two-way nested ANOVA demonstrated a significant effect of genotype on LTP values (F_(3, 35)_ = 3.43; *P* = 0.027). *Post hoc* Dunnett’s Multiple Comparison test performed on individual slice values demonstrated that LTP was significantly smaller (*Q* = 2.441; *P* < 0.05) in slices from Dup/+ mice (140 ± 9%, slice number *n* = 10, animal number *N* = 4) compared to wt slices (177 ± 7%, *n* = 18; *N* = 8), while levels of LTP in *Del*/+ (160 ± 12%, *n* = 10; *N* = 4) and *Del*/*Dup* slices (182 ± 11%, *n* = 19; *N* = 6) did not differ significantly from wt levels. We concluded that long-term synaptic plasticity is sensitive to the duplication of the *Sult1a1-Spn* region, whereas neither short- nor long-term plasticity are affected by deletion or deletion/duplication rearrangements. We also observed a trend to nominally lower fEPSP slopes in all three mutants compared to wt values. The latter observation may require further experiments with larger cohorts.

### Rearrangements of the *Sult1a1–Spn* region induce opposite effects on weight and adiposity

Individuals with 16p11 CNVs present with mirror BMI phenotypes [28]. To determine whether our mouse models recapitulated this phenomenon, body weight of the adult animals was recorded once a week during behavioral analyses. In the first separated cohorts, C57BL/6N *Del/+* mice were significantly underweight (two-way ANOVA genotype effect F_(1,120)_ = 88.115, *P* < 0.001; S1B Fig), whereas C57BL/6N *Dup/+* mice were significantly overweight compared to wt littermates (two-way ANOVA genotype effect F_(1,99)_ = 8.391, *P* = 0.009; S1B Fig). Similar results were observed when we generated the two genotypes at the same time in the *Del-Dup* cohort (Fig 5A). In comparison with wt and *Del/Dup* mice, *Del/+* littermates were underweight, whereas *Dup/+* mice showed trends for overweight (two-way ANOVA genotype effect F_(3,780)_ = 9.954; *P* < 0.001; *Del/+* vs wt: *P* = 0.002; *Dup/+* vs wt: *P* = 0.211). Feeding behaviors evaluated during the circadian activity test were similar in mutant and wt animals (S3C and S3D Fig). In addition, no correlation was observed between the activity and body mass for the different genotypes. We evaluated body fat percentage of live animals by qNMR (quantitative nuclear magnetic resonance) and found a decrease in adiposity in the *Del/+* mice (H_(3, 60)_ = 22.770, *P* < 0.001; *Del/+* vs wt: *P* < 0.001; Fig 5B); these data were confirmed in sacrificed animals which displayed a lack of visceral fat pads (Fig 5D). Body size was reduced in the *Del/+* mice (F_(3,35)_ = 6.834, *P* < 0.001; *Del/+* vs wt: *P* = 0.027; Fig 5C), which correlated with the animal weight (Pearson correlation coefficient, ρ = 0.893, *P* = 0.001). No weight, body fat, or size modifications were noted in *Del/Dup* mice.

**Fig 5:**
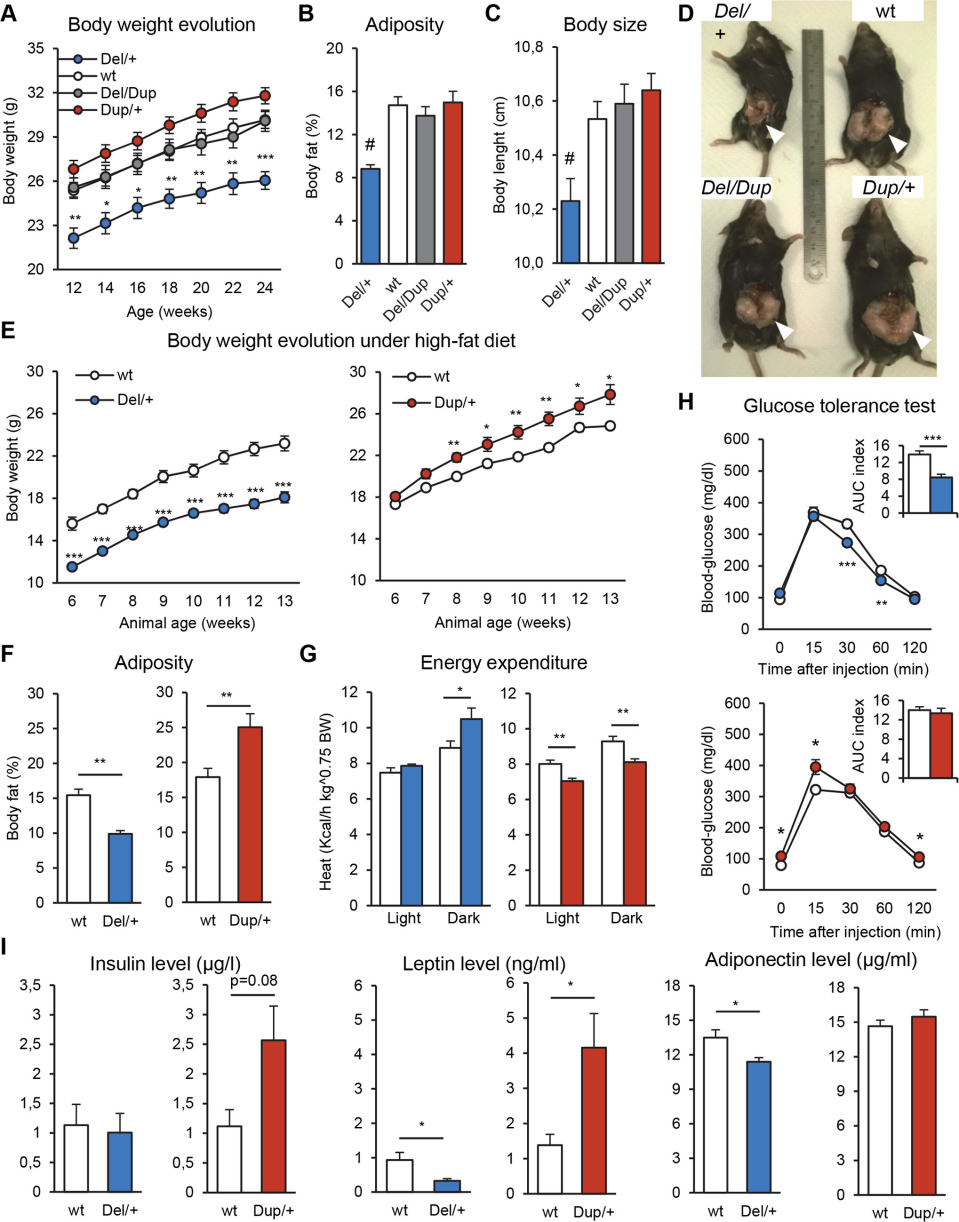
Analysis of weight and adiposity with the standard and high-fat diets. **(A-D) Weight, adiposity and body length of the *Del-Dup* littermates when fed a standard diet.** (A) Evolution of the body weight (g) of adult animals. (B) Body fat percentage of 20-week-old animals measured by qNMR. (C) Body length (distance from the snout to the tail base) of 20-week-old animals. (D) Adult male *Del/+* (21.9 grams), +/+ (31 g), *Del/Dup* (33.9 g) and *Dup/+* (35.8 g) littermates at 24 weeks of age. The *Del/+* mice were shorter and showed a marked lack of epididymal adipose tissues (white arrows). (E) Body mass data measured over time (g). (F-I) Metabolic and endocrinological analysis of separate *Del/+* and *Dup/+* cohorts on the C57BL/6N background put on the high-fat diet at 5 weeks of age. (F) Body fat percentage of 13-week old animals measured by qNMR. (G) Energy expenditure (Kcal/h per kg^0.75 of body weight) during 12-h dark and 12-h light phases. (H) Intraperitoneal glucose tolerance test. Blood glucose (mg/dl) and glucose area under the curve (AUC) index (min × mg / dl × 0.001) (I) Endocrinological analysis. Blood insulin (μg/l), leptin (ng/ml) and adiponectin (μg/ml) levels. The data are presented as the mean + SEM. (A, E) Repeated Measures ANOVA “genotype” analysis, Tukey’s test. (B) Kruskal-Wallis analysis, Mann-Whitney *U*-test. (C) One-way ANOVA analysis, Tukey’s test. (F-I) Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001 vs wt and ^#^ *P* < 0.05 vs all other groups.

On an F1 (C57BL/6N × C3B) hybrid background, *Del/+* animals were still underweight in comparison to wt littermates (two-way ANOVA genotype effect F_(1,456)_ = 16.620, *P* < 0.001; S1D Fig), whereas no body weight phenotype was observed in the *Dup/+* animals. Adiposities were similar between mutant and control mice (S1E Fig). A body size reduction was confirmed in the *Del/+* mice (F_(1,33)_ = 17.137, *P* < 0.001; S1F Fig), but no correlation between body size and body weight was observed.

To characterize further weight and adiposity changes, we performed a metabolic analysis of the C57BL/6N *Del/+* and *Dup/+* separate cohorts challenged with a high-fat diet between 5 and 15 weeks of age (Fig 5E–5I, S8 Table). In comparison to wt animals, the *Del/+* mice were underweight (two-way ANOVA genotype effect F_(1,102)_ = 48.671, *P* < 0.001; Fig 5E), whereas the *Dup/+* mice were overweight (two-way ANOVA genotype effect F_(1,112)_ = 8.674, *P* = 0.010). Body size was decreased in *Del/+* mice (F_(1,17)_ = 51.771, *P* < 0.001; S8 Table) and increased in *Dup/+* mice (F_(1,16)_ = 29.229, *P* < 0.001). Body composition analysis revealed a decrease in fat percentage in the *Del/+* mice (F_(1,16)_ = 32.138, *P* < 0.001; Fig 5F) and an increase in the *Dup/+* mice (F_(1,16)_ = 8.621, *P* = 0.010). No correlation was found between weight and adiposity in any of the genotypes. The energy expenditure (EE) of the animals was analysed by indirect calorimetric measure during the dark and light phases (Fig 5G). The *Del/+* mice showed a higher EE during the dark phase (F_(1,16)_ = 5.313, *P* = 0.035), whereas the *Dup/+* mice showed a lower EE during the dark (F_(1,15)_ = 12.994, *P* = 0.003) and light phases (F_(1,15)_ = 13.997, *P* = 0.002). These results are consistent with endogenous activity phenotypes of mutant mice observed in the circadian activity test. The intraperitoneal glucose-tolerance test (IPGTT) indicated a faster glucose clearance in the *Del/+* mice (F_(1,15)_ = 23.396, *P* < 0.001; Fig 5H) and hyperglycemia in the *Dup/+* animals (F_(1,16)_ = 8.220, *P* = 0.011). Consistent with the body fat composition data, endocrinology analysis (Fig 5I) revealed decreased blood levels of leptin (F_(1,16)_ = 7.059, *P* = 0.017) and adiponectin (F_(1,17)_ = 6.790, *P* = 0.018) in the *Del/+* mice and an increase of leptin blood levels in the *Dup/+* mice (F_(1,15)_ = 5.350, *P* = 0.035). A nominal increase in insulin blood levels, which failed to reach statistical significance, was also noticed in the *Dup/+* mice. Blood chemistry analysis did not reveal gross hematology changes except for a decrease of free fatty acid levels in the *Del/+* mice (F_(1,17)_ = 5.333, *P* = 0.034; S8 Table).

Finally, we repeated the high-fat diet protocol in the *Del/+* animals on the hybrid C57BL/6N×C3B background (S7 Fig, S9 Table). We observed that F1 *Del/+* mice showed similar weight, fat, energy expenditure, glucose clearance and endocrinology phenotypes in comparison to the *Del/+* mice on the C57BL/6N background (S7A–S7E Fig). C57BL/6N×C3B *Del/+* animals also presented with a basal hyperglycemia, higher blood levels of calcium and lower blood levels of total cholesterol and glucose (S7F Fig). Bomb calorimetric analysis of mouse feces revealed a similar level of food energy usage between the wt and the *Del/+* mice (S7G Fig).

### Rearrangements of the *Sult1a1–Spn* region induce craniofacial dysmorphologies

In addition to neuropsychiatric and BMI features, patients with 16p11.2 CNVs also present with brain volume changes and craniofacial malformations [19]. We studied the influence of 16p11.2-homologous CNVs on mouse craniofacial structure by analysing computed tomography (CT) cranial scans of animal heads combined with ulterior reconstruction of 3D skull images using 39 cranial landmarks (S8A Fig). Separate *Del/+* and *Dup/+* cohorts of females were used for the Euclidian distance matrix analysis [29]. A global skull effect was observed in the *Del/+* females with a significantly reduced skull size (*T* = 0.009; S8B Fig) and altered skull shape (*Z* = 0.046; S8C Fig). Most affected regions corresponded to the premaxilla, maxilla and zygomatic human bones, indicating an important alteration of *Del/+* facial features. Although the skull size of the *Dup/+* animals was unchanged (*T* = 0.297; S8D Fig), their skull shape was altered significantly (*Z* = 0.037; S8E Fig).

### Transcriptomic analysis

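RNA from the hippocampus and the striatum of 4 Del/+, 8 wt and 4 Dup/+ mice each, and from the cerebellum and the liver of 3 Del/+, 6 wt and 3 Dup/+ mice each, was hybridized to 56 Affymetrix Mouse Gene 2.1 ST arrays. The mice were adult males on a C57BL/6N background, and arrays are named here by genotype and mouse number. Number 17 is labelled wt in the hippocampus and the liver and Del/+ in the cerebellum. On these arrays the mean of the region genes differed from the wt mean of the tissue by 0.0090, 0.0032 and -0.62, near the other arrays of the same label. The deposited table holds 1 value per probe set and array, processed with Affymetrix Expression Console and quantile normalized for the 44 brain arrays and the 12 liver arrays separately. Its values were read as log2 signal from their range of 0.57 to 13.57, and the paper's text does not name the background correction or the probe set summary. Medians per array lay between 4.81 and 4.89 in brain and between 3.58 and 3.65 in liver, and the number of arrays limits the precision. Of all probe sets, 23521 list 1 gene, 1814 list several and 15820 list none, and a gene is named here from a probe set that lists it alone. As in the methods of the paper, probe sets were kept when their highest signal reached the median of all probe sets and their variance exceeded the 25th percentile, which left 19389 in brain and 18982 in liver.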

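The change per copy was the slope of log2 signal on copy number, coded -1 for Del/+, 0 for wt and 1 for Dup/+, fitted with limma in each tissue alone. All p-values from limma are two-sided and adjusted with the method of Benjamini and Hochberg over the kept probe sets of the tissue. On this scale the loss of a copy moves a signal proportional to copy number further from wt than the gain of a copy does. A signal was taken as above background when the wt mean exceeded the 95th percentile of 1405 probe sets of olfactory and vomeronasal receptors, which was 4.13 in the hippocampus, 4.09 in the striatum, 4.03 in the cerebellum and 3.15 in the liver. In data with simulated slopes, the fit recovered 74.6% of 67 probe sets with a slope of 0.5 in the hippocampus, 73.1% of 67 in the striatum, 68.7% of 67 in the cerebellum and 47.8% of 67 in the liver. Each simulation changed 200 probe sets, whose small p-values ease the threshold, so recovery may be lower in the real data. Gene groups were 44 lists of pathway genes and cell type markers, fixed before the data were examined, and 898 of their 1018 entries had a probe set of their own. A list rose or fell when its slopes differed from those of the other genes in camera of limma with a preset correlation of 0.01 between genes, at an adjusted p under 0.05. Beside each such call stands the adjusted p from the same test with a correlation estimated from the data. Reactome gene sets were tested with fgsea on the ranked genes, because the C2 collection used in the paper was not at hand.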

To identify altered pathways in the 16p11.2 mouse models, we performed transcriptomic analysis of three brain regions (hippocampus, striatum, and cerebellum) and of one peripheral tissue (liver) in *Del/+*, *Dup/+* and wt animals (data accessible at NCBI GEO database[30], accession GSE66468). We assessed expression of the genes encompassed by the *Sult1a1-Spn* region boundaries and found that the majority of them showed mRNA levels proportional to the CNV copy number (5). 

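Most genes between Sult1a1 and Spn rose with each added copy in the 3 brain regions, and some of them did so in the liver. At 5% FDR in limma, 24 of 28 kept probe sets of the region rose with copy number in the hippocampus, 22 of 28 in the striatum, 21 of 28 in the cerebellum and 11 of 26 in the liver, and none fell. Taok2, a kinase of the MAPK pathways that acts in neurons, lies on chromosome 7, 126865674 to 126886296 of GRCm38. Its log2 signal in the hippocampus was 8.52 ± 0.049 (SD, n = 4) in Del/+, 9.24 ± 0.074 (n = 8) in wt and 9.79 ± 0.079 (n = 4) in Dup/+ mice. This is a slope per copy of 0.63 (standard error 0.038, adjusted p = 1.35e-07). Kctd13, an adaptor of the cullin-3 ubiquitin ligase (chromosome 7, 126928840 to 126947897), had a slope of 0.60 (standard error 0.049, adjusted p = 2.77e-06) in the hippocampus. Prrt2, a presynaptic protein that acts in transmitter release (chromosome 7, 127017542 to 127021450), had a slope of 0.59 (standard error 0.049, adjusted p = 3.02e-06) there. In the liver, Taok2 had a slope of 0.67 (standard error 0.079, adjusted p = 0.00898), and Cdipt, which makes phosphatidylinositol, one of 0.67 (standard error 0.10, adjusted p = 0.0213). The mean log2 signal of the 25 region genes with a probe set of their own rose by 0.43 per copy in the hippocampus and 0.44 in the striatum (exact permutation test, two-sided, p = 2.22e-06, the smallest that 900900 assignments allow). It rose by 0.47 in the cerebellum and 0.37 in the liver (exact permutation test, two-sided, p = 1.08e-04, the smallest that 18480 assignments allow). Within the array plates, read from the array numbers, the slope of this mean was 0.43, 0.46 and 0.42 in the hippocampus, 0.44, 0.43 and 0.39 in the striatum, 0.46, 0.48 and 0.48 in the cerebellum and 0.42, 0.35 and 0.35 in the liver. The liver count fell to 0 without the array of Del/+ 11, Dup/+ 18 or Del/+ 26, to 2 without Dup/+ 19 and to 6 without Dup/+ 21.

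**Figure D1:**
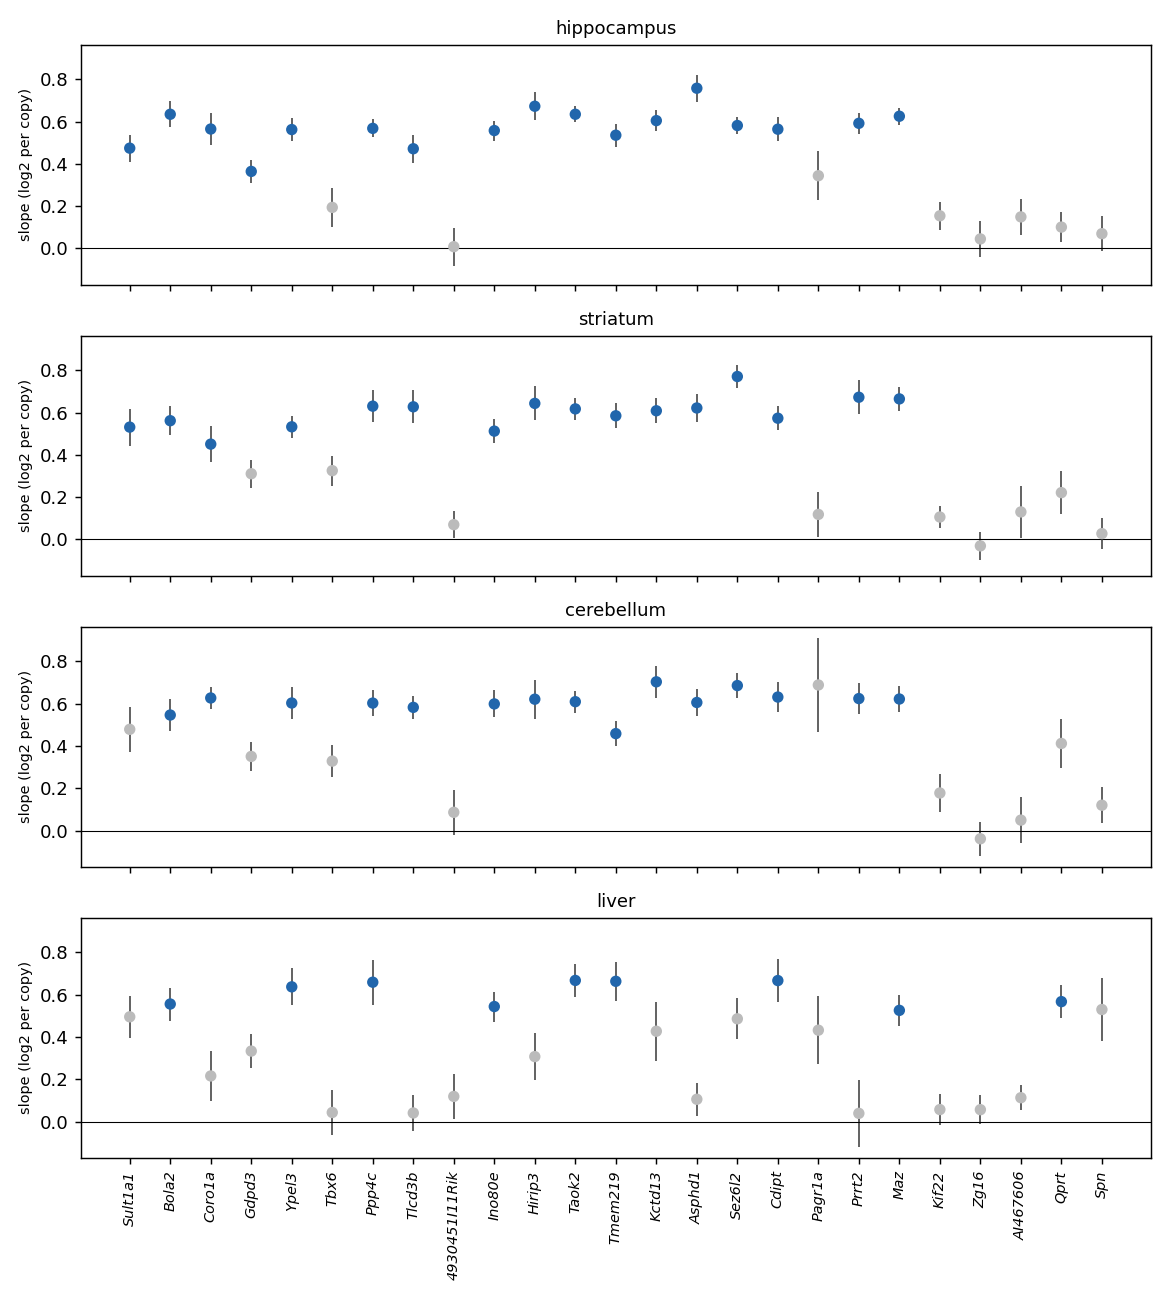
Slope of log2 signal per copy (vertical axis, point and standard error) for the 25 region genes (horizontal axis) in the 4 tissues, blue where the gene passed at 5% FDR and grey where it did not. Taok2 lies at 0.63 in the hippocampus and 0.67 in the liver.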

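The region genes whose slope did not pass the test lay mostly at a low signal, and Qprt is such a gene in brain but not in the liver. Kif22, a kinesin motor of dividing cells, was kept by the filter in no tissue, with wt signals of 3.99 in the hippocampus, 4.15 in the striatum, 4.10 in the cerebellum and 2.91 in the liver and slopes of 0.15, 0.11, 0.18 and 0.057 (unadjusted p = 0.0337, 0.0643, 0.0725 and 0.441 in limma). Zg16, a lectin of secretory granules, was below background in every tissue, at 2.41, 2.39, 2.15 and 2.26 in the same order. Spn, the leukocyte surface protein CD43, was not kept in brain. In the liver its signal was 3.63 ± 0.19 in Del/+, 3.57 ± 0.14 in wt and 4.69 ± 0.43 in Dup/+ mice (SD, n = 3, 6 and 3), a slope of 0.53 (standard error 0.15, adjusted p = 0.446). Qprt makes a precursor of NAD from a product of tryptophan. In the liver its signal was 9.57 ± 0.042 in Del/+, 10.24 ± 0.16 in wt and 10.71 ± 0.14 in Dup/+ mice (SD, n = 3, 6 and 3), and it rose by 0.57 (standard error 0.079, adjusted p = 0.00898) per copy. In brain, with wt signals of 4.42, 4.30 and 4.76, the slope of Qprt was 0.10 (standard error 0.072, adjusted p = 0.880) in the hippocampus, 0.22 (standard error 0.10, adjusted p = 0.540) in the striatum and 0.41 (standard error 0.11, adjusted p = 0.529) in the cerebellum. The liver call of Qprt held in 2 of the 6 fits that each left out 1 Del/+ or Dup/+ array, with adjusted p up to 0.0718.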

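Prrt2 and Coro1a passed the test in brain and not in the liver. Coro1a, an actin-binding protein of immune cells and neurons, rose by 0.45 (standard error 0.085, adjusted p = 0.0417) per copy in the striatum and by 0.63 (standard error 0.053, adjusted p = 1.85e-04) in the cerebellum, and its liver slope was 0.22 (standard error 0.12, adjusted p = 0.740). Tlcd3b, listed in the paper as Fam57b, had a liver slope of 0.041 (standard error 0.085, adjusted p = 0.957). Prrt2 had a liver slope of 0.039 (standard error 0.16, adjusted p = 0.979) at a wt signal of 3.99, while a probe set listed jointly for Pagr1a and Prrt2, with a wt signal of 6.99 there, had a slope of 0.47 (adjusted p = 0.167) and rose by 0.70, 0.73 and 0.68 in the hippocampus, striatum and cerebellum. Aldoa, an enzyme of glycolysis, is measured by a probe set listed jointly for Aldoa and Aldoart1. That probe set rose by 0.56 per copy in the hippocampus (adjusted p = 2.30e-04), 0.43 in the striatum (adjusted p = 0.00126) and 0.54 in the cerebellum (adjusted p = 0.0111), and its liver slope was 0.17 (adjusted p = 0.669). Tbx6, a transcription factor of the embryonic mesoderm, had slopes of 0.19 (standard error 0.093, adjusted p = 0.794) in the hippocampus, 0.33 (standard error 0.072, adjusted p = 0.150) in the striatum, 0.33 (standard error 0.074, adjusted p = 0.290) in the cerebellum and 0.043 (standard error 0.11, adjusted p = 0.965) in the liver. Whether these slopes differed between brain and liver was not tested, because the tissues were normalized separately.

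**Figure D2:**
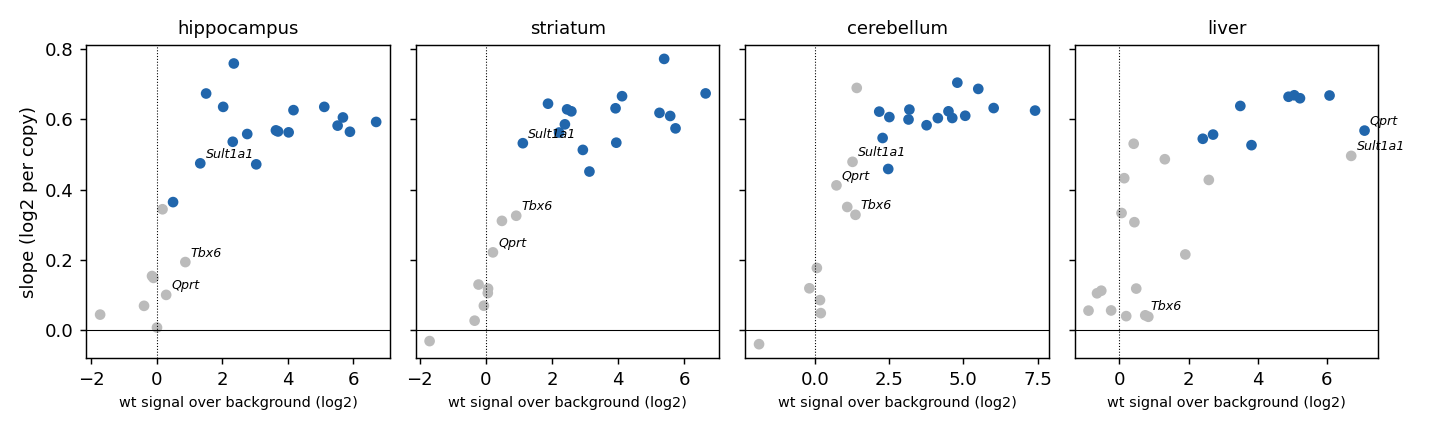
Slope per copy of each region gene (vertical axis, log2) against its wt signal minus the background of the tissue (horizontal axis, log2), 1 point per gene in each of the 4 tissues, blue where it passed at 5% FDR. No gene below background passed, and Qprt in the liver passed with a slope of 0.57.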

The expression of the genes in the *Sult1a1-Spn* region was largely affected by the CNVs in all three brain regions and the liver, with the following exceptions: *Kif22*, *Qprt*, *Spn*, and *Zg16* appeared to be under dosage compensation in all tissues studied, whereas *Aldoa*, *Coro1a*, *Fam57b*, *Prrt2*, and *Tbx6* expression levels were only compensated in the liver (Fig 6A–6D). Furthermore, principal component analysis suggested that the effect of the CNV on the expression of *Sult1a1-Spn* interval genes was stronger in the *Del/+* animals (Fig 6E). 

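The region genes lay further from wt in Del/+ than in Dup/+ mice in the hippocampus and the striatum on the log2 scale. A signal proportional to copy number alone would do so on this scale. The tests of the ratio below do not set it against that, so they show no stronger effect of the deletion. In the hippocampus the mean of the 25 region genes was 5.97 ± 0.039 (SD, n = 4) in Del/+, 6.50 ± 0.047 (n = 8) in wt and 6.84 ± 0.058 (n = 4) in Dup/+ mice. The distance from wt was 0.53 in Del/+ and 0.34 in Dup/+, a ratio of 1.57 (exact permutation test, two-sided, p = 0.0286, the smallest that 70 splits allow). In the striatum the distances were 0.53 and 0.35, a ratio of 1.52 (same exact test, p = 0.0286). In the cerebellum they were 0.62 and 0.33, a ratio of 1.89 (exact permutation test, p = 0.1, the smallest that 20 splits allow). In the liver they were 0.39 and 0.36, a ratio of 1.08 (exact permutation test, p = 0.5). On the linear scale the Del/+ mean was 0.693 times wt in the hippocampus, 0.695 in the striatum, 0.652 in the cerebellum and 0.765 in the liver, and the Dup/+ mean 1.26, 1.27, 1.25 and 1.28 times wt. Among single genes in the hippocampus, Asphd1 stood at 0.534 times wt in Del/+ and 1.53 times wt in Dup/+, and Maz, a zinc finger transcription factor, at 0.605 and 1.44 times wt.

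**Figure D3:**
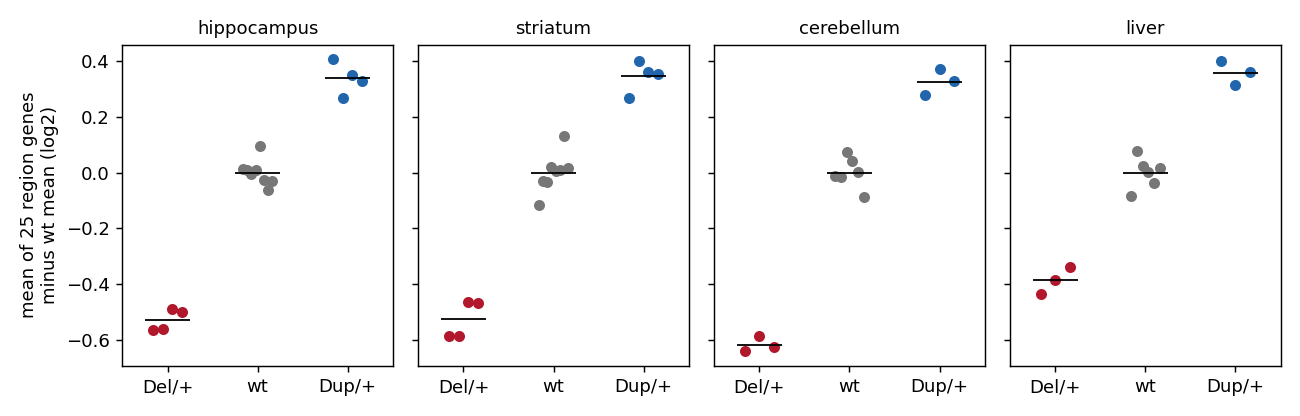
Mean log2 signal of the 25 region genes per array minus the wt mean of the tissue (vertical axis), by genotype and tissue, with lines at the group means. Del/+ arrays average 0.53 below wt in the hippocampus and Dup/+ arrays 0.34 above.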

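Few genes outside the region passed the test for a change with copy number, which misses many shallow slopes. Among those that passed, the steepest slopes were in the liver, where the fit recovered the fewest simulated slopes and shallow ones rarely pass. At 5% FDR in limma, 3 of 10966 probe sets of genes outside the region passed in the hippocampus, 1 of 10966 in the striatum, 3 of 10966 in the cerebellum and 3 of 10646 in the liver. In the hippocampus, A930024E05Rik (chromosome 5, 122989354 to 122998345) fell by 0.28 per copy (standard error 0.037, adjusted p = 9.90e-04), with a signal of 6.74 ± 0.071 in Del/+, 6.39 ± 0.079 in wt and 6.19 ± 0.058 in Dup/+ mice (SD, n = 4, 8 and 4). Ranbp17, of the family of nuclear transport receptors (chromosome 11, 33211794 to 33513784), and Upk1b, a membrane protein of the urothelium (chromosome 16, 38773182 to 38800203), rose by 0.27 (standard error 0.050, adjusted p = 0.0301) and 0.33 (standard error 0.061, adjusted p = 0.0344). In the striatum, Mamdc2 (chromosome 19, 23302609 to 23448497) rose by 0.33 (standard error 0.062, adjusted p = 0.0411). In the cerebellum, Igfbp5, which binds insulin-like growth factors (chromosome 1, 72858065 to 72874865), had a signal of 10.21 ± 0.16 in Del/+, 9.76 ± 0.069 in wt and 9.40 ± 0.11 in Dup/+ mice (SD, n = 3, 6 and 3), a slope of -0.41 (standard error 0.051, adjusted p = 0.00323). Vgf, a neuropeptide precursor induced by neurotrophins and activity (chromosome 5, 137025301 to 137033351), had a slope of -0.37 (standard error 0.056, adjusted p = 0.0158) there, and Pkd2l1, a cation channel (chromosome 19, 44147637 to 44248328), rose by 0.66 (standard error 0.11, adjusted p = 0.0458). In the liver, the water channel Aqp4 (chromosome 18, 15389394 to 15410982) rose by 0.94 (standard error 0.13, adjusted p = 0.00898), the growth factor Bmp7 (chromosome 2, 172868012 to 172940321) by 0.60 (standard error 0.083, adjusted p = 0.00898) and Lrtm1 (chromosome 14, 29018208 to 29033642) by 1.20 (standard error 0.20, adjusted p = 0.0398).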

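At 10% FDR in limma, 9 probe sets outside the region passed in the hippocampus, 5 in the striatum, 5 in the cerebellum and 4 in the liver. The genes of smallest p that did not pass at 5% FDR in the striatum were Adamts9, a protease of the extracellular matrix, with a slope of 0.37 (standard error 0.073, adjusted p = 0.0705), and Cc2d2a, a protein of the base of the cilium, with 0.24 (standard error 0.048, adjusted p = 0.0781). In the cerebellum they were the growth factor Gdf11, with a slope of 0.38 (standard error 0.071, adjusted p = 0.0857), and Pcsk1, which processes neuropeptide precursors, with -0.34 (standard error 0.062, adjusted p = 0.0857). In the liver they were Atp11a, which moves phospholipids across membranes, with a slope of -0.71 (standard error 0.12, adjusted p = 0.0567), and Gpc1, a heparan sulfate proteoglycan, with 0.62 (standard error 0.12, adjusted p = 0.122). Scnn1a, a sodium channel subunit, and Casq2, which binds calcium in muscle, had striatum slopes of 0.46 (standard error 0.094, adjusted p = 0.0798) and -0.30 (standard error 0.060, adjusted p = 0.0798). At an unadjusted p under 0.05 there were 731, 1265 and 688 of 10966 probe sets outside the region in the hippocampus, striatum and cerebellum and 688 of 10646 in the liver. Each is more than the 5% that chance gives on average, by most in the striatum. Correlated genes can make such counts vary widely, and whether this excess goes beyond chance was not tested. The adjustment includes the region probe sets, whose small p-values ease the threshold for the others. Probe sets that list no gene were not placed on the genome, and any of them within the region would ease it too. Adjusted without the region probe sets but with those that list no gene, a choice made after the data were seen, 4 genes passed at 5% FDR. They were A930024E05Rik (adjusted p = 0.00988) in the hippocampus, Igfbp5 (0.0290) in the cerebellum and Aqp4 and Bmp7 (0.0234 for both) in the liver. Vgf then had an adjusted p of 0.0946, Lrtm1 of 0.127, Ranbp17 and Upk1b of 0.152, Mamdc2 of 0.214 and Pkd2l1 of 0.238. When 1 Del/+ or Dup/+ array was left out in turn, A930024E05Rik passed in 8 of 8 fits and Igfbp5 in 6 of 6, while Ranbp17 and Upk1b passed in 2 of 8, Mamdc2 in 1 of 8, Vgf in 3 of 6, Pkd2l1 and Lrtm1 in 1 of 6, and Aqp4 and Bmp7 in 2 of 6. The striatum count at 5% FDR was 19 without Del/+ 23 and 0 without Del/+ 11, Del/+ 7, Dup/+ 19, Dup/+ 21 or Dup/+ 54. The hippocampus count was 1 without Del/+ 11 or Del/+ 23 and 5 without Dup/+ 18, the cerebellum count 1 without Del/+ 26 or Del/+ 17, and the liver count 5 without Del/+ 28 and 0 without Del/+ 11, Del/+ 26, Dup/+ 18 or Dup/+ 19. At 10% FDR, the hippocampus count was 1 without Del/+ 11, 2 without Del/+ 7, 3 without Del/+ 26, 4 without Del/+ 23 or Dup/+ 47 and 5 without Dup/+ 21, the striatum count 37 without Del/+ 23, 2 without Dup/+ 19 and 0 without Del/+ 11 or Dup/+ 21, the cerebellum count 2 without Del/+ 17, and the liver count 2 without Del/+ 26 or Dup/+ 18.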

At a 5% false discovery rate (FDR), between 7 and 14 probe sets mapping elsewhere on the genome were associated with the CNV dosage (9–32 at 10% FDR). We then performed gene set enrichment analysis (GSEA) on the genes ranked by the results of the differential expression analysis to identify the sets of genes that were positively or negatively associated with the *Sult1a1-Spn* copy number.

**Fig 6:**
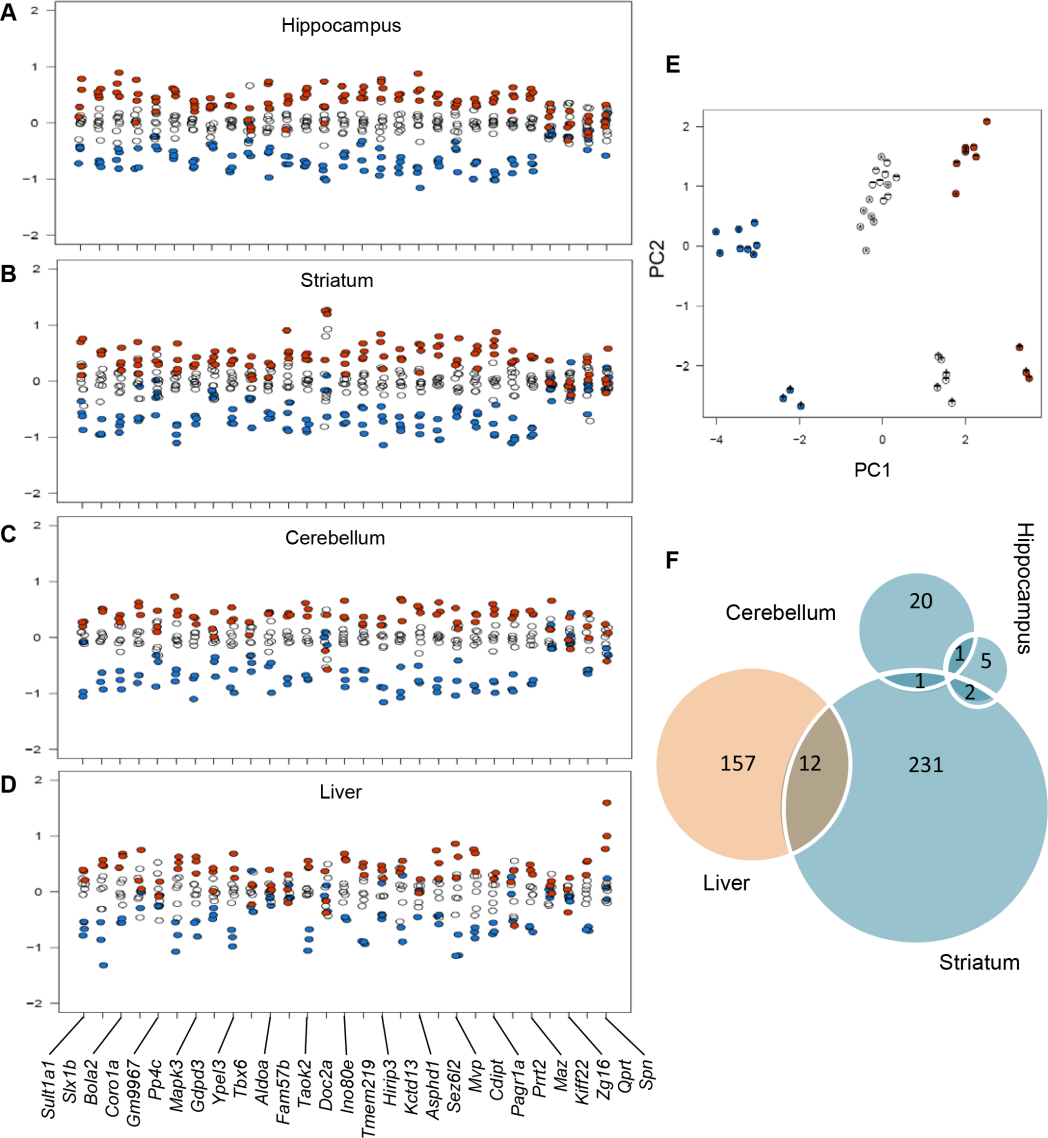
Expression levels of genes within the *Sult1a1-Spn* region in brain and peripheral tissues. Expression levels for 30 probe sets within the engineered region in the hippocampus (A), the striatum (B), the cerebellum (C), and the liver (D). Vertical axis represents log2-fold change in the normalized expression ratio. Blue dots—*Del/+* animals, black circles—wt animals, orange dots—*Dup/+* animals. (E) Principal component analysis of the expression of genes from the *Sult1a1-Spn* region. The first component (horizontal axis) explaining 58.2% of the variance is mainly capturing the CNV effect, the second component (vertical axis) explaining 28.7% of the variance is mainly capturing the regional effect, especially in the cerebellum (+) versus the striatum (*) and the hippocampus (-). Blue dots—*Del/+* animals, black circles—wt mice, orange dots—*Dup/+* animals. (F) A Venn diagram representing the number of gene set enriched pathways identified using the transcriptome analysis in the three regions of the brain and the liver, showing some major impact in the striatum and the liver and 16 pathways found altered in at least two tissues.

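The Sult1a1-Spn region is covered by 32 probe sets that list a gene of the interval, 27 of them listing 1 gene. Sez6l2, a membrane protein of neurons, rose by 0.77 (standard error 0.055, adjusted p = 1.37e-06) per copy in the striatum and 0.69 (standard error 0.059, adjusted p = 1.85e-04) in the cerebellum. Taok2 rose by 0.62 in the striatum and 0.61 in the cerebellum. The catalytic subunit of protein phosphatase 4, Ppp4c, rose by 0.57 (standard error 0.043, adjusted p = 1.35e-06) in the hippocampus and 0.66 (standard error 0.11, adjusted p = 0.0288) in the liver. Ino80e, a subunit of a chromatin remodeling complex, and Ypel3 rose by 0.54 (standard error 0.071, adjusted p = 0.00898) and 0.64 (standard error 0.087, adjusted p = 0.00898) in the liver. The probe set listed jointly for Mvp and Pagr1a rose by 0.44, 0.49, 0.53 and 0.80 in the hippocampus, striatum, cerebellum and liver, and the probe set listed jointly for Slx1b and Bola2 by 0.63, 0.70, 0.64 and 0.71. The probe set listed jointly for Doc2a and Ino80e rose by 0.61 in the hippocampus and had a slope of 0.62 in the striatum (adjusted p = 0.342), -0.063 in the cerebellum (adjusted p = 0.971) and 0.022 in the liver, where it was not kept by the filter (unadjusted p = 0.855). Sult1a1, a sulfotransferase at the edge of the interval, rose by 0.47 (standard error 0.064, adjusted p = 0.00108) in the hippocampus, and its slope was 0.48 (standard error 0.11, adjusted p = 0.265) in the cerebellum and 0.50 (standard error 0.10, adjusted p = 0.167) in the liver. Gdpd3 rose by 0.36 (standard error 0.056, adjusted p = 0.00464) in the hippocampus and had slopes of 0.31 (standard error 0.067, adjusted p = 0.132) in the striatum and 0.35 (standard error 0.069, adjusted p = 0.121) in the cerebellum. In the liver, Kctd13 had a slope of 0.43 (standard error 0.14, adjusted p = 0.546), Sez6l2 of 0.49 (standard error 0.098, adjusted p = 0.167) and Hirip3, a chromatin protein, of 0.31 (standard error 0.11, adjusted p = 0.577). Of the 25 genes with a probe set of their own, 21 were above background in the hippocampus, 21 in the striatum, 23 in the cerebellum and 21 in the liver, and of these 17, 16, 15 and 9 rose.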

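Over the region probe sets of the 44 brain arrays, the first component held 52.9% of the variance (jackknife standard error 4.94) and the second 30.9% (4.35). Genotype accounted for 92.6% of the spread of the arrays along the first component, and brain region for 91.0% of the spread along the second. Along the component of copy number, Del/+ arrays lay 3.37 ± 0.099 (SD, n = 4) from the wt mean in the hippocampus and Dup/+ arrays 2.24 ± 0.31 (n = 4), a ratio of 1.51 (exact permutation test, two-sided, p = 0.0286, the smallest possible). In the striatum the distances were 3.49 ± 0.37 and 2.30 ± 0.16 (SD, n = 4 each), a ratio of 1.52 with the same exact p. In the cerebellum they were 3.74 ± 0.14 and 2.16 ± 0.072 (SD, n = 3 each), a ratio of 1.73 (exact permutation test, two-sided, p = 0.1, the smallest possible). On the log2 scale a signal proportional to copy number alone lies further from wt in Del/+. These ratios by themselves show no stronger effect of the deletion.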

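Among the fixed gene lists, 5 of 29 changed with copy number in the hippocampus, 13 of 29 in the striatum, 7 of 29 in the cerebellum and 11 of 26 in the liver. Genes of the heat shock and unfolded protein response, which help proteins fold, fell in all 3 brain regions, with mean slopes of -0.100 in the hippocampus, -0.060 in the striatum and -0.11 in the cerebellum. Their adjusted p in camera with an estimated correlation was 0.307, 0.291 and 0.319. The MAPK/ERK feedback genes, targets and inhibitors of growth factor signalling, also fell in all 3, by mean slopes of -0.059, -0.076 and -0.074. With an estimated correlation their adjusted p in camera was 0.649, 0.291 and 0.564. Fatty acid and triglyceride synthesis genes rose in the striatum (0.071) and the liver (0.31), and oligodendrocyte markers rose in the striatum (0.085) and the cerebellum (0.084). Here the adjusted p with an estimated correlation was 0.291 and 0.134 for the fatty acid genes and 0.598 and 0.573 for the oligodendrocyte markers. With an estimated correlation, 1 list was called in the striatum (CREB1 and cocaine-responsive genes, adjusted p = 0.0391) and 0 in the other tissues. Left out in turn, single arrays changed the count of lists to 3 in the hippocampus without Dup/+ 47, and to 4, 3 and 4 in the cerebellum without Dup/+ 47, Del/+ 28 and Del/+ 17. No list had slopes that differed between brain regions after adjustment in an exact permutation test. The smallest adjusted p was 0.108 for microglia markers between the striatum and the cerebellum. It was 0.187 for striatal projection neuron markers between the striatum and the hippocampus, and 0.512 between the hippocampus and the cerebellum. The test takes brain regions as independent, though 8, 9 and 6 mouse numbers were shared in these comparisons. Changes found in several brain regions are therefore not independent either.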

Our GSEA analysis considers the pre-ranked gene list according to the LIMMA results based on the dosage model. We used the MSigDB C2 gene set database (c2.all.v4.0.symbols.gmt), which collects curated gene sets from online pathways, and publications in PubMed. The data with an FDR below 25% are reported in S10 Table. 

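In the hippocampus, markers of striatal projection neurons and genes of dopamine signalling rose with copy number. The striatal markers, measured by 15 genes, rose by a mean slope of 0.31, adjusted p = 4.18e-04, and adjusted p = 0.964 with an estimated correlation. Rxrg, a retinoid receptor, had a slope of 0.61 (standard error 0.22), and Penk, the enkephalin precursor, one of 0.49 (standard error 0.25). Rgs9, a regulator of G protein signalling, had a slope of 0.48 (standard error 0.27), and Adcy5, an adenylyl cyclase of the striatum, one of 0.27 (standard error 0.14). No single member passed in limma, over all probe sets or adjusted over the list alone, and 1 rose at an unadjusted p under 0.05. The 18 genes of dopamine signalling had a mean slope 0.20, adjusted p = 0.00998, and adjusted p = 0.964 with an estimated correlation. Their member with the smallest p was the receptor Drd5, with a slope of -0.16 (standard error 0.068), and none passed over the list alone in limma (1, Drd5, fell at an unadjusted p under 0.05). The hippocampus array of Dup/+ 47 stood apart, with a mean striatal marker signal of 9.22 against 6.72 to 6.99 on the other arrays. Without it, the striatal list had an adjusted p of 0.935 and the dopamine list one of 0.930 with the direction turned. The 16 markers of thalamus and midbrain had a mean slope of 0.048 (adjusted p = 0.796), and the 14 genes of AKT and mTOR signalling one of -0.0071 (adjusted p = 0.796). The kinase gene Akt1 itself was not kept by the filter (slope -0.0097, unadjusted p = 0.799). No Reactome gene set rose at 25% FDR in fgsea (10 at an unadjusted p under 0.05) or in camera with an estimated correlation.

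**Figure D4:**
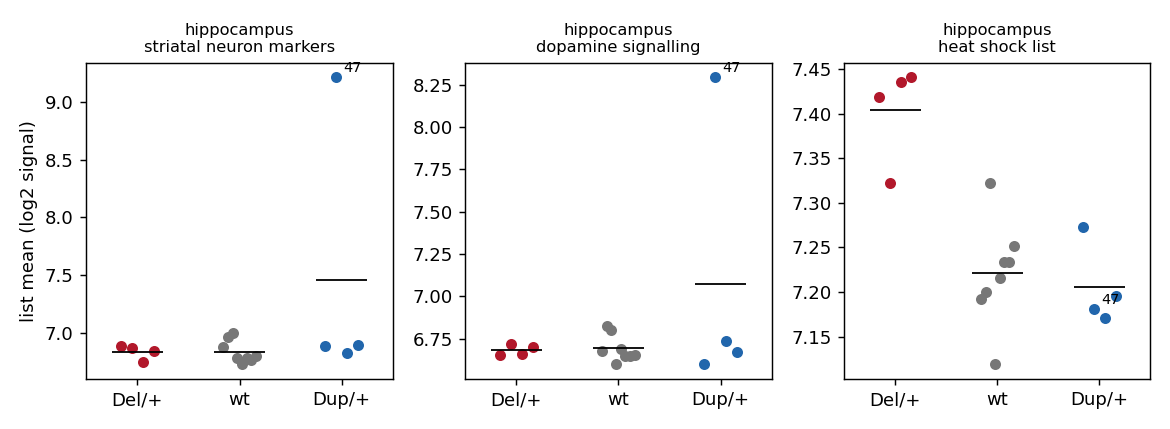
Mean log2 signal of the members of 3 lists (vertical axis) on each hippocampus array by genotype, with lines at the group means. The array of Dup/+ 47 lies at 9.22 for striatal projection neuron markers, above the other arrays.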

In the hippocampus, two gene sets were dosage-dependently upregulated (upregulated in the *Dup/+* mice and downregulated in the *Del/+* mice) including genes from midbrain markers [31] and Akt1 signalling via mTOR [32]. In contrast, six gene sets were downregulated in a dose-dependent manner (upregulated in the *Del/+* mice and downregulated in the *Dup/+* mice) including the targets of Creb1 (a transcription factor induced in brain reward pathways after chronic exposure to recreational drugs [33]) as well as the genes involved in resistance to Ifna2 [34], in the response to TSA and butyrate [35, 36], and in the PID P38alpha/beta pathway [37]. 

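Genes of the heat shock and unfolded protein response, markers of excitatory neurons and MAPK/ERK feedback genes fell with copy number in the hippocampus. The 14 heat shock genes had a mean slope -0.100, adjusted p = 4.18e-04, and adjusted p = 0.307 with an estimated correlation. Adjusted over the list alone, 4 members fell: the chaperones Hspa1b, by 0.30 per copy, and Hspb1, by 0.23, and Sdf2l1 and Pdia6 of the endoplasmic reticulum, by 0.32 and 0.18, while none passed over all probe sets (6 fell at an unadjusted p under 0.05). The 17 markers of cortical and hippocampal excitatory neurons had a mean slope -0.077, adjusted p = 0.00832, and adjusted p = 0.649 with an estimated correlation. Among them, C1ql2, a secreted protein of mossy fiber synapses, had a slope of -0.24 (standard error 0.090) and Neurod6, a neuronal transcription factor, one of -0.16 (standard error 0.073), and none passed over the list alone in limma (2 fell at an unadjusted p under 0.05). The 17 MAPK/ERK feedback genes had a mean slope -0.059, adjusted p = 0.0172, and adjusted p = 0.649 with an estimated correlation. Adjusted over the list alone, 2 of them fell, the phosphatase gene Dusp4 by 0.25 and the transcription factor gene Myc by 0.18. The array of Dup/+ 47 had the lowest mean of the excitatory markers, 8.28, and without it their adjusted p was 0.421. The MAPK/ERK feedback call ended without Del/+ 7 (adjusted p = 0.0887), Del/+ 26 (0.0924) or Dup/+ 47 (0.151), and without the filter (0.0944). The 23 CREB1 and cocaine-responsive genes had a mean slope of 0.025 and a test direction of down (adjusted p = 0.796), and Creb1 itself a slope of -0.031 (standard error 0.035, adjusted p = 0.929). Without Dup/+ 47 the CREB1 and cocaine list fell in camera (mean slope -0.044, adjusted p = 0.0441). Its list mean did not pass in the exact permutation test over the remaining mice (p = 0.274, 0.831 adjusted over the lists). The genes of the p38 MAPK pathway (mean slope -0.0096, adjusted p = 0.796) and the interferon-stimulated genes (mean slope -0.011, adjusted p = 0.799) did not pass, and Ifna2 had a wt signal of 3.16, below background. No Reactome gene set fell at 25% FDR in fgsea (10 at an unadjusted p under 0.05), while 4 fell without Dup/+ 18.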

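In the cerebellum, genes of the heat shock response, CREB1 and cocaine-responsive genes, MAPK/ERK feedback genes, interferon-stimulated genes and vessel markers fell with copy number, and cholesterol biosynthesis genes and oligodendrocyte markers rose. The 14 heat shock and unfolded protein response genes had a mean slope -0.11, adjusted p = 0.00753, and adjusted p = 0.319 with an estimated correlation. Of these, 3 fell when adjusted over the list alone, the chaperone genes Hspa1a by 0.22 and Hsph1 by 0.21 per copy and Sdf2l1 by 0.37. The 23 CREB1 and cocaine-responsive genes had a mean slope -0.074, adjusted p = 0.0177, and adjusted p = 0.457 with an estimated correlation. Vgf fell over all probe sets. Adjusted over the list alone, Vgf, Pcsk1 by 0.34 and Penk by 0.20 fell, and Creb5, a relative of Creb1, rose by 0.20. Creb1 had a slope of 0.025 (standard error 0.043, adjusted p = 0.959) and Npas4, a transcription factor induced by activity, one of -0.31 (standard error 0.21, adjusted p = 0.860). The 13 cholesterol biosynthesis genes had a mean slope 0.062, adjusted p = 0.0177, and adjusted p = 0.319 with an estimated correlation, with slopes of 0.18 (standard error 0.072) for the reductase Dhcr7 and 0.12 (standard error 0.048) for the regulator Srebf2. The 12 oligodendrocyte markers had a mean slope 0.084, adjusted p = 0.0177, and adjusted p = 0.573 with an estimated correlation, with 0.11 (standard error 0.050) for the myelin protein gene Mbp and 0.18 (standard error 0.086) for Opalin.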

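The 16 interferon-stimulated genes of the cerebellum had a mean slope -0.091, adjusted p = 0.0260, and adjusted p = 0.564 with an estimated correlation, with slopes of -0.26 (standard error 0.12) for Rtp4 and -0.24 (standard error 0.11) for Ifi27. The 17 MAPK/ERK feedback genes had a mean slope -0.074, adjusted p = 0.0316, and adjusted p = 0.564 with an estimated correlation, and the 10 endothelial and mural cell markers a mean slope -0.10, adjusted p = 0.0316, and adjusted p = 0.319 with an estimated correlation. In these 3 lists, and among the cholesterol genes and oligodendrocyte markers, no member passed in limma over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 3 interferon-stimulated genes and 2 feedback genes fell, and 2 cholesterol genes and 1 oligodendrocyte marker rose. The heat shock call held without each Del/+ and Dup/+ array in turn, and the CREB1 call ended without Del/+ 28 (adjusted p = 0.147). Without Dup/+ 47 the adjusted p was 0.114 for cholesterol, 0.114 for oligodendrocytes, 0.285 for MAPK/ERK feedback and 0.247 for vessels. Without Del/+ 26 it was 0.104 for cholesterol, 0.0967 for MAPK/ERK feedback and 0.0967 for vessels, and without Del/+ 28 it was 0.370 for interferon and 0.0858 for both MAPK/ERK feedback and vessels. Without Del/+ 17 it was 0.181 for both oligodendrocytes and interferon and 0.149 for vessels, without Dup/+ 45 0.142 for oligodendrocytes, and without Dup/+ 19 0.0527 for interferon and 0.115 for MAPK/ERK feedback. Without the filter it was 0.0690 for interferon and 0.0717 for MAPK/ERK feedback. No Reactome gene set passed at 25% FDR in fgsea (5 rising and 9 falling at an unadjusted p under 0.05), while 2 rose without Dup/+ 19 and 2 fell without Del/+ 26.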

A total of 22 gene sets were affected in the cerebellum including gene sets that were downregulated exclusively in a dosage-dependent fashion. In the striatum, 240 gene sets were dose-dependently upregulated. 

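Markers of choroid plexus, thalamus and midbrain, astrocytes, oligodendrocytes and cerebellar neurons and genes of fatty acid synthesis rose with copy number in the striatum. The 14 choroid plexus and ependyma markers, of the tissue that makes cerebrospinal fluid, had a mean slope 0.54, adjusted p = 8.99e-06, and adjusted p = 0.291 with an estimated correlation. Adjusted over the list alone, 4 of them rose, the water channel Aqp1 by 0.61 per copy, the transcription factor Otx2 by 0.79, the transporter Slc4a5 by 0.92 and Kl by 1.03. The 16 thalamus and midbrain markers had a mean slope 0.41, adjusted p = 1.59e-06, and adjusted p = 0.291 with an estimated correlation. Of these, 3 rose over the list alone, Lef1 by 0.36, Ddc, which makes dopamine, by 0.34 and Foxa1 by 0.25. The 13 astrocyte markers had a mean slope 0.11, adjusted p = 0.00187, and adjusted p = 0.291 with an estimated correlation. Over the list alone 4 rose, the gap junction gene Gja1 by 0.19, Atp1b2 by 0.23, Aqp4 by 0.26 and Gfap by 0.34. The 15 fatty acid and triglyceride synthesis genes had a mean slope 0.071, adjusted p = 0.00781, and adjusted p = 0.291 with an estimated correlation. Over the list alone 2 rose, Acacb, which makes malonyl-CoA, by 0.27 and the regulator Srebf1 by 0.21. Oligodendrocyte markers (adjusted p = 0.0158, and adjusted p = 0.598 with an estimated correlation) and cerebellar neuron markers (mean slope 0.13, adjusted p = 0.0483, and adjusted p = 0.475 with an estimated correlation) also rose as lists, and no member of any of these 6 lists passed over all probe sets. At an unadjusted p under 0.05, 8 choroid plexus, 9 thalamus and midbrain, 4 astrocyte, 7 fatty acid, 2 oligodendrocyte and 3 cerebellar genes rose.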

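The striatum arrays of Dup/+ 21 and 47 stood apart in these markers, with mean thalamus and midbrain signals of 6.96 and 7.33 against 5.27 to 5.85 on the other arrays. Without both arrays, a choice made after seeing their values, the choroid plexus list still rose in camera (adjusted p = 5.72e-04). Its list mean did not pass in the exact permutation test over the remaining mice (p = 0.162, 0.427 adjusted over the lists). In camera the thalamus and midbrain markers then had an adjusted p of 0.907, the astrocyte markers 0.189, the fatty acid genes 0.0766, the oligodendrocyte markers 0.0871 and the cerebellar markers 0.735 with the direction turned. With the plate as a block the cerebellar call ended (adjusted p = 0.0700). Single arrays also ended the cerebellar call (without Del/+ 23 0.0515, Dup/+ 21 0.143, Del/+ 28 0.299, Dup/+ 47 0.440) and the oligodendrocyte call (without Dup/+ 19 0.0557, Del/+ 7 0.307, Dup/+ 47 0.0514). In fgsea, 10 of 396 Reactome gene sets rose at 25% FDR. They include SLC-mediated transmembrane transport, the carriers of ions and nutrients (normalized enrichment score 2.01, adjusted p = 2.32e-04), and Extracellular matrix organization (1.98, adjusted p = 2.58e-04). The count was 17 without Del/+ 11 or Del/+ 7, 18 without Del/+ 23, 25 without Del/+ 28 and 28 without Dup/+ 54, and no set was called by camera with an estimated correlation.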

Six gene sets were dose-dependently downregulated, including genes involved in cocaine reward [33], involved in the regulation of inhibitory GABAergic synapse through NpaS4 [38], regulated by exercise [39], or regulated during the EGF response [40]. 

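In the striatum, genes that respond to cocaine and to neuronal activity, markers of striatal projection neurons and genes of dopamine signalling fell with copy number. The 23 CREB1 and cocaine-responsive genes had a mean slope -0.17, adjusted p = 1.86e-06, and adjusted p = 0.0391 with an estimated correlation. Adjusted over the list alone, 5 of them fell and none rose, and none passed over all probe sets. The dynorphin precursor Pdyn fell by 0.44 per copy (standard error 0.10), the neuropeptide Npy by 0.25 (standard error 0.061), the transcription factor Fosb by 0.27 and the synaptic scaffold Homer1 by 0.31. The 32 activity-regulated immediate early genes had a mean slope -0.16, adjusted p = 8.99e-06, and adjusted p = 0.291 with an estimated correlation. Of these, 6 fell over the list alone, including Nptx2, which clusters glutamate receptors, by 0.41, Fosl2 by 0.33 and the activin subunit Inhba by 0.50. The 15 striatal projection neuron markers had a mean slope -0.35, adjusted p = 1.16e-09, and adjusted p = 0.291 with an estimated correlation, all 15 with a slope below 0. Over the list alone 3 fell, Pdyn, the receptor Gpr6 by 0.52 and the substance P precursor Tac1 by 0.41, and the dopamine receptor Drd1 had a slope of -0.46 (standard error 0.18). The 18 genes of dopamine signalling had a mean slope -0.13, adjusted p = 5.21e-04, and adjusted p = 0.291 with an estimated correlation, and over the list alone Pdyn and Tac1 fell and Ddc rose. At an unadjusted p under 0.05, 8 CREB1 and cocaine-responsive genes, 9 activity-regulated genes, 12 striatal markers and 9 dopamine genes fell.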

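The 22 genes of GABAergic synapses and interneurons in the striatum had a mean slope of 0.022 and a test direction of down (adjusted p = 0.603), and Npas4, which regulates inhibitory synapses, a slope of -0.25 (standard error 0.30, adjusted p = 0.846). Creb1 had a slope of -0.038 (standard error 0.045, adjusted p = 0.845). The 17 MAPK/ERK feedback genes, which respond to EGF and other growth factors, had a mean slope -0.076, adjusted p = 0.0126, and adjusted p = 0.291 with an estimated correlation, with slopes of -0.25 (standard error 0.090) for Etv5 and -0.27 (standard error 0.12) for Egr1. Microglia markers had a mean slope -0.060, adjusted p = 0.0103, and adjusted p = 0.291 with an estimated correlation, with -0.17 (standard error 0.055) for the complement gene C1qb and -0.14 (standard error 0.052) for Cd68. Heat shock and unfolded protein response genes had a mean slope -0.060, adjusted p = 0.0261, and adjusted p = 0.291 with an estimated correlation. No member of these 3 lists passed over the list alone in limma, and 3 feedback genes, 2 microglia markers and 2 heat shock genes fell at an unadjusted p under 0.05. On the arrays of Dup/+ 21 and 47 the mean of the striatal neuron markers was 8.74 and 9.26, against 9.98 to 10.49 on the others. Without both arrays the CREB1 list (adjusted p = 1.16e-05), the activity-regulated list (1.04e-08), the heat shock list (0.00138) and the MAPK/ERK feedback list (0.00389) still fell in camera. The striatal markers (0.266), dopamine signalling (0.320) and microglia markers (0.219) no longer passed. In the exact permutation test of list means over the remaining mice, none of the lists that still fell passed. Their adjusted p there was 0.279 for CREB1, 0.314 for activity-regulated, 0.292 for heat shock and 0.279 for MAPK/ERK feedback genes. Single arrays ended the calls of MAPK/ERK feedback (without Dup/+ 19 0.0874, Del/+ 7 0.147), heat shock (without Dup/+ 19 0.139, Del/+ 23 0.141, Del/+ 7 0.137) and microglia (without Dup/+ 21 0.0711), and the plate as a block ended that of heat shock (0.0512).

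**Figure D5:**
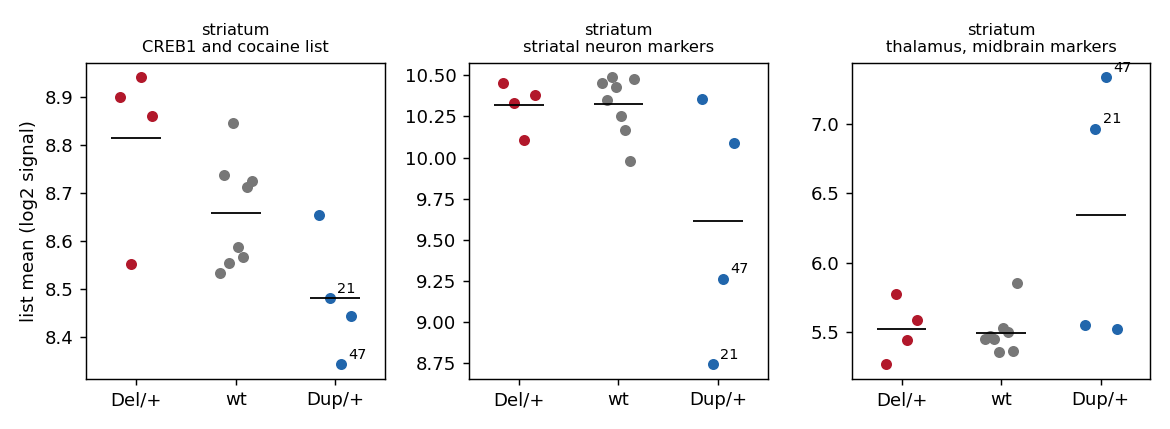
Mean log2 signal of the members of 3 lists (vertical axis) on each striatum array by genotype, with lines at the group means and the arrays of Dup/+ 21 and 47 named. These arrays lie at 8.74 and 9.26 for striatal projection neuron markers.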

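In the liver, genes that make fatty acids and triglycerides and genes of adipogenesis rose with copy number. The 13 measured genes of fatty acid and triglyceride synthesis all had slopes above 0, with a mean slope 0.31, adjusted p = 1.15e-09, and adjusted p = 0.134 with an estimated correlation. Adjusted over the list alone, 6 of them rose. Me1, which supplies NADPH for lipid synthesis, rose by 0.42 per copy (standard error 0.089), Acaca, the enzyme of the committed step of fatty acid synthesis, by 0.34 (standard error 0.096) and Pnpla3, a lipase of lipid droplets, by 0.65. The 23 genes of adipogenesis and PPARG targets had a mean slope 0.21, adjusted p = 4.08e-05, and adjusted p = 0.108 with an estimated correlation. Mogat1, which makes diacylglycerol, was the 1 member that rose over the list alone, by 0.62 (standard error 0.13). Cidec and Cidea, proteins of lipid droplets, had slopes of 0.91 (standard error 0.29) and 0.86 (standard error 0.27), and the fatty acid carrier Cd36 one of 0.52 (standard error 0.20). Pparg itself had a slope of 0.31 (standard error 0.15, adjusted p = 0.711). The 8 adipocyte markers had a mean slope 0.21, adjusted p = 0.0125, and adjusted p = 0.134 with an estimated correlation, which did not hold without Del/+ 28 (adjusted p = 0.101) or without the filter (0.0577). No member of these lists passed in limma over all probe sets, and 6 fatty acid genes, 6 adipogenesis genes and 2 adipocyte markers rose at an unadjusted p under 0.05. The list mean of the fatty acid genes differed between genotypes by the exact permutation test (two-sided, p = 0.0182, adjusted over the lists of the liver p = 0.0868), and its slope within the plates was 0.39, 0.26 and 0.29, that of the adipogenesis genes 0.24, 0.27 and 0.13. Of 447 Reactome gene sets, 37 rose at 25% FDR in fgsea, 19 without Del/+ 26 and 23 without Del/+ 28.

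**Figure D6:**
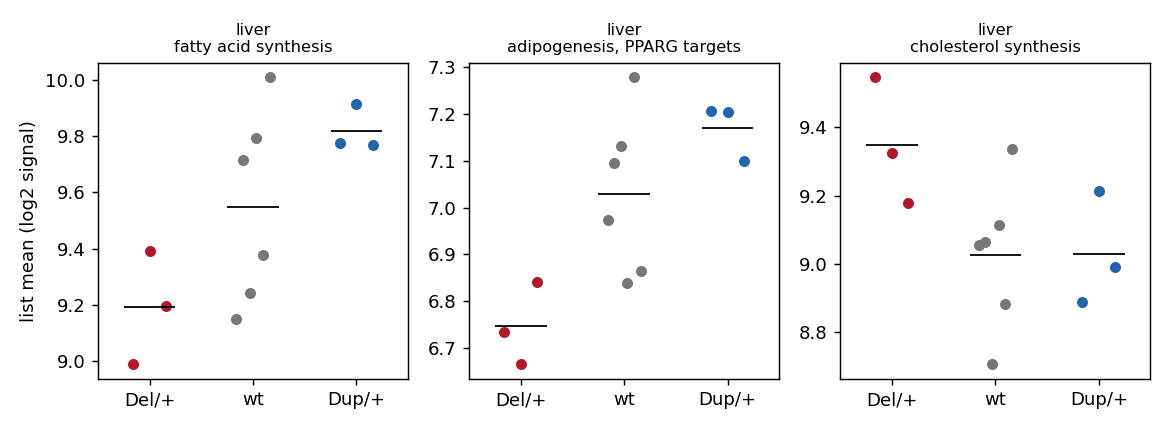
Mean log2 signal of the members of 3 lists (vertical axis) on each liver array by genotype, with lines at the group means. The mean of the fatty acid genes rises by 0.63 from Del/+ to Dup/+.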

In the liver, a total of 163 gene sets were dose-dependently upregulated, including genes involved in adipogenesis [41, 42] and targets of PPARg [43]. 

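Genes of cholesterol biosynthesis fell with copy number in the liver, being highest in Del/+ mice. The 17 measured genes had a mean slope -0.16, adjusted p = 1.67e-04, and adjusted p = 0.356 with an estimated correlation, and 14 of them had a slope below 0. Srebf2, the transcription factor that drives the pathway, had a slope of -0.28 (standard error 0.099), mevalonate kinase, Mvk, one of -0.37 (standard error 0.14), and the late enzymes Msmo1 and Dhcr7 slopes of -0.28 (standard error 0.11) and -0.23 (standard error 0.093). No member passed in limma over all probe sets or adjusted over the list alone, and 5 fell at an unadjusted p under 0.05. The slope of the list mean was -0.33, -0.055 and -0.093 within the 3 plates. Klf10, a zinc finger transcription factor that acts in sugar and lipid metabolism, had a slope of 0.71 (standard error 0.24, adjusted p = 0.571). The genes of glycolysis and gluconeogenesis rose as a list, with a mean slope 0.22, adjusted p = 0.00106, and adjusted p = 0.215 with an estimated correlation, and slopes of 0.40 (standard error 0.14) for the pyruvate kinase gene Pklr and 0.28 (standard error 0.11) for the glucose carrier Slc2a2. Of its 11 members none passed over the list alone in limma and 5 rose at an unadjusted p under 0.05. Of 447 Reactome gene sets, 45 fell at 25% FDR in fgsea, among them Cholesterol biosynthesis (normalized enrichment score -2.04, adjusted p = 0.0802) and Translation (-1.68, adjusted p = 0.0802). The count was 9 without Del/+ 11, 20 without Del/+ 26 and 29 without Del/+ 28, and no set was called by camera with an estimated correlation.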

Six gene sets were dose-dependently downregulated, including genes involved in the cholesterol biosynthesis and genes involved in lipid and carbohydrate metabolism regulated by HNF1a [44] or by Klf10 [45]. Fourteen pathways were found to be misregulated in different tissue types, including 12 pathways deregulated in the striatum and the liver and two pathways deregulated in common between the hippocampus and the striatum (Fig 6F).

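The Reactome gene set Transmembrane transport of small molecules rose with copy number at 25% FDR in fgsea in both the striatum and the liver, with a normalized enrichment score of 1.83 in the striatum (adjusted p = 2.32e-04) and 1.28 in the liver (adjusted p = 0.207). The hippocampus shared no set with another tissue, having none that passed in fgsea (smallest adjusted p = 0.719), and neither did the cerebellum (smallest adjusted p = 0.822).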

## Discussion

To achieve improved phenotypic resolution of 16p11.2 BP4-BP5 rearrangement syndromes, we engineered and characterized novel mouse models carrying a deletion and/or duplication of the *Sult1a1-Spn* region and evaluated the genetic background effect on phenotype. Compared with mouse models described previously [21, 22] and as shown in Fig 1, our mouse models carry accurate rearrangements corresponding to the 16p11.2 BP4-BP5 syntenic region and do not show hearing deficits. We carried out a comprehensive battery of tests with these mouse models and unravelled the impact of genetic rearrangements on several functions affected in human patients, including cognition, repetitive behaviors, synaptic function, skull volume, and metabolism without a major impact of the genetic background. Compared to previous studies, we addressed new behavioral and metabolic paradigms, and highlighted the occurrence of alterations with opposite directions associated with the deletion or the duplication of the 16p11.2 syntenic region. Most of them were restored to normal levels in the pseudo-disomic mice carrying the deletion and the duplication (Del/Dup, Fig 2).

The *Del/+* and *Dup/+* animals were first generated separately on an inbred C57BL/6N genetic background. Independent cohorts of animals were subjected to two complementary behavioral pipelines to evaluate a range of parameters that can be related to human neuropsychiatric disorders. The *Del/+* mice displayed hyperactivity and recognition memory deficits, whereas the *Dup/+* mice displayed reciprocal phenotypes. Interestingly, *Del/+* mice also showed stereotypic behaviors (jumping and excessive climbing) commonly found in mouse models for autism [46]. No phenotypes related to schizophrenia, depression, or epilepsy were detected in our mouse models; mutant and control littermates showed similar capacities in the prepulse inhibition, sucrose preference, and pentylenetetrazol sensitivity tests (S2 and S6 Tables). We generated an "all-mutant" cohort by crossing *Del/+* with *Dup/+* animals to compare the *Del/+* and *Dup/+* mutant mice with a single group of wt animals and also to characterize the *Del/Dup* animals carrying two copies of the *Sult1a1-Spn* region on a single chromosome. Using this cohort, we confirmed the phenotypes for activity and recognition memory observed previously in the two groups of mutant mice bred separately (Fig 2, S4 and S5 Tables). Motor coordination and grip strength phenotypes were observed in both *Del/+* and *Dup/+* animals. During the evaluation of *in situ* TA isometric contraction in response to nerve stimulation, similar muscle force was measured between wt and mutant mice with (S8C–S8E Fig). In addition, we observed normal fiber size and normal succinate dehydrogenase (SDH) activities in TA muscle (S8F Fig) suggesting that these grip strength phenotypes in both genotypes were not due to severe muscular dysfunction. The ambiguity of *Del/+* results with improvement trends in the rotarod test and obvious deficits in the notched bar test suggested an important bias related to activity alterations of mutant mice.

We were particularly interested in altered learning and memory observed in mutant mice, which can be linked to intellectual disability and memory impairment found in humans carrying 16p11.2 BP4-BP5 CNVs [7, 9]. Thus, we performed the novel object recognition task using two retention delays: 30 min and 3 h. With the shorter delay, the *Del/+* mice showed deficits in recognition memory. With the longer delay, similar to the results in two separate mutant cohorts, the *Del/+* mice and the *Dup/+* mice displayed deficits and improvements, respectively, of novel object discrimination. Notably, the *Del/Dup* animals had similar phenotypes as the *Dup/+* animals and showed recognition memory improvements in comparison with wt mice. This result suggested that the *Dup/+* memory improvement phenotype might be linked to DNA structure changes associated with the duplication of the *Sult1a1-Spn* region. Except for this assay, the *Del/Dup* compound mutants did not display changes in any of the other phenotypes compared to the controls.

Among the series of synaptic transmission parameters measured in acutely prepared hippocampal slices, LTP was the only parameter to be statistically lower in *Dup/+* mice (Fig 4). We did not observe trends for opposite phenotypes in slices from *Dup/+* and *Del/+*. Moreover, LTP in *Del/+* mice was also nominally lower than in wt animals. Similarly, amplitudes of fEPSPs obtained in response to strong stimuli in slices from both *Del/+* and *Dup/+* mice were nominally lower than in slices from wt animals. The lack of statistically significant alterations in the input-output relationship and paired-pulse facilitation in the three lines of mutant mice suggested that despite the observation that several genes were affected by the 16p11.2 copy-number variations, basal synaptic transmission and short-term synaptic plasticity in a conventional hippocampal synapse were resistant to these changes. Of note, a similar lack of these phenotypes was noted recently in 16p11.2 *Del/+* mice by Tian et al. (2015) [47]. Our electrophysiological data were obtained on a modest number of animals and larger cohorts will be required to confirm our observations, particularly with respect to enhanced hippocampal LTP phenotype in *Dup/+* mice. At the same time, it is conceivable that behavioral and cognitive alterations in mice with 16p11.2 CNVs may be accounted for by changes in brain circuits other than the hippocampus. For instance, changes in dopaminergic signaling and striatal electrophysiology may underlie the lack of habituation observed in reaction to novel objects [22].

Differing from previous studies, we examined the influence of genetic background on the observed phenotypes. In addition to the characterization of inbred mouse models on a C57BL6/N genetic background, we generated and characterized *Del/+* and *Dup/+* animals on a F1 C57BL/6N×C3B hybrid genetic background. The presence of one copy of C3B alleles did not alter the main phenotypes observed in the 16p11.2 CNV models generated in the study (Figs 2 and 3). The nocturnal and diurnal hyperactivity, object recognition defect and repetitive behaviors of *Del/+* mouse models have been observed in both the C57BL/6N and C57BL/6N ×C3B genetic backgrounds and across different laboratories (Fig 7). Those phenotypes are highly reproducible, as they have been observed at least in two independent research centers. We propose that they represent robust and consistent core phenotypes of the 16p11.2 deletion mouse models. The higher and lower levels of climbing activity in the *Del/+* and *Dup/+* mice respectively were found on both inbred and hybrid genetic backgrounds. Horev *et al*. found similar climbing phenotypes in their *Del/+* and *Dup/+* models that were maintained on a C57BL/6N×129Sv hybrid background [21] (Fig 7). Notably, 24% of children with the 16p11.2 BP4-BP5 deletion had a diagnosis of ASD with some level of restricted and repetitive behavior reported [7]; such phenotypes were also observed in the *Del/+* mouse models. Some individuals carrying 16p11.2 CNVs present with attention-deficit/hyperactivity disorder [7, 11] and bipolar disorders [48, 49], which support a relation between 16p11.2 copy number and the regulation of activity and attention. The use of a C57BL/6N×C3B hybrid genetic background increased considerably memory capacities of wt animals. Similar to what we observed for the inbred genetic background, we found recognition memory deficits for *Del/+* mice and improvements for *Dup/+* mice on the hybrid background in the new object recognition task with 3 hours of retention delay. Since the use of the hybrid background reduces the activity phenotypes of *Del/+* and *Dup/+* mice, these results indicated that the recognition memory phenotypes seen on an inbred background were not due to an activity alteration, but rather, were the consequence of a diminished interest for the objects. In addition, *Dup/+* mice also displayed enhanced working memory performance in the Y-maze alternation task (S7 Table), suggesting that duplication of the *Sult1a1-Spn* region impacts primarily short-term memory processes. Portmann *et al*. performed the same recognition memory experiment with a retention delay of 1 hour. The authors also found an important deficit in their *Del/+* model maintained on a N5-7 C57BL/6N×129P2 hybrid genetic background [22] (Fig 7). Taken together, these experiments performed by independent research groups confirm the robustness of the activity and recognition memory phenotypes of the 16p11.2 CNV mouse models. Moreover, a recent study looking at the neuropsychological profile of 16p11.2 BP4-BP5 CNVs carriers shows that duplication carriers outperform intrafamilial controls on a verbal memory task, with the same IQ level [50]. This observation correlates with the higher performance of the mouse duplication carrier in the object recognition paradigm.

**Fig 7:**
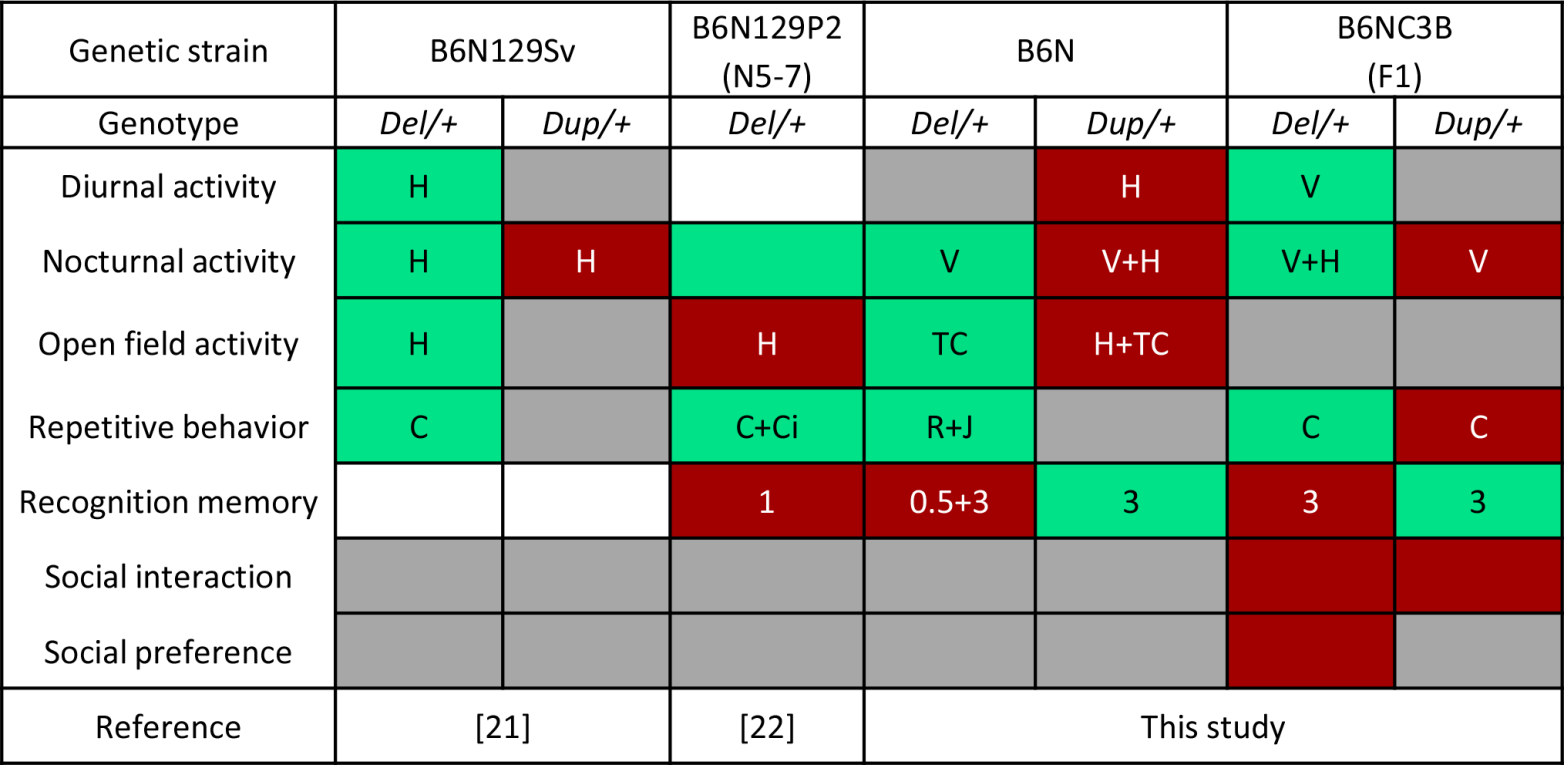
Behavioral map of phenotypes observed in mice carrying deletions and duplications of *Slx1b-Sept1* [21], *Coro1a-Spn* [22] and *Sult1a1-Spn* (this study) genetic intervals on hybrid and inbred genetic backgrounds. Common phenotypes were found for circadian locomotor activity and repetitive behaviors in the 3 mouse models on different genetic background. Recognition memory was not investigated for the *Slx1b-Sept1* models. Mice carrying the *Coro1a-Spn* deletion displayed an impairment of the object recognition memory (1 h retention delay) similar to *Sult1a1-Spn Del/+* mice that exhibited deficits with 30 min and 3 h retention delays. Changes in open field locomotor activity levels of the *Del/+* mice were inconsistent between the different studies. In the present study, mice carrying rearrangements for the *Sult1a1-Spn* region bred on a hybrid genetic background displayed lower levels of social interaction and mice carrying the deletion also showed an absence of social preference for the new individual in the three-chamber sociability test. Phenotype with a significant higher, or respectively lower, level in mutant compared to wt are indicated in green, or in red. When no difference in mutant and wt has been observed, the result is indicated with a grey cell while it is shown with a white box when the phenotype was not investigated. C: Climbing; Ci: Circling; H: Horizontal activity; J: Jumping; R: Rearing; TC: Time in Center; V: Vertical activity; Retention delays 0.5: 30 min; 1: 1h; 3: 3h

Comparison of the phenotypes induced by the 16p11.2 deletion on inbred C57BL/6N and hybrid C57BL/6N×C3B genetic backgrounds revealed striking differences. The embryonic lethality observed in the transmission of the deleted chromosome was completely abolished in the F1 cross (Table 1). The body weight of deletion carrier neonates at birth was normal in the hybrid background (S1C Fig) but the retarded growth was still observed later with a reduced body weight of adult *Del/+* animals observed in both backgrounds (S1D Fig). The loss of the neonatal lethality in the C57BL/6N×C3B *Del/+* mice has already been observed in other studies [51]. We compared the polymorphisms in the *Sult1a1-Spn* region between several mouse strains but we did not find significant differences, suggesting a possible contribution of a recessive allele located in *trans* outside of the 16p11.2 homologous region. An attenuation of the horizontal exploration activity was also observed in the F1 genetic background with the loss of phenotypes in the open field observed in animals with the inbred background (S4A and S4B Fig). In the C57BL/6N×C3B hybrid genetic background, the level of social behavior of wt animals was significantly increased, which allowed us to observe an obvious diminution of social interaction in both *Del/+* and the *Dup/+* mice (S4D Fig). As such, the C57BL/6N genetic background is less permissive to allow the detection of social interaction phenotypes. To confirm that the mutant animals did not present any olfactory deficits, we performed social odor and non-social odor tests and we found no difference between wt and mutant animals (S6C and S6D Fig). Social interaction deficits found in *Del/+* and *Dup/+* can be considered as a read-out for the autistic traits found in humans carrying deletions or duplications of the 16p11.2 BP4-BP5 region [3, 5]. The reduction in social interaction observed for mutant mice on the C57BL/6N×C3B is the first phenotype following the same direction for both *Del/+* and *Dup/+* animals. The presence of this phenotype on the C57BL/6N×C3B hybrid background but not on the C57BL/6N inbred background nor on the C57BL/6N×129Sv or C57BL/6N×P2 hybrid genetic backgrounds reported by Horev *et al*. and Portmann *et al*. respectively [21, 22], suggests that the influence of the genetic background is contributory to the manifestation of social behavior deficits induced by 16p11.2 CNV. Therefore, the genetic background has to be taken into account for the design of the *in vivo* modeling of other neuropsychiatric disorders [52, 53].

Because individuals carrying rearrangements at the 16p11.2 BP4-BP5 locus display extreme BMI alterations (lean or obese), we evaluated the influence of *Sult1a1-Spn* copy number on the weight and metabolism in our mutant animals. On an inbred genetic background, we observed a significant reduction of body weight, size and adipogenesis in the *Del/+* animals under a standard diet, which is consistent with previous studies [21, 22]. During the high-fat diet challenge, the *Del/+* metabolic phenotypes were similar to the normal diet, and we also observed opposite phenotypes in the *Dup/+* mice, including an increase in body weight and adipogenesis (Fig 5). Moreover, analysis of glucose clearance and endocrinological parameters revealed alterations of metabolism in the *Del/+* and *Dup/+* mice. Interestingly, on a C57BL/6N×C3B hybrid background, we observed similar phenotypes under standard (S7 Fig) and high-fat diets (S9 Table). The opposite effects of *Del/+* and *Dup/+* animals on body weight and adipogenesis are independent of the diet and of the genetic background, which suggests that rearrangements of the 16p11.2 homologous region induce robust metabolic alterations. Strikingly, our data indicated that weight and adiposity phenotypes are opposite between humans and mice carrying the 16p11.2 BP4-BP5 rearrangements. In humans, the 16p11.2 BP4-BP5 deletion is associated with obesity and hyperphagia [17], whereas reciprocal duplication is associated with lower weight and restrictive eating behavior [1]. More recently, data collected from young individuals with 16p11.2 deletion report that satiety response is altered before the onset of obesity [54], and should be a strong contributor to the energy imbalance in 16p11.2 CNVs in human. In comparison with their wt littermates, *Del/+* and *Dup/+* mice displayed normal food and water consumption (S2 Fig). No deregulation of the *Sh2b1* gene, a candidate located upstream of the BP4-BP5 region, was found in the liver, the cerebellum, the striatum or the hippocampus of the *Del/+* and *Dup/+* animals. In addition, we did not find any significant expression level changes for the genes located around the *Sult1a1-Spn* rearranged region. Similarly, both *Del/+* and *Dup/+* mouse models show skull shape alterations, however, microcephaly is observed in the *Del/+* mice (S8 Fig), in contrast to humans carrying the 16p11.2 deletion, who display macrocephaly. 

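Sh2b1, an adaptor of leptin and insulin receptor signalling, lies on chromosome 7, 126466993 to 126476650 of GRCm38. In the liver its log2 signal was 6.64 ± 0.30 in Del/+, 6.70 ± 0.20 in wt and 6.73 ± 0.32 in Dup/+ mice (SD, n = 3, 6 and 3), a slope per copy of 0.045 (standard error 0.10, adjusted p = 0.960). In brain its probe set was not kept by the filter, and its slopes were -0.027 in the hippocampus (unadjusted p = 0.590), -0.024 in the striatum (unadjusted p = 0.656) and 0.050 in the cerebellum (unadjusted p = 0.349).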

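Of 46 genes listed on both sides of the region, 17 were tested in each brain region and 28 in the liver, and none passed at 5% FDR in limma, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05 there were 0 in the hippocampus, 2 in the striatum, 1 in the cerebellum and 1 in the liver. The cerebellum gene was Dctpp1, which degrades nucleotides (slope -0.17, unadjusted p = 0.0295), and the liver gene the cytokine Il27 (slope -0.21, unadjusted p = 0.0344). In the striatum they were Nupr1, a stress-induced chromatin protein, with a slope of 0.15 (unadjusted p = 0.0178), and Ctf1, a cytokine of the interleukin-6 family, with 0.18 (unadjusted p = 0.0380). The slopes ran from -0.21 to 0.058 in the hippocampus, -0.097 to 0.18 in the striatum, -0.17 to 0.12 in the cerebellum and -0.21 to 0.55 in the liver. The smallest adjusted p over the list alone was 0.874, 0.302, 0.501 and 0.651 in that order.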

Looking at the 16p11.2 regions in the human and the mouse genomes, several changes occurred during primate evolution with the duplication of the low copy repeat region where the breakpoints take place and the general organization of the neighboring regions which differs from mouse (https://genome.ucsc.edu/). Such local changes may influence the outcome of the deletion and the duplication of the 16p11.2 region in the two organisms.

The opposite phenotypes described in this study suggest the implication of dosage-sensitive gene(s) within and/or outside the BP4-BP5 region that could influence mouse activity, recognition memory and metabolism. To test this possibility, we analysed transcriptome profiles of *Del/+*, *Dup/+* and wt animals in three brain regions and the liver. Overall, we found that the majority of genes within the *Sult1a1-Spn* region were sensitive to gene dosage. 

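Each genotype was also set against wt in the hippocampus. In Del/+ mice, 19 region probe sets and 2 probe sets outside the region, among them A930024E05Rik, passed at 5% FDR in limma. In Dup/+ mice, 10 region probe sets passed and none outside. The genes outside the region that came next to passing over all mice were Rftn2, with a slope of -0.29 (standard error 0.057, adjusted p = 0.0653), and the zinc finger gene Zkscan16, with 0.19 (standard error 0.039, adjusted p = 0.0798). Asphd1 and Sez6l2 in the region had slopes of 0.76 (standard error 0.065, adjusted p = 3.36e-06) and 0.58 (standard error 0.040, adjusted p = 5.13e-07).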

Rearrangements of *Sult1a1-Spn* region had a low impact on the whole genome transcriptome in the hippocampus, suggesting that dosage-sensitive genes leading to opposite phenotypes may be located in the 16p11.2 syntenic region. Principal component analysis suggested further that the effect of the deletion on the expression of the genes in the *Sult1a1-Spn* interval was stronger, as reported previously [21]. This result may indicate why behavioral, anatomic, and metabolic phenotypes are stronger in *Del/+* animals compared to the opposite phenotypes of the *Dup/+* mice. Our GSEA analysis revealed that the genes found “upregulated in the *nucleus accumbens* after cocaine treatment” were also upregulated in the striatum of *Del/+* mice, whereas they were downregulated in the striatum of *Dup/+* mice. These results thus indicated an alteration in the reward system, which could contribute to the behavioral phenotypes observed in our study. 

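The mean log2 signal of the 23 CREB1 and cocaine-responsive genes in the striatum was 8.81 ± 0.18 (SD, n = 4) in Del/+, 8.66 ± 0.11 (n = 8) in wt and 8.48 ± 0.13 (n = 4) in Dup/+ mice. Pdyn had a signal of 8.42 ± 0.28 in Del/+, 8.25 ± 0.15 in wt and 7.54 ± 0.45 in Dup/+ mice, and Npy one of 10.41 ± 0.13 in Del/+, 10.26 ± 0.097 in wt and 9.90 ± 0.25 in Dup/+ mice. Pdyn is also a striatal projection neuron marker, and the Dup/+ group holds the arrays of mice 21 and 47, which stood apart in those markers. Of the 23 genes, 20 had a slope below 0. The slope of the list mean had an exact permutation p of 0.00293 (two-sided), or 0.0516 adjusted over the lists of the striatum, and was -0.050, -0.23 and -0.24 within the 3 plates. Without Dup/+ 21 and 47 its exact permutation p was 0.0289 (0.279 adjusted). The mean of the activity-regulated genes had an exact permutation p of 0.102 (two-sided, 0.226 adjusted) and slopes of -0.026, -0.082 and -0.35 within the plates.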

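In fgsea, 5 Reactome gene sets fell with copy number at 25% FDR in the striatum, and in the hippocampus and the cerebellum none passed in either direction. They include Amine ligand-binding receptors, the receptors of dopamine, serotonin and related transmitters (normalized enrichment score -1.82, adjusted p = 0.201), and Gene Expression (-1.35, adjusted p = 0.205). At an unadjusted p under 0.05, 28 sets rose and 23 fell in the striatum. The falling count was 21 without Del/+ 11, 17 without Del/+ 7, 24 without Del/+ 28, 45 without Dup/+ 47, 35 without Dup/+ 54 and 58 without both Dup/+ 21 and 47. Without the filter on signal and variance, 52 sets rose and 91 fell in the striatum, and 21 rose and 14 fell in the cerebellum. The slopes of single genes were compared between brain regions in limma. Igfbp5 was the 1 gene whose slope differed, between the striatum and the cerebellum (difference 0.56, adjusted p = 0.00275), and no gene differed between the striatum and the hippocampus at 5% FDR (1333 at an unadjusted p under 0.05). Without the striatum array of Del/+ 23, 3 genes differed between the striatum and the cerebellum.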

A large number of pathways were found altered in the striatum compared to other brain regions, suggesting a major impact of the 16p11.2 genetic dosage on the striatum that could explain repetitive behaviors and cognition defects observed in the 16p11.2 mutant mice. In addition, the analysis pinpointed a misregulation of genes involved in adipogenesis and obesity [55, 56] and contributing to the Reactome cholesterol biosynthesis in the liver of the *Del/+* and *Dup/+* mice which could explain the weight phenotypes observed in the mutant animals. 

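Reactome gene sets of lipid metabolism moved in both directions with copy number in the liver. Triglyceride Biosynthesis rose with a normalized enrichment score of 1.93, and Fatty acid, triacylglycerol, and ketone body metabolism with 1.93 (adjusted p = 0.0802 for both in fgsea). Circadian Clock also rose (1.56, adjusted p = 0.234). None of these sets was called by camera with an estimated correlation. The 15 PPARA targets of peroxisomes and fatty acid oxidation rose as a list, with a mean slope 0.099, adjusted p = 0.00534, and adjusted p = 0.387 with an estimated correlation, and slopes of 0.24 (standard error 0.089) for the thiolase Acaa1b and 0.29 (standard error 0.12) for Ppara. None of these passed over the list alone, 3 rose at an unadjusted p under 0.05, and the call ended without Del/+ 26 (adjusted p = 0.241).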

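The list of liver genes that depend on hepatocyte nuclear factor had 7 measured members in the liver, with a mean slope of -0.042 and a test direction of up (adjusted p = 0.425 in camera). Its members went both ways, as Igfbp1, which binds insulin-like growth factors, fell (slope -1.11, standard error 0.32, adjusted p = 0.0259) and Pklr rose by 0.40 (adjusted p = 0.0437), both adjusted over the list alone in limma. None passed at 5% FDR over all probe sets, and 2 rose and 1 fell at an unadjusted p under 0.05.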

We also found that the genes “down-regulated in liver tissue upon knockout of *Hnf1alpha”* were upregulated in the liver of *Del/+* mice, whereas they were downregulated in the liver of *Dup/+* mice. HNF1A is known to regulate numerous hepatic genes and heterozygous *HNF1A* mutations cause pancreatic-islet beta-cell dysfunction and monogenic diabetes [57, 58]. *Hnf1a* deficiency in mice leads to highly-specific changes in the expression of genes involved in key functions of both islets and liver [44, 59]. In humans HNF1A deficiency is the genetic cause Maturity-Onset Diabetes of the Young type 3 (MODY3). Such changes in the *Hnf1a-*dependent pathway most likely contribute to the metabolic phenotypes found in *Del/+* and *Dup/+* animals. Interestingly, differences exist in MODY3 humans versus mouse models; in the mouse, ablation of two *Hnf1a* alleles are required to induce a phenotype whereas only one copy of *HNF1A* is affected in human cases. These differences might explain the differences observed in the obesity phenotypes found in mouse compared to human.

Together, our results demonstrated that pathways mediating intellectual disability in carriers of the 16p11.2 deletion or duplication might be linked directly to altered expression of genes encompassed within the 16p11.2 BP4-BP5 region. This region contains several candidate genes for intellectual disability and neuropsychiatric disorders including *DOC2A*, *KCTD13*, *SEZ6L2*, and *TAOK2*. *DOC2A* (Double C2-like domains Alpha) encodes a synaptic vesicle-associated Ca^2+^ -binding protein. Mouse studies revealed that Doc2α interacts with Munc13, and is implicated in Ca^2+^-dependent neurotransmitter release [60]. *Doc2α* mutant mice show impairment in long-term potentiation and passive avoidance tasks, pinpointing a potential contribution of Doc2α to memory formation [61]. *KCTD13* (Potassium Channel Tetramerization Domain containing 13) encodes PDIP1 (polymerase delta-interacting protein 1) which interacts with the proliferating cell nuclear antigen and therefore might have a role in the regulation of cell cycle during neurogenesis [62]. A study in zebrafish models revealed that overexpression of the human *KCTD13* transcript in embryos induces microcephaly, whereas knockdown of endogenous *kctd13* by morpholino antisense oligonucleotides leads to macrocephaly, recapitulating the mirrored phenotype (i.e. head circumference) seen in 16p11.2 humans [63]. *SEZ6L2* (Seizure related 6 homolog (mouse)-Like 2) encodes a cell surface protein that has a strong homology with SRPX2 (Sushi-repeat-containing protein, X-linked), mutations in which cause epilepsy and language disorders [64]. In addition, association between a *SEZ6L2* coding variant and ASD was suggested but is still controversial [65]. *TAOK2* (Thousand-And-One-amino acid Kinase 2) encodes a serine/threonine kinase that activates mitogen-activated protein kinase (MAPK) pathways to regulate gene transcription. TAOK2 interacts with semaphorin 3A receptor neuropilin 1, which regulates basal dendrite arborization. Recently, TAOK2 has been shown to play a role in basal dendrite formation in mouse cortical neurons [66]. Taken together these data suggest a possible contribution of these genes in the recognition memory and activity phenotypes observed in *Del/+* and *Dup/+* mouse models. To test this possibility, *Dup/+* mice crossed with each of the heterozygous knockout mouse models for each of these candidate genes would help to determine whether the restoration of a normal copy number rescues the recognition memory and hypoactivity of *Dup/+* mouse model. Although elegant and definitive, this approach is not time and cost-efficient.

While most of the defects were stable and robust in our conditions or in other studies [21, 22], the 16p11.2 CNV affects the transcriptional profile of multiple pathways (a total of 246 and 169 misregulated in the striatum and in the liver, respectively; S10 Table) supporting the hypothesis of a broader genome wide transcriptional effect of the 16p11.2 gene dosage imbalance. 

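When the genes of the region were left out of the ranking, 24 Reactome gene sets rose and 19 fell with copy number in the striatum and 39 rose and 47 fell in the liver at 25% FDR in fgsea. With a preset correlation in cameraPR, 16 rose and 11 fell in the striatum and 6 rose and 1 fell in the liver. From the number of altered pathways in the striatum and the liver, the paper proposes that the gene dosage imbalance acts on transcription across the genome.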

Our study highlights the benefit of combining inbred and hybrid genetic background studies in mouse models of human syndromes, particularly when cases show symptoms of incomplete penetrance. In fact, the C57BL/6N background potentiates the activity and weight phenotypes of *Del/+* and *Dup/+* mice whereas the mixed C57BL/6N and C3B backgrounds reveals recognition memory phenotypes and social interaction deficits. We showed for the first time social interaction deficits of *Del/+* and *Dup/+* mice on a C57BL/6N×C3B hybrid background, which is notable due to the observation that 16p11.2 BP4-BP5 rearrangements are one the most common CNVs found in individuals with autism [3–7]. These novel mouse models for the 16p11.2 CNV will thus facilitate the identification of candidate genes responsible for memory and activity symptoms observed in 16p11.2 CNV carriers and could eventually be utilized to test small molecules of therapeutic benefit.

## Methods

### Mouse lines, genotyping and ethics statement

16p11.2Yah mouse models were generated through Cre-LoxP *in vivo* recombination using a mouse line carrying two loxP sites inserted upstream of *Sult1a1* and downstream from *Spn* genes in a *trans* configuration. Deletion of the *Sult1a1–Spn* region, Del(7*Sult1a1-Spn*)6Yah, referred as *Del/+*, was identified by PCR using primers Fwd1 (5’-CCTGTGTGTATTCTCAGCCTCAGGATG-3’) and Rev2 (5’-GGACACACAGGAGAGCTATCCAGGTC-3’). Duplication of the same region, Dp(7*Sult1a1-Spn*)7Yah (here *Dup/+*) was identified using primers Fwd2 (5’-ACTGCAGCCCGTCACCTAACTTCTT-3’) and Rev1 (5’-GGACACACAGGAGAGCTATCCAGGTC-3’). The wt allele was identified using Fwd1 and Rev1 primers. The PCR reactions gave deletion, duplication and wt products of 500 bp, 461 bp and 330 bp, respectively (Fig 1C). All mice were genotyped by PCR using the following program: 95°C /5 min; 35× (95°C/30 s, 65°C/30 s, 70°C/1 min), 70°C/5 min. All mouse experimental procedures were approved by the local ethics committee, Com’Eth (n°17) under the accreditation number 2012–069. YH was the principal investigator of this study (accreditation 67–369). The mouse lines are available through the INFRAFRONTIER/European Mouse Mutant Archive (EM:06133 and EM:06134).

### Viability tests

Viability tests were performed to study causes of *Del/+* lethality and to evaluate the weight of animals at birth. Fetuses were collected at embryonic day 18.5 (E18.5) to monitor their capacity to survive at birth. The fetuses were weighed, placed on a warm plate at 37°C and rolled gently to stimulate them to breathe. At 30 min after extraction, the numbers of breathing animals versus cyanotic and lethargic animals were counted. Tail samples were collected for genotyping. We isolated 37 wt and 32 *Del/+* fetuses on the C57BL/6N background from 7 pregnant wt females mated to *Del/+* males. 24 wt and 30 *Del/+* fetuses on the C57BL/6NxC3B background were isolated from 7 pregnant wt C3B females mated to *Del/+* C57BL/6N males. Finally, we also studied 24 wt and 27 *Dup/+* fetuses isolated from 6 pregnant wt females crossed to *Dup/+* males.

### Behavioral analysis

#### Experimental design

Behavioral studies were conducted between 12 and 20 weeks of age. This age range was chosen because of: 1) a goal of modeling the phenotypes found in young humans with the 16p11.2 CNV; 2) to avoid hyperactivity-like behavior related to young animals; and 3) to avoid age-increased passivity of older animals. To prevent estrous cycle interference, only male mice were used for behavioral experiments. All assessments were scored blind to genotype as recommended by the ARRIVE guidelines [67, 68]. We generated experimental animal cohorts by selecting mice from litters containing a minimum of two male pups. After weaning, animals were sorted by litters into 39 x 20 x 16 cm cages (Green Line, Techniplast, Italy) where they had free access to water and food (D04 chow diet, Safe, Augy, France). The temperature was maintained at 23±1°C, and the light cycle was controlled as 12 h light and 12 h dark (lights on at 7 am). Mice were transferred from the animal housing facility to the phenotyping area at the age of 10 weeks. On testing days, animals were transferred to experimental room antechambers 30 min before the start of the experiment. All experiments were performed between 8:00 AM and 2:00 PM. A resting period of 2 days to 1 week was used between two consecutive tests. The body weights of animals were recorded once a week (the same day at the same time) from the age of 12 weeks to the day of euthanasia.

First, we analyzed individual *Del/+* and *Dup/+* cohorts on B6N genetic background. Two cohorts (n = 15 wt, 11 *Del/+*; n = 13 wt, 11 *Dup/+*) were analyzed separately at the same age. Tests were administered in the following order: plus maze (12 weeks of age), open field (12 weeks), Y-maze (13 weeks), marble burying (13 weeks), forced swimming (14 weeks), prepulse inhibition (15 weeks), novel object recognition (16 weeks), three-chamber sociability (17 weeks), and repetitive behavior observation (18 weeks). Two other cohorts (n = 9 wt, 8 *Del/+*; n = 10 wt, 12 *Dup/+*) were passed under a second behavioral pipeline: circadian activity (13 weeks), new location recognition (14 weeks), social interaction (15 weeks), rotarod (16 weeks), grip test (16 weeks), Morris water maze (17–18 weeks), and pentylenetetrazol (PTZ) sensitivity (19 weeks). A resting period of 2 days to 1 week was used between 2 consecutive tests. Behavioral data of *Del/+* and *Dup/+* separate cohorts maintained on a B6N background are described in the supplementary information (S1 File).

To study the behavior of animals carrying the deletion and/or the duplication, we crossed *Del/+* with *Dup/+* animals and generated two *Del-Dup* cohorts of males (comprising 11 *Del/+*, 19 wt, 14 *Del/Dup*, and 19 *Dup/+* animals). We passed animals at the same age under the same behavioral pipeline and we pooled the data. Tests were administered in the following order: open field (12 weeks of age), sucrose preference (12 weeks), novel object recognition with 3 h retention delay (13 weeks), circadian activity (14 weeks), object recognition with 30 min retention delay (15 weeks), repetitive behavior observation (16 weeks), grip test (17 weeks), rotarod (17 weeks) and notched bar (18 weeks).

Finally, to study the influence of the genetic background, we generated *Del/+* and *Dup/+* separate cohorts on the C57BL/6NxC3B background (*n* = 12 wt, 14 *Del/+*; *n* = 13 wt, 12 *Dup/+*) by crossing C57BL/6N *Del/+* and *Dup/+* animals with C3B wt mice. Tests were administered in the following order: circadian activity (12 weeks of age), open field (13 weeks), new object recognition with 3 hour retention delay (13 weeks), Y-maze (14 weeks), social interaction (15 weeks), repetitive behavior observation (16 weeks), grip strength (17 weeks), rotarod (17 weeks), novel location recognition with 3 hour retention delay for the *Del/+* cohort (18 weeks), novel object recognition with 24 hour retention delay for the *Dup/+* cohort (18 weeks), three-chamber sociability (19 weeks), social odor discrimination and non-social odor discrimination tests (20 weeks).

Circadian activity, open-field, repetitive behavior observation, novel object recognition, social interaction, rotarod, and notched bar tests are described in the main manuscript. Elevated plus maze, Morris water maze, object location recognition, Y-maze, marble burying, three-chamber sociability, forced swimming, prepulse inhibition, PTZ sensibility, sucrose preference, grip strength, social odor discrimination, non-social odour discrimination and auditory brain responses tests are described in the supplementary information (S1 File).

Circadian activity (AC) was measured to assess spontaneous activity and feeding behavior over the complete light/dark cycle. Testing was performed in individual cages (11 x 21 x 18 cm^3^) fitted with infrared captors linked to an electronic interface (Imetronic, France) that provided automated measures of position and locomotor activity. Mice were put into cages at 11 am on the first day and removed on the next day at 7 pm. The light cycle was controlled as 12 h light and 12 h dark (lights on at 7 am). The 32 hours of testing were divided into three different phases: the habituation phase (from 11 am to 7 pm on the first day); the night/dark phase (from 7 pm on the first day to 7 am on the second day); and the day/light phase (from 7 am to 7 pm on the second day). Feeding behavior was evaluated using an automated lickometer and a 20 mg pellet feeder (Test Diet, Hoffman La-Roche).

Open-field (OF) was used to evaluate exploration behavior. Mice were tested in automated open fields (44.3 x 44.3 x 16.8 cm) made of PVC with transparent walls and a black floor, and covered with translucent PVC (Panlab, Barcelona, Spain). The open field arena was divided into central and peripheral regions and was homogeneously illuminated at 150 Lux. Each mouse was placed on the periphery of the open field and allowed to explore the apparatus freely for 30 min. The distance travelled, the number of rears and time spent in the central and peripheral parts of the arena were recorded over the test session.

For studying repetitive behavior, mice were put individually into dimly lit (60 Lux) clean home-cages without pellets or water bottle. The occurrence of repetitive behaviors (rearing, jumping, climbing, digging, grooming) was observed for 10 min and scored using an ethological keyboard (Viewpoint, Labwatcher, France).

The novel object recognition (NOR) memory is based on the innate preference of rodents to explore novelty. The test was carried out in an open field arena as described [69]. On the first day, mice were habituated to the arena for 30 min at 60 Lux. On the following day, animals were submitted to the first 10-min acquisition trial during which they were individually placed in the presence of object A (marble or die) placed 10 cm away from one of the box corners. The exploration time of object A (when the animal’s snout was directed towards the object at a distance ≤1 cm) was recorded. A 10-min retention trial (second trial) was conducted 30 min, 3 h or 24 h later. The familiar object (object A) and the novel object (object B) were placed at a distance 10 cm from two open field corners (the distance between the two objects was approximately 20 cm) and the exploration time of these two objects was recorded. A discrimination index was defined as (*t*_B_/(*t*_A_ + *t*_B_)) × 100. All mice that did not explore the first object for more than 3 seconds during the acquisition trial were excluded from the analysis.

Social behaviors were tested first with the interaction task conducted as described [70]. In each session, 2 mice of the same genotype and similar body weight housed in different cages were put in an open field area for 10 min. The duration of sniffing and social behaviors were recorded during the 10-min session.

Sensorimotor coordination and balance were assessed with the rotarod test [71]. The apparatus (Biosed, France) is a rotating bar of 5 cm diameter (hard plastic materiel covered by grey rubber foam) on which mice are placed facing the direction of rotation. Animals were first habituated to stay on the rod for 30 seconds at a constant speed of 4 rotations per minute (rpm). This was followed by 3 training days with 4 trials per day. Mice were placed on an accelerating rod increasing from 4 rpm to 40 rpm in a 5 min period. The test was stopped when mice fell down from the rod or when they made more than one passive rotation. The latency to fall and the maximal speed before falling was recorded.

The notched bar was used to test hind limb coordination. Testing was performed as described [71]. The mice were trained with a bar consisting of a natural wooden piece 1.7 cm large and 50 cm long bearing terminal platforms of 6 cm × 6 cm. On the second day, mice were tested at 100 Lux with a notched bar of the same dimension that consisted of 12 platforms of 2 cm^2^ spaced out by 13 gaps of 2 cm^2^. Animals had to cross the notched bar twice for training and 15 times for the test. Each time a back paw went through the gap was considered as an error, and a global error percentage was calculated.

### Electrophysiology of hippocampal slices

An independent *Del-Dup* cohort including males and females was used for electrophysiology analysis (comprising 4 *Del/+*, 8 wt, 6 *Del/Dup*, and 4 *Dup/+* animals). All animals were 8–9 months old on the day of dissection. Investigators were blind to the genotype of mice until the end of all experiments within the groups. Acute hippocampal slices were used to record field excitatory post-synaptic potentials (fEPSPs), by the MEA60 electrophysiological suite (Multi Channel Systems, Reutlingen, FRG) as described [72, 73]. Further details are provided in the supplementary information (S1 File).

### Metabolic and biochemistry analysis on a high-fat diet

Since males were used for behavioral analyses, metabolic and biochemistry analysis were performed on females to both reduce the number of animals used and also because female mice are more prone to weight gain after metabolic challenges with an enriched diet. The separate *Del/+* and *Dup/+* cohorts on the B6N genetic background (*n* = 11 wt and 9 *Del/+*; *n* = 8 wt and 10 *Dup/+*) and a *Del/+* cohort on the C57BL/6NxC3B background (*n* = 8 wt and 10 *Del/+*) were put on a high-fat diet for metabolism and biochemical analyses.

Mice were transferred from the animal facility into the phenotyping area at the age of 4 weeks. Two to four animals were housed in one cage and fed with a standard chow diet (D04, Safe, USA) until the age of 5 weeks, when the diet was switched to a high fat/high carbohydrate diet (HFHCD, RD 12492, Research Diet, USA) until the end of the study (16 weeks). Body weights were recorded once a week from the age of 6 to 13 weeks. At the age of 11 weeks, mice were put individually into the TSE cages for 24 hours for the measurement of energy expenditure by indirect calorimetry. At the age of 12 weeks, an intra-peritoneal glucose tolerance test (IPGTT) was performed after overnight fasting. Body composition (lean, fat and free body fluid content) was evaluated in conscious mice by quantitative nuclear magnetic resonance (qNMR) at the age of 13 weeks. At the age of 15 weeks, blood was collected by retro-orbital puncture under isoflurane anesthesia for biochemistry, haematology and endocrine analysis. At the age of 16 weeks, animals of the *Del/+* cohort on the C57BL/6NxC3B background were put in individual cages for 48 h to collect feces for the measurement of energy content by bomb calorimetry.

Body composition analysis by qNMR was performed to give a precise assessment of the body composition for fat content, lean tissues and free body fluid by nuclear magnetic resonance apparatus and Minispec+ analyser (Bruker, Germany). The test was conducted during the light period in conscious, fed mice.

Energy expenditure was evaluated by indirect calorimetry that measured oxygen consumption with an open flow respirometric system (TSE System, Labmaster, Germany). Sensors measured the difference in CO_2_ and O_2_ concentrations in the air volumes flowing through control or animal cages. The amount of oxygen consumed over a given period of time could be calculated, as long as the air flow through the cage was known. The gas exchange data are expressed in Kcal/h/kg^0.75^. The system also monitored CO_2_ production, and we calculated the respiratory exchange ratio (RER = VCO_2_/VO_2_), which defines fuel preference between glucose vs lipid metabolism and heat production (Kcal/h/kg^0.75^). Following a 3 h acclimatization period, the experiment was performed over 21 h: from 17:00 on the first day to 11:00 on the day after, at an ambient temperature (21°C ± 2) under a 7:00/19:00 light/dark cycle.

The intraperitoneal glucose tolerance test (IPGTT) was used to assess the regulation of glycaemia after induced hyperglycaemia by injecting a standardized glucose bolus (2 g/kg). A glucose solution was administered by intraperitoneal injection. Blood glucose was measured in a drop of blood collected from the tail at different time points over 120 min after injection using a blood glucose monitor and glucose test strips (Roche Diagnostics, Accu-Chek, France). The test was conducted during the light period after 16 h of overnight fasting.

Blood was collected by retro-orbital puncture under isoflurane anaesthesia after 4 h fasting. Blood chemistry analysis was performed using a chemistry analyser (Olympus AU-400, USA) and commercial reagents (Olympus Diagnostica GmbH, Lismeehan, Ireland). The following parameters were measured: total cholesterol, HDL and LDL cholesterol, triglycerides, free fatty acids, total proteins, albumin, calcium, phosphorus, glucose, urea, creatinine, total proteins, and albumin. Plasma insulin and leptin levels were measured with a BioPlex analyser using Milliplex beads Panel (Millipore, USA). Plasma adiponectin levels were measured using a mouse adiponectin ELISA kit f (R&D Systems, USA).

Fecal energy content was estimated by bomb calorimetry. The feces were collected over 48 h from mice that were housed individually. The energy content of fecal samples was evaluated in a bomb calorimeter (C503 control, IKA, USA). The samples were burned in an oxygen-rich atmosphere inside a sealed chamber surrounded by a jacket containing a known volume of water. The rise in the water temperature was recorded and used to calculate the amount of heat produced. The assay was performed on feces to evaluate indirectly the energy digested by mice and the intestinal function. The energy digested was calculated by the difference between the total calories ingested and excreted in feces.

### Craniofacial analysis

Craniums of 13 week-old female mice (*n* = 10 wt and 10 *Del/+; n* = 8 wt and 8 *Dup/+*) of C57BL/6N genetic background were stored in 100% ethanol. Three-dimensional coordinates of 39 relevant cranial landmarks were recorded using Landmark software, and posterior comparisons were performed using the Euclidean distance matrix analysis (EDMA) with the WinEDMA software (version 1.0.1 beta). Further details are provided in supplementary information (S1 File).

### Transcriptome analysis

Expression profiling after RNA extraction was performed using an Affymetrix Mouse Gene *2*.*1* ST 24-Array Plate following the manufacturer's protocol. All arrays passed the standard Affymetrix quality control checks. Expression signals from 12 liver samples and 44 brain samples (12 cerebellum, 16 striatum, and 16 hippocampus) were quantile normalized separately. We applied a non-specific filter to discard probe sets with low signals (maximum signal lower than the median signal for all probe sets) or with low variance (lowest 25^th^ percentile of variance). Differentially expressed genes were defined using linear models as implemented in LIMMA v3.18.13 [74]. We fitted a dosage model where the 16p11.2 copy number variants (CNVs) were considered as a numerical variable, i.e., we assumed a dosage effect of the CNVs: gene_i ~ b0+ b1CNV CNV = -1,0,1. Gene Ontology (GO) analysis was performed using the library topGO v2.14.0. Gene Set Enrichment Analysis (GSEA) was conducted using the Broad Institute algorithm v2.1.0 [75, 76]. We used pre-ranked gene lists defined according to the LIMMA results based on the dosage model, and we utilized MSigDB C2 (c2.all.v4.0.symbols.gmt) to collect curated gene sets from online pathways, and publications in PubMed. The data are accessible through the NCBI’s Gene Expression Omnibus with the GEO Series accession number GSE66468.

### Statistical analysis

We assessed statistical significance using Sigma Plot software (Sigma). All acquired behavioral data were analysed using one-way or two-way ANOVA with repeated measures followed by Student’s *t*-test or Tukey’s *post-hoc* test as appropriate. Otherwise, the non-parametric Kruskal-Wallis analysis and Mann-Whitney *U*-test were used. Student’s *t*-tests were used to compare recognition index values to the chance level (50%). A Pearson’s chi-square test was used to evaluate mutant allele transmission. The data are represented as the mean ± standard error of the mean (s.e.m.) and the significance threshold was *P* < 0.05 unless otherwise indicated.

In electrophysiological experiments, input-output relationships were compared initially by mixed model repeated-measures ANOVA and the Bonferroni *post hoc* test implemented in Prism 5 (GraphPad Software, Inc., San Diego, CA, USA) using individual slice data as independent observations. Because several slices were recorded routinely from every mouse, the fEPSPmax, PPF and LTP values between wt and mutant mice were also compared using a two-way nested ANOVA design with genotype (group) and mice (sub-group) as factors (STATISTICA v. 10, StatSoft, Inc., Tulsa, OK, USA). To compare data obtained from *Del*/+, *Dup*/+ and *Del*/*Dup* mice to their litter-matched wt counterparts, we used *post hoc* Dunnett’s Multiple Comparison test on data from individual slices. Statistical effects were considered significant if *P* < 0.05. Graph plots and normalization were performed using OriginPro 8.5 software (OriginLab, Northampton, MA, USA). Throughout the text, the electrophysiological data are presented as the mean ± s.e.m. with *n* and *N* indicating the number of slices and mice, respectively.

## Supporting Information

S1 Fig Body weight, adiposity and body size evaluation of separated C57BL/6N *Del/+* and *Dup/+* cohorts on a standard diet. (A-B) *Del/+* and *Dup/+* cohorts on a C57BL/B6N genetic background. (C-F) *Del/+* and *Dup/+* cohorts on C57BL/B6NxC3B genetic background. (A, C) Weight of fetuses (g) at E18.5 embryonic stage. (B, D) Body mass (g) of adult mice evaluated over time. (E) Body fat percentage of 20-week old animals measured by qNMR. (F) Body length (distance from snout to tail basis) of 20-weeks animals. Data are represented as the mean + SEM. Student’s t-test, *P < 0.05, **P < 0.01, ***P < 0.001.
(TIF)

S2 Fig Behavioral characterization of C57BL/6N *Del/+* and *Dup/+* separated cohorts. (A) Circadian activity test. Graphs plot the ambulatory activity (count) and the vertical activity/rears (count) during dark and light phases. (B) Open field test. Distance travelled (m), vertical activity/rears (count) and percentage time spent in the central area over 30 min of testing. (C) Repetitive behavior. Counts of rearing, jumping, climbing and digging behaviors during 10 min of observation in a novel cage. (D) Social interaction test. Graph plots the duration of sniffing and following behaviors. (E) Novel object recognition test. Discrimination index was calculated as the ratio of time spent exploring the novel object vs the time spent exploring the familiar object in the choice trial. (F) Novel location recognition test. Discrimination index was calculated as the ratio of time spent exploring the displaced object vs the non-displaced object in the choice trial. (G) Motor coordination evaluation. Graphs plot the latency (s) that mice stayed on the rotating rod over 3 consecutive testing days. Data are represented as the mean + SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from their wt counterparts, Student’s t-test.
(TIF)

S3 Fig Spontaneous locomotor activity and feeding behavior of the C57BL/6N *Del-Dup* cohort during the circadian activity test. Patterns of locomotor activity (A) and vertical activity (B) profiles during 32-hours of test. *Dup/+* mice showed a global hypoactivity for ambulatory and vertical activity while Del/+ mice are more active. (C-D) Feeding behaviors. Water (C) and pellet (D) consumption during the 32-hours of testing. (E) Pellets lost by animals which passed through the holed ground. *Del/+* mice lost significantly more pellets compared to the other genotypes. Data are represented as the mean + SEM. ^#^ *P* < 0.05 vs all other groups. Mann Whitney U tests following a significant Kruskal Wallis analysis.
(TIF)

S4 Fig Exploratory activity of the C57BL/6N *Del-Dup* cohort during the open field test. (A) Distance travelled (m). Whereas wt and *Dup/+* mice showed a habituation and decreased their activity at the end of the test, *Del/+* and *Del/Dup* mice showed a constant activity. (B) Vertical activity (rears). All genotypes showed similar patterns of vertical activity without habituation. (C) Time in center (%). *Del/+* mice showed a marked increase of time spent in the arena center. Data are represented as the mean ± SEM. Student’s t-test, *P < 0.05, **P < 0.01.
(TIF)

S5 Fig Tibialis anterior (TA) muscle strength, endurance, and succinate dehydrogenase (SDH) staining of the C57BL/6N *Del-Dup* cohort. (A) Whole body weight (g) and TA weight (mg). (B) TA to body weight ratio. (C) Absolute maximal force of the TA muscle. (D) Specific maximal force of the TA. (E) Fatigue in TA muscle, measured as the time taken to reach 50% of maximum muscle force. (F) SDH histoenzymatic staining. Transverse cryosections (8 μm) of mouse skeletal muscles were prepared, fixed, and stained with succinate dehydrogenase (SDH). Data are represented as the mean + SEM. Tukey's test was applied following a significant one-way ANOVA, *** *P* < 0.001.
(TIF)

S6 Fig Hearing and Olfaction capacities of animals. (A-B) Hearing capacities of the C57BL/6N *Del-Dup* cohort in the auditory brain response test. No differences were observed between mutant and control littermates for both genotypes. (C-D) Olfaction capacities of the separated C57BL/6NxC3B *Del/+ and Dup/+* cohorts in the social (A) and non-social (B) odor discrimination tests. Data are represented as the mean ± SEM.
(TIF)

S7 Fig Metabolic and endocrinology analysis of the C57BL/6NxC3B *Del/+* cohort put on a high-fat diet at 5 weeks of age. (A) Evolution of body weight (g). (B) Body fat percentage measured by qNMR. (C) Energy expenditure (Kcal/h per kg^0.75 of body weight) during 12-hour dark and 12-hour light phases. (D) Intraperitoneal glucose tolerance test. Evolution of blood glucose (mg/dl) and glucose area under the curve (AUC) (min*mg/dl) (E) Endocrinology analysis. Leptin (ng/ml) and adiponectin (μg/ml) blood levels. (F) Blood chemistry analysis. Total cholesterol (μg/ml), glucose (mmol/l) and calcium (mmol/l) blood levels. (G) Bomb Calorimetry. Total daily energy excreted (Kcal). Data are represented as the mean + SEM. Student’s t-test, *P < 0.05, **P < 0.01, ***P < 0.001.
(TIF)

S8 Fig Craniofacial analysis of separated C57BL/6N *Del/+* and *Dup/+* cohorts. (A) Representative reconstructed 3D skull images and landmark distribution. Euclidian distances between the different landmarks allowed calculation of both the form (or size) difference (FD) and the shape difference (SD). Analysis revealed size reduction of the skull of *Del/+* animals (B) and no alteration of skull size of *Dup/+* animals (D). An alteration of skull shape was found for *Del/+* (C) and *Dup/+* (E) mice.
(TIF)

S1 Table Behavioral characterization of the separate *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background. Spontaneous circadian activity and feeding behaviors were assessed in the actimeter cages. *Del/+* mice showed hyperactivity whereas *Dup/+* mice showed hypoactivity during habituation (hab), dark and light phases. A considerable increase in the number of rears was observed for *Del/+* mice during the dark phase. No feeding behavior phenotypes were noted during this test. Exploratory activity and emotional reactivity to novelty was assessed in the open field test. In comparison with wild-type littermates, *Del/+* and *Dup/+* mice travelled longer and shorter distances during the 30 min of test, respectively. Vertical activity/rears were also increased for *Del/+* mice. Time spent in the center area, the most aversive part of the arena, was similar between mutants and controls. The elevated plus maze did not reveal any phenotypes. Observation of repetitive behaviors in a novel home cage during 10 min revealed a higher number of climbing, rearing, and jumping events in *Del/+* mice and a lower number of digging, climbing, and rearing events in *Dup/+* mice as compared to their wt counterparts. In comparison with controls, *Del/+* mice buried less marbles in the marble burying test. Overall, *Del/+* and *Dup/+* mice showed hyperactivity and hypoactivity phenotypes, respectively. No signs of anxiety were detected in mutant mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from their wt counterparts, Student’s t-test.
(DOCX)

S2 Table Characterization of cognitive and social behavior of *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background. Working memory was first assessed with the Y maze test, which did not reveal any phenotypes in mutant mice. Memory abilities were then evaluated with novel object and novel location recognition tasks. In the acquisition session (S1), no differences in object exploration were noted between genotypes. After a 3-hour delay, *Del/+* mice showed a recognition memory deficit for object location whereas *Dup/+* mice showed memory improvements for object identity and location. In the Morris water maze, no change of spatial learning and memory was observed. Mutant and control mice travelled the same distance and needed the same duration to find the hidden platform from the first day to the sixth and last training day (D6). In the probe test (PT), performed on the 7^th^ day, without the hidden platform, all mice spent the same percentage of time in the target quadrant. No phenotype was noted in the social interaction and three-chamber sociability tests. In the forced swim test, *Del/+* animals floated less than 2n mice, which may be due to the hyperactivity phenotype of these mice. Prepulse inhibition (PPI) tests did not reveal any abnormalities in acoustic startle reflex responses and sensorimotor gating capacities and the pentylenetetrazole (PTZ) sensitivity test did not reveal any difference in seizure susceptibility between genotypes. In the rotarod test, *Dup/+* mice did not show motor learning improvement with repeated testing (from the first day (D1) to the third day (D3)). Finally, the grip test indicated that *Del/+* and *Dup/+* mice showed stronger and weaker grip strength, respectively. Data are represented as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from wt counterparts, Student’s t-test.
(DOCX)

S3 Table Characterization of circadian activity, emotional reactivity and repetitive behaviors in the *Del-Dup* cohort on C57BL/6N genetic background. In the circadian activity test, *Del/+* mice showed vertical hyperactivity during dark phase whereas *Dup/+* mice showed vertical hypoactivity during light and dark phases and ambulatory hypoactivity during light phase (statistical values are summarized in S3 Table). During open field tests, *Dup/+* mice travelled a shorter distance and spent less time in arena center whereas *Del/+* mice spent more time in the arena center. Observation of repetitive behaviors revealed an increase in the level of rearing and jumping for *Del/+* mice. Data are represented as the mean ± SEM.
(DOCX)

S4 Table Behavioral characterization of the *Del-Dup* cohort on the C57BL/6N genetic background. Object recognition memory of mice was assessed with two retention delays, 30 min and 3-hours. *Del/+* mice showed short-term memory deficits at both delays (statistical values are summarized in S2 Table). *Dup/+* and *Del/Dup* mice showed improvement at the 3-hour delay. No anhedonia phenotype was observed in the sucrose preference test. No phenotype was detected in the social interaction test. During the rotarod test, *Del/+* mice showed trends for improvement whereas *Dup/+* and *Del/Dup* mice showed impairment trends (not significant). *Del/+* animals also showed impairments in the notched bar test. *Del/+* and *Dup/+* mice showed stronger and weaker grip strength in the grip test, respectively. Data are represented as the mean ± SEM.
(DOCX)

S5 Table Statistical values for the *Del-Dup* behavioral characterization on the C57BL/6N genetic background. The table summarizes post-hoc analysis of parameters for which analysis of variance revealed significant differences between genotypes. *p < 0.05, **p < 0.01 and ***p < 0.001, Tukey's test following a significant one-way ANOVA analysis. ^+^*p* < 0.05, ^++^*p* < 0.01 and ^+++^*p* < 0.001, Mann Whitney U tests following a significant Kruskal Wallis analysis.
(DOCX)

S6 Table Characterization of circadian activity, emotional reactivity and repetitive behaviors in *Del/+* and *Dup/+* cohorts on the C57BL/6NxC3B genetic background. In the circadian activity test, *Del/+* mice showed increased horizontal activity during the dark phase and enhanced vertical activity during the dark and the light phases whereas *Dup/+* mice showed reduced vertical activity during the dark phase. No behavioral phenotypes were detected in in the open field test. The marble burying test, which was only done for *Del/+* cohort, also did not reveal any phenotypes in mutant mice. Finally, observation of the animals in a novel home cage revealed increased and decreased level of climbing behavior in *Del/+* and *Dup/+* mice, respectively. NT: not tested. Data are shown as mean ± SEM. *p < 0.05, **P < 0.01 and ***P < 0.001, significantly different from their wt counterparts, Student’s t-test.
(DOCX)

S7 Table Behavioral characterization of *Del/+* and *Dup/+* cohorts on the C57BL/6NxC3B genetic background. Working memory was first assessed with the Y maze test, which revealed an improvement in *Dup/+* animals. Recognition memory was first evaluated with the novel object recognition task. In the acquisition session (S1), no difference in object exploration was noticed between genotypes. After a 3-hour delay, *Del/+* and *Dup/+* mice show memory impairment and improvement for object identity, respectively. We did the same test for the *Dup/+* cohort with a 24-hour delay and found no phenotype, suggesting that duplication of Sult1a1–Spn impacts mnemonic processes associated with short-term memory. With the *Del/+* cohort, we performed the novel place recognition task with a 3-hour delay and also found a memory deficit for object location. In the social interaction test, we found a decrease of sniffing behavior for *Del/+* mice and a decrease of sniffing and following behaviors for *Dup/+* animals. In the three-chamber sociability test, we did not observe differences in social interaction, but novel animal discrimination was significantly decreased for *Del/+* animals. No motor coordination phenotype was seen in rotarod and notched bar tests but *Del/+* and *Dup/+* mice still presented stronger and weaker grip strength in the grip test, respectively. NT: not tested. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from wt counterparts, Student’s t-test.
(DOCX)

S8 Table High-fat diet analysis of *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background. Animals were put on a high-fat diet at the age of 5 weeks. In comparison with controls, *Del/+* animals were underweight, shorter in size and deposited less fat whereas *Dup/+* mice were overweight, longer in size and displayed more adipose tissue. Indirect calorimetry showed increased levels of energy expenditure (EE) and oxygen consumption (OC) for *Del/+* mice during the dark phase. *Dup/+* mice presented a diminution of EE and OC during dark and light phases. In intraperitoneal glucose tolerance tests (IPGTT), *Del/+* mice showed faster glucose clearance whereas *Dup/+* mice presented similar glucose clearance in comparison to controls but had an increased glycemia before injection of glucose (T_0_ blood-glucose). Blood chemistry analysis did not reveal gross hematology changes except a diminution of free fatty acids level of *Del/+* mice. Finally, consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for *Del/+* mice and an increase of leptin levels for *Dup/+* mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, significantly different from wt counterparts, Student’s t-test.
(DOCX)

S9 Table High-fat diet analysis of *Del/+* cohort on the C57BL/6N-C3B genetic background. Animals were put on a high-fat diet at the age of 5 weeks. *Del/+* animals were underweight and displayed less fat than wild-type littermates. Indirect calorimetry showed an increase in the levels of energy expenditure (EE) and oxygen consumption (OC) for *Del/+* mice during dark and light phases. No difference of energy excreted in feces was found in bomb calorimetric analyses. During intraperitoneal glucose tolerance tests (IPGTT), *Del/+* mice showed faster glucose clearance but had an increased glycemia before injection of glucose (T_0_ blood-glucose). Blood chemistry analysis revealed an increased level of calcium and decreased levels of glucose and cholesterol for mutant mice. Finally, in consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for *Del/+* mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, significantly different from wt counterparts, Student’s t-test.
(DOCX)

S10 Table Gene set enrichment analysis. Our analysis considers the pre-ranked gene list according to the LIMMA results based on the dosage model. The gene set database used was the MSigDB C2 (c2.all.v4.0.symbols.gmt), which collects curated gene sets from online pathways, publications in PubMed, and the knowledge of domain experts. The table include gene sets dose-dependently upregulated (upregulated in the *Dup/+* mice and downregulated in *Del/+* mice) and downregulated (downregulated in the *Dup/+* mice and upregulated in *Del/+* mice). Data with an FDR below 25% are shown. CEREB: Cerebellum; DEREG: Deregulation; HIP: Hippocampus STRI: Striatum.
(DOCX)

S1 File Supplementary Information. Detailed protocols used in the study or for supplementary figures and tables are provided in the document.
(DOCX)

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S1 Table — Spontaneous circadian activity and feeding behaviors were assessed in the actimeter cages. Del/+ mice showed hyperactivity whereas Dup/+ mice showed hypoactivity during habituation (hab), dark and light phases. A considerable increase in the number of rears was observed for Del/+ mice during the dark phase. No feeding behavior phenotypes were noted during this test. Exploratory activity and emotional reactivity to novelty was assessed in the open field test. In comparison with wild-type littermates, Del/+ and Dup/+ mice travelled longer and shorter distances during the 30 min of test, respectively. Vertical activity/rears were also increased for Del/+ mice. Time spent in the center area, the most aversive part of the arena, was similar between mutants and controls. The elevated plus maze did not reveal any phenotypes. Observation of repetitive behaviors in a novel home cage during 10 min revealed a higher number of climbing, rearing, and jumping events in Del/+ mice and a lower number of digging, climbing, and rearing events in Dup/+ mice as compared to their wt counterparts. In comparison with controls, Del/+ mice buried less marbles in the marble burying test. Overall, Del/+ and Dup/+ mice showed hyperactivity and hypoactivity phenotypes, respectively. No signs of anxiety were detected in mutant mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from their wt counterparts, Student’s t-test.

**Supplementary Table S1.** Behavioral characterization of the separate *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background.

|  |  |  | |  |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Test | Parameter | B6N *Del/+* cohort results | | | B6N *Dup/+* cohort results | | |
|  |  | wt | Del/+ | | wt | Dup/+ | |
| Circadian Activity | Hab horizontal activity (count) | 301 ± 31 | 407 ± 46 | | 412 ± 24 | 272 ± 32 ** | |
|  | Hab vertical activity (count) | 305 ± 50 | 718 ± 137 ** | | 510 ± 50 | 304 ± 145 ** | |
|  | Dark horizontal activity (count) | 481 ± 22 | 694 ± 76 * | | 741 ± 103 | 415 ± 41 ** | |
|  | Dark vertical activity (count) | 568 ± 59 | 4692 ± 1168 ** | | 772 ± 94 | 489 ± 69 * | |
|  | Light horizontal activity (count) | 108 ± 9 | 136 ± 18 | | 226 ± 32 | 124 ± 14 ** | |
|  | Light vertical activity (count) | 87 ± 9 | 312 ± 106 * | | 139 ± 13 | 101 ± 14 | |
|  | Total food consumption (g) | 5.9 ± 0.1 | 5.8 ± 0.3 | | 5.4 ± 0.2 | 5.4 ± 0.4 | |
|  | Total water consumption (ml) | 5.3 ± 0.2 | 5.6 ± 0.2 | | 6.1 ± 0.3 | 5.8 ± 0.3 | |
| Open Field | Distance travelled (m) | 107 ± 3 | 123 ± 5 ** | | 125 ± 5 | 106 ± 5 * | |
|  | Rears (count) | 164 ± 10 | 229 ± 21 ** | | 214 ± 14 | 204 ± 22 | |
|  | Time in center (%) | 13.4 ± 1.3 | 13.2 ± 0.8 | | 19.9 ± 2.5 | 16.6 ± 2.1 | |
| Elevated Plus Maze | Arm entries (count) | 17.1 ± 1.1 | 17.3 ± 1.2 | | 15.6 ± 1.1 | 15.1 ± 1.6 | |
|  | Open arm time (%) | 10.1 ± 1.6 | 13.3 ± 3.0 | | 9.4 ± 1.7 | 7.6 ± 2.2 | |
| Stereotypy Observation | Digging (count) | 20.1 ± 2.6 | 43.6 ± 6.5 ** | | 29.0 ± 4.1 | 11.1 ± 1.9 *** | |
|  | Climbing (count) | 4.1 ± 0.7 | 12.9 ± 2.6 ** | | 5.0 ± 0.7 | 2.3 ± 0.6 * | |
|  | Rearing (count) | 39.0 ± 3.8 | 46.7 ± 3.3 | | 52.1 ± 3.2 | 36.5 ± 3.0 ** | |
|  | Jumping (count) | 0 | 42.0 ± 18.0 * | | 0 | 0 | |
| Marble burying | Uncovered marbles (%) | 31.0 ± 3.9 | 44.2 ± 4.2 *** | | 29.2 ± 7.3 | 39.0 ± 8.6 | |
|  | Fully covered marbles (%) | 51.9 ± 4.0 | 31.3 ± 4.5 | | 46.4 ± 6.8 | 32.2 ± 8.2 | |

Spontaneous circadian activity and feeding behaviors were assessed in the actimeter cages. *Del/+* mice showed hyperactivity whereas *Dup/+* mice showed hypoactivity during habituation (hab), dark and light phases. A considerable increase in the number of rears was observed for *Del/+* mice during the dark phase. No feeding behavior phenotypes were noted during this test. Exploratory activity and emotional reactivity to novelty was assessed in the open field test. In comparison with wild-type littermates, *Del/+* and *Dup/+* mice travelled longer and shorter distances during the 30 min of test, respectively. Vertical activity/rears were also increased for *Del/+* mice. Time spent in the center area, the most aversive part of the arena, was similar between mutants and controls. The elevated plus maze did not reveal any phenotypes. Observation of repetitive behaviors in a novel home cage during 10 min revealed a higher number of climbing, rearing, and jumping events in *Del/+* mice and a lower number of digging, climbing, and rearing events in *Dup/+* mice as compared to their wt counterparts. In comparison with controls, *Del/+* mice buried less marbles in the marble burying test. Overall, *Del/+* and *Dup/+* mice showed hyperactivity and hypoactivity phenotypes, respectively. No signs of anxiety were detected in mutant mice. Data are shown as the mean ± SEM. ^*^*P* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001, significantly different from their wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S2 Table — Working memory was first assessed with the Y maze test, which did not reveal any phenotypes in mutant mice. Memory abilities were then evaluated with novel object and novel location recognition tasks. In the acquisition session (S1), no differences in object exploration were noted between genotypes. After a 3-hour delay, Del/+ mice showed a recognition memory deficit for object location whereas Dup/+ mice showed memory improvements for object identity and location. In the Morris water maze, no change of spatial learning and memory was observed. Mutant and control mice travelled the same distance and needed the same duration to find the hidden platform from the first day to the sixth and last training day (D6). In the probe test (PT), performed on the 7th day, without the hidden platform, all mice spent the same percentage of time in the target quadrant. No phenotype was noted in the social interaction and three-chamber sociability tests. In the forced swim test, Del/+ animals floated less than 2n mice, which may be due to the hyperactivity phenotype of these mice. Prepulse inhibition (PPI) tests did not reveal any abnormalities in acoustic startle reflex responses and sensorimotor gating capacities and the pentylenetetrazole (PTZ) sensitivity test did not reveal any difference in seizure susceptibility between genotypes. In the rotarod test, Dup/+ mice did not show motor learning improvement with repeated testing (from the first day (D1) to the third day (D3)). Finally, the grip test indicated that Del/+ and Dup/+ mice showed stronger and weaker grip strength, respectively. Data are represented as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from wt counterparts, Student’s t-test.

**Supplementary Table S2. C**haracterization of cognitive and social behavior of *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background.

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Test | Parameter | B6N *Del/+* cohort results | | B6N *Dup/+* cohort results | |
|  |  | wt | Del/+ | wt | Dup/+ |
| Y Maze | Arm entries (count) | 16.2 ± 1.8 | 18.7 ± 1.5 | 21.2 ± 2.2 | 18.8 ± 2.7 |
|  | Alternation (%) | 68.0 ± 3.5 | 65.6 ± 3.7 | 58.3 ± 4.1 | 64.3 ± 4.0 |
| Novel Object Recognition 3 hour delay | S1 First object exploration (s) | 6.9 ± 0.6 | 7.2 ± 0.4 | 7.3 ± 0.8 | 7.1 ± 0.5 |
|  | S2 Former object exploration (s) | 2.8 ± 0.4 | 4.9 ± 0.9 * | 2.2 ± 0.4 | 1.8 ± 0.5 |
|  | S2 Novel object exploration (s) | 4.4 ± 0.5 | 6.6 ± 1.3 | 3.6 ± 0.6 | 4.1 ± 0.7 |
|  | Discrimination index (%) | 61.5 ± 1.9 | 57.4 ± 1.9 | 63.0 ± 2.6 | 73.5 ± 4.4 * |
| Novel Location Recognition 3 hour delay | S1 Object A exploration (s) | 3.9 ± 0.6 | 3.9 ± 0.5 | 5.8 ± 0.5 | 5.2 ± 0.6 |
|  | S1 Object B exploration (s) | 4.2 ± 0.8 | 3.9 ± 0.5 | 6.5 ± 0.7 | 5.4 ± 0.7 |
|  | S2 Fixed object explo. (s) | 2.2 ± 0.5 | 3.7 ± 0.9 | 3.8 ± 0.5 | 2.0 ± 0.3 ** |
|  | S2 Moved object explo. (s) | 3.1 ± 0.5 | 3.5 ± 0.4 | 5.0 ± 0.7 | 3.7 ± 0.6 |
|  | Discrimination index (%) | 60.1 ± 2.2 | 51.3 ± 2.6 * | 56.5 ± 1.9 | 65.2 ± 2.7 * |
| Morris watermaze | D6 distance to platform (m) | 6.7 ± 1.1 | 6.3 ± 0.9 | 6.3 ± 1.1 | 8.8 ± 2.1 |
|  | D6 latency to platform (s) | 49.7 ± 8.1 | 42.0 ± 8.0 | 42.6 ± 10.2 | 43.6 ± 9.4 |
|  | Probe - time in target quad. (%) | 44.8 ± 8.4 | 42.2 ± 9.6 | 41.3 ± 7.9 | 42.0 ± 5.3 |
| Social Interaction | Sniffing time (s) | 21.1 ± 3.4 | 18.4 ± 3.7 | 50.3 ± 8.9 | 67.4 ± 6.5 |
|  | Following time (s) | 3.4 ± 1.6 | 7.6 ± 3.9 | 11.5 ± 7.3 | 7.3 ± 3.7 |
| Three-Chamber Sociability | S1 First animal exploration (s) | 139 ± 13 | 129 ± 9 | 124 ± 13 | 113 ± 11 |
|  | S2 Former animal exploration (s) | 76.0 ± 7.8 | 81.9 ± 8.7 | 43.1 ± 4.1 | 35.8 ± 3.0 |
|  | S2 Novel animal exploration (s) | 110 ± 11 | 112 ± 11 | 75.4 ± 11.2 | 62.2 ± 7.8 |
|  | Discrimination index (%) | 58.5 ± 3.6 | 58.1 ± 4.2 | 61.9 ± 2.3 | 62.2 ± 2.8 |
| Forced Swimming | Floating time (%) | 74.5 ± 1.2 | 57.6 ± 5.7 ** | 75.9 ± 1.0 | 75.5 ± 1.9 |
| Prepulse Inhibition (PPI) | 120dB/40ms startle reflex | 113 ± 15 | 135 ± 11 | 136 ± 16 | 110 ± 20 |
|  | Global prepulse inhibition (%) | 68.0 ± 2.3 | 68.3 ± 1.7 | 74.9 ± 1.8 | 69.2 ± 4.1 |
| PTZ sensitivity | Clonic seizure latency (s) | 227 ± 33 | 255 ± 61 | 411 ± 77 | 368 ± 15 |
|  | Clonic seizure duration (s) | 48.6 ± 8.0 | 65.6 ± 15.5 | 30.7 ± 5.6 | 55.3 ± 13.2 |
| Rotarod | D1 Time on the rod (s) | 138 ± 16 | 153 ± 19 | 158 ± 23 | 144 ± 19 |
|  | D2 Time on the rod (s) | 202 ± 13 | 204 ± 24 | 194 ± 15 | 169 ± 16 |
|  | D3 Time on the rod (s) | 206 ± 14 | 202 ± 13 | 207 ± 15 | 148 ± 11 ** |
| Grip Test | Grip strength (g/g body weight) | 7.7 ± 0.2 | 9.7 ± 0.3 *** | 7.2 ± 0.4 | 5.8 ± 0.3 * |

Working memory was first assessed with the Y maze test, which did not reveal any phenotypes in mutant mice. Memory abilities were then evaluated with novel object and novel location recognition tasks. In the acquisition session (S1), no differences in object exploration were noted between genotypes. After a 3-hour delay, *Del/+* mice showed a recognition memory deficit for object location whereas *Dup/+* mice showed memory improvements for object identity and location. In the Morris water maze, no change of spatial learning and memory was observed. Mutant and control mice travelled the same distance and needed the same duration to find the hidden platform from the first day to the sixth and last training day (D6). In the probe test (PT), performed on the 7^th^ day, without the hidden platform, all mice spent the same percentage of time in the target quadrant. No phenotype was noted in the social interaction and three-chamber sociability tests. In the forced swim test, *Del/+* animals floated less than 2n mice, which may be due to the hyperactivity phenotype of these mice. Prepulse inhibition (PPI) tests did not reveal any abnormalities in acoustic startle reflex responses and sensorimotor gating capacities and the pentylenetetrazole (PTZ) sensitivity test did not reveal any difference in seizure susceptibility between genotypes. In the rotarod test, *Dup/+* mice did not show motor learning improvement with repeated testing (from the first day (D1) to the third day (D3)). Finally, the grip test indicated that *Del/+* and *Dup/+* mice showed stronger and weaker grip strength, respectively. Data are represented as the mean ± SEM. ^*^*P* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001, significantly different from wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S3 Table — In the circadian activity test, Del/+ mice showed vertical hyperactivity during dark phase whereas Dup/+ mice showed vertical hypoactivity during light and dark phases and ambulatory hypoactivity during light phase (statistical values are summarized in S3 Table). During open field tests, Dup/+ mice travelled a shorter distance and spent less time in arena center whereas Del/+ mice spent more time in the arena center. Observation of repetitive behaviors revealed an increase in the level of rearing and jumping for Del/+ mice. Data are represented as the mean ± SEM.

**Supplementary Table S3.**  Characterization of circadian activity, emotional reactivity and repetitive behaviors in the *Del-Dup* cohort on C57BL/6N genetic background.

|  |  |  |  | | |  | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Test | Parameter | B6N *Del-Dup* cohort results | | | | | | |
|  |  | Del/+ | | wt | Del/Dup | | Dup/+ | |
| Circadian Activity | Hab horizontal activity (count) | 367 ± 44 | | 393± 36 | 414 ± 51 | | 275 ± 32 | |
|  | Hab vertical activity (count) | 722 ± 363 | | 353 ± 40 | 375 ± 46 | | 292 ± 61 | |
|  | Dark horizontal activity (count) | 725 ± 92 | | 552 ± 39 | 512 ± 61 | | 371 ± 40 | |
|  | Dark vertical activity (count) | 2178 ± 1225 | | 629 ± 57 | 672 ± 82 | | 432 ± 32 | |
|  | Light horizontal activity (count) | 176 ± 13 | | 175 ± 14 | 169 ± 13 | | 104 ± 15 | |
|  | Light vertical activity (count) | 128 ± 12 | | 135 ± 15 | 140 ± 19 | | 79.3 ± 10.0 | |
|  | Total food consumption (g) | 4.9 ± 0.3 | | 5.5 ± 0.1 | 5.0 ± 0.2 | | 5.2 ± 0.2 | |
|  | Total water consumption (ml) | 6.0 ± 0.2 | | 6.3 ± 0.1 | 5.9 ± 0.3 | | 5.7 ± 0.2 | |
| Open Field | Distance travelled (m) | 117 ± 6 | | 98.8 ± 5.5 | 97.1 ± 4.4 | | 79.3 ± 4.5 | |
|  | Rears (count) | 111 ± 15 | | 117 ± 9 | 118 ± 14 | | 123 ± 13 | |
|  | Time in centre (%) | 12.8 ± 1.1 | | 6.7 ± 1.0 | 7.0 ± 1.1 | | 4.0 ± 0.5 | |
| Stereotypy Observation | Digging (count) | 22.7 ± 4.9 | | 22.8 ± 3.1 | 17.9 ± 2.6 | | 17.9 ± 1.6 | |
|  | Climbing (count) | 23.1 ± 4.5 | | 12.9 ± 2.1 | 11.6 ± 2.3 | | 8.1 ± 0.9 | |
|  | Rearing (count) | 59.3 ± 5.1 | | 44.9 ± 2.2 | 45.3 ± 3.4 | | 42.1 ± 1.8 | |
|  | Jumping (count) | 23.3 ± 22.1 | | 0.2 ± 0.1 | 0 | | 0.3 ± 0.2 | |

In the circadian activity test, *Del/+* mice showed vertical hyperactivity during dark phase whereas *Dup/+* mice showed vertical hypoactivity during light and dark phases and ambulatory hypoactivity during light phase (statistical values are summarized in Supplementary Table S3). During open field tests, *Dup/+* mice travelled a shorter distance and spent less time in arena center whereas *Del/+* mice spent more time in the arena center. Observation of repetitive behaviors revealed an increase in the level of rearing and jumping for *Del/+* mice. Data are represented as the mean ± SEM.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S4 Table — Object recognition memory of mice was assessed with two retention delays, 30 min and 3-hours. Del/+ mice showed short-term memory deficits at both delays (statistical values are summarized in S2 Table). Dup/+ and Del/Dup mice showed improvement at the 3-hour delay. No anhedonia phenotype was observed in the sucrose preference test. No phenotype was detected in the social interaction test. During the rotarod test, Del/+ mice showed trends for improvement whereas Dup/+ and Del/Dup mice showed impairment trends (not significant). Del/+ animals also showed impairments in the notched bar test. Del/+ and Dup/+ mice showed stronger and weaker grip strength in the grip test, respectively. Data are represented as the mean ± SEM.

**Supplementary Table S4.** Behavioral characterization of the *Del-Dup* cohort on the C57BL/6N genetic background.

|  |  |  |  | |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| Test | Parameter | B6N *Del-Dup* cohort results | | | | |
|  |  | Del/+ | | wt | Del/Dup | Dup/+ |
| New Object Recognition 30 min delay | S1 First object exploration (s) | 6.7 ± 0.7 | | 6.8 ± 0.7 | 6.6 ± 0.8 | 6.5 ± 0.4 |
|  | S2 Former object exploration (s) | 5.4 ± 0.7 | | 4.4 ± 0.6 | 4.7 ± 0.6 | 3.7 ± 0.6 |
|  | S2 Novel object exploration (s) | 6.3 ± 0.8 | | 8.0 ± 0.8 | 8.3 ± 1.0 | 7.7 ± 1.1 |
|  | Discrimination index (%) | 54.4 ± 1.7 | | 65.1 ± 2.1 | 63.7 ± 2.7 | 69.3 ± 1.7 |
| New Object Recognition 3 hour delay | S1 First object exploration (s) | 10.7 ± 1.1 | | 12.1 ± 0.6 | 12.3 ± 1.3 | 10.2 ± 1.0 |
|  | S2 Former object exploration (s) | 6.8 ± 1.4 | | 6.3 ± 1.0 | 4.6 ± 0.6 | 3.6 ± 0.4 |
|  | S2 Novel object exploration (s) | 8.4 ± 1.9 | | 9.2 ± 1.1 | 8.6 ± 0.8 | 8.0 ± 1.3 |
|  | Discrimination index (%) | 55.0 ± 1.8 | | 60.4 ± 1.6 | 65.8 ± 2.0 | 66.2 ± 2.2 |
| Sucrose Preference | D1 sucrose preference (%) | 65.7 ± 4.4 | | 70.8 ± 4.1 | 71.3 ± 3.6 | 74.6 ± 3.6 |
|  | D2 sucrose preference (%) | 68.7 ± 5.6 | | 76.6 ± 4.0 | 71.7 ± 2.7 | 71.5 ± 4.7 |
|  | D3 sucrose preference (%) | 81.5 ± 2.6 | | 78.2 ± 4.1 | 76.1 ± 2.1 | 71.7 ± 2.7 |
| Social Interaction | Sniffing time (s) | 73.8 ± 7.9 | | 60.4 ± 4.4 | 61.0 ± 3.6 | 73.9 ± 7.5 |
|  | Following time (s) | 18.2 ± 3.9 | | 11.4 ± 2.8 | 18.1 ± 5.3 | 16.0 ± 4.7 |
| Rotarod | D1 Time on the rod (s) | 173 ± 18 | | 157 ± 13 | 132 ± 11 | 138 ± 14 |
|  | D2 Time on the rod (s) | 188 ± 12 | | 170 ± 8 | 157 ± 13 | 147 ± 12 |
|  | D3 Time on the rod (s) | 203 ± 15 | | 180 ± 11 | 149 ± 12 | 144 ± 14 |
| Notched Bar | Hind limb errors (%) | 5.5 ± 0.8 | | 2.9 ± 0.4 | 3.6 ± 0.6 | 2.4 ± 0.4 |
| Grip Test | Grip strength (g/g body weight) | 10.8 ± 0.2 | | 9.3 ± 0.2 | 9.2 ± 0.4 | 7.6 ± 0.2 |

Object recognition memory of mice was assessed with two retention delays, 30 min and 3-hours. *Del/+* mice showed short-term memory deficits at both delays (statistical values are summarized in Table S2). *Dup/+* and *Del/Dup* mice showed improvement at the 3-hour delay. No anhedonia phenotype was observed in the sucrose preference test. No phenotype was detected in the social interaction test. During the rotarod test, *Del/+* mice showed trends for improvement whereas *Dup/+* and *Del/Dup* mice showed impairment trends (not significant). *Del/+* animals also showed impairments in the notched bar test. *Del/+* and *Dup/+* mice showed stronger and weaker grip strength in the grip test, respectively. Data are represented as the mean ± SEM.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S5 Table — The table summarizes post-hoc analysis of parameters for which analysis of variance revealed significant differences between genotypes. *p < 0.05, **p < 0.01 and ***p < 0.001, Tukey's test following a significant one-way ANOVA analysis. +p < 0.05, ++p < 0.01 and +++p < 0.001, Mann Whitney U tests following a significant Kruskal Wallis analysis.

**Supplementary Table S5.** Statistical values for the *Del-Dup* behavioral characterization on the C57BL/6N genetic background.

| Circadian activity test |  |  |  |  |
| --- | --- | --- | --- | --- |
|  | *Del/+* vs wt | *Dup/+* vs wt | Del/Dup vs wt | Del/+ vs Dup/+ |
| Dark horizontal activity | q=3.108, p=0.138 | q=3.609, p=0.064 | q=0.763, p=0.949 | q=6.002, p<0.001 *** |
| Dark vertical activity | U=43, p=0.039 + | U=66, p=0.015 + | U=105, p=0.730 | U=5, p<0.001 +++ |
| Light horizontal activity | q=0.122, p=0.997 | q=5.227, p=0.003 ** | q=0.424, p=0.991 | q=4.562, p=0.012 * |
| Light vertical activity | U=85, p=1.000 | U=59.5, p=0.008 ++ | U=109.5, p=0.871 | U=20.5, p=0.008 ++ |
| Open field test |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Distance travelled | q=3.388, p=0.089 | q=4.474, p=0.013 * | q=0.341, p=0.995 | q=7.178, p<0.001 *** |
| Time in center | U=29, p=0.001 ++ | U=92, p=0.029 + | U=140, p=0.945 | U=2.5, p=0.004 ++ |
| Stereotypy count |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Climbing | U=27, p=0.039 + | U=53, p=0.074 | U=47, p=0.642 | U=26.5, p=0.015 + |
| Rearing | q=4.682, p=0.010 * | q=1.029, p=0.886 | q=0.135, p=1.000 | q=5.842, p=0.001 ** |
| Jumping | U=24, p=0.016 + | U=88, p=0.906 | U=45, p=0.235 | U=30, p=0.008 ++ |
| NOR test (30 min delay) |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Discrimination index | q=5.054, p=0.004 ** | q=2.107, p=0.451 | q=0.711, p=0.958 | q=6.826, p<0.001 *** |
| NOR test (3 hour delay) |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Discrimination index | U=38, p=0.043 + | U=66, p=0.021 + | U=54, p=0.048 + | U=22, p=0.002 ++ |
| Rotarod test |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| D1 Time on the rod | q=1.128, p=0.855 | q=1.656, p=0.647 | q=2.088, p=0.456 | q=2.878, p=0.182 |
| D2 Time on the rod | q=1.275, p=0.804 | q=1.950, p=0.516 | q=1.101, p=0.864 | q=2.923, p=0.172 |
| D3 Time on the rod | q=1.631, p=0.658 | q=3.065, p=0.140 | q=2.563, p=0.274 | q=4.221, p=0.019 * |
| Notched bar test |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Hind limb errors (%) | U=41.5, p=0.007 ++ | U=144.5, p=0.298 | U=113, p=0.313 | U=29, p=0.001 ++ |
| Grip test |  |  |  |  |
|  | Del/+ vs 2n | Dup/+ vs 2n | Del/Dup vs 2n | Del/+ vs Dup/+ |
| Grip strength | q=5.447, p=0.002 ** | q=7.175, p<0.001 *** | q=0.321, p=0.996 | q=11.591, p<0.001 *** |

The table summarizes post-hoc analysis of parameters for which analysis of variance revealed significant differences between genotypes. ^*^*p* < 0.05, ^**^*p* < 0.01 and ^***^*p* < 0.001, Tukey's test following a significant one-way ANOVA analysis. ^+^*p* < 0.05, ^++^*p* < 0.01 and ^+++^*p* < 0.001, Mann Whitney U tests following a significant Kruskal Wallis analysis.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S6 Table — In the circadian activity test, Del/+ mice showed increased horizontal activity during the dark phase and enhanced vertical activity during the dark and the light phases whereas Dup/+ mice showed reduced vertical activity during the dark phase. No behavioral phenotypes were detected in in the open field test. The marble burying test, which was only done for Del/+ cohort, also did not reveal any phenotypes in mutant mice. Finally, observation of the animals in a novel home cage revealed increased and decreased level of climbing behavior in Del/+ and Dup/+ mice, respectively. NT: not tested. Data are shown as mean ± SEM. *p < 0.05, **P < 0.01 and ***P < 0.001, significantly different from their wt counterparts, Student’s t-test.

**Supplementary Table S6.** Characterization of circadian activity, emotional reactivity and repetitive behaviors in *Del/+* and *Dup/+* cohorts on the C57BL/6NxC3B genetic background.

| Test | Parameter | B6C3B *Del/+* cohort results | | B6C3B *Dup/+* cohort results | |
| --- | --- | --- | --- | --- | --- |
|  |  | wt | Del/+ | wt | Dup/+ |
| Circadian Activity | Hab horizontal activity (count) | 206 ± 20 | 220± 16 | 170 ± 13 | 172 ± 14 |
|  | Hab vertical activity (count) | 331 ± 57 | 393 ± 45 | 319 ± 28 | 300 ± 34 |
|  | Dark horizontal activity (count) | 316 ± 34 | 449 ± 38 * | 350 ± 21 | 310 ± 24 |
|  | Dark vertical activity (count) | 524 ± 49 | 814 ± 84 ** | 709 ± 49 | 518 ± 43 ** |
|  | Light horizontal activity (count) | 114 ± 8 | 129 ± 7 | 120 ± 9 | 131 ± 12 |
|  | Light vertical activity (count) | 118 ± 12 | 164 ± 11 ** | 147 ± 14 | 123 ± 11 |
|  | Total food consumption (g) | 5.1 ± 0.1 | 4.8 ± 0.1 | 5.2 ± 0.3 | 5.6 ± 0.3 |
|  | Total water consumption (ml) | 5.8 ± 0.2 | 6.1 ± 0.2 | 5.8 ± 0.2 | 6.1 ± 0.2 |
| Open Field | Distance travelled (m) | 93.4 ± 5.1 | 105 ± 5 | 83.2 ± 3.4 | 79.6 ± 5.0 |
|  | Rears (count) | 194 ± 17 | 213 ± 18 | 158 ± 12 | 163 ± 15 |
|  | Time in centre (%) | 10.6 ± 1.5 | 14.1 ± 1.7 | 10.4 ± 1.4 | 13.6 ± 2.0 |
| Stereotypy Observation | Digging (count) | 11.4 ± 2.3 | 15.9 ± 2.5 | 6.0 ± 0.9 | 5.7 ± 0.9 |
|  | Climbing (count) | 8.2 ± 1.2 | 16.2 ± 2.2 ** | 10.3 ± 1.5 | 6.2 ± 1.1 * |
|  | Rearing (count) | 40.5 ± 2.2 | 44.9 ± 2.5 | 39.3 ± 3.2 | 33.9 ± 2.9 |
| Marble burying | Uncovered marbles (%) | 35.1 ± 5.4 | 41.7 ± 4.4 | NT | |
|  | Partially covered marbles (%) | 16.7 ± 2.1 | 19.6 ± 1.7 |  |  |
|  | Fully covered marbles (%) | 48.3 ± 5.5 | 38.7 ± 4.3 |  |  |

In the circadian activity test, *Del/+* mice showed increased horizontal activity during the dark phase and enhanced vertical activity during the dark and the light phases whereas *Dup/+* mice showed reduced vertical activity during the dark phase. No behavioral phenotypes were detected in in the open field test. The marble burying test, which was only done for *Del/+* cohort, also did not reveal any phenotypes in mutant mice. Finally, observation of the animals in a novel home cage revealed increased and decreased level of climbing behavior in *Del/+* and *Dup/+* mice, respectively. NT: not tested. Data are shown as mean ± SEM. ^*^*p* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001, significantly different from their wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S7 Table — Working memory was first assessed with the Y maze test, which revealed an improvement in Dup/+ animals. Recognition memory was first evaluated with the novel object recognition task. In the acquisition session (S1), no difference in object exploration was noticed between genotypes. After a 3-hour delay, Del/+ and Dup/+ mice show memory impairment and improvement for object identity, respectively. We did the same test for the Dup/+ cohort with a 24-hour delay and found no phenotype, suggesting that duplication of Sult1a1–Spn impacts mnemonic processes associated with short-term memory. With the Del/+ cohort, we performed the novel place recognition task with a 3-hour delay and also found a memory deficit for object location. In the social interaction test, we found a decrease of sniffing behavior for Del/+ mice and a decrease of sniffing and following behaviors for Dup/+ animals. In the three-chamber sociability test, we did not observe differences in social interaction, but novel animal discrimination was significantly decreased for Del/+ animals. No motor coordination phenotype was seen in rotarod and notched bar tests but Del/+ and Dup/+ mice still presented stronger and weaker grip strength in the grip test, respectively. NT: not tested. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01 and ***P < 0.001, significantly different from wt counterparts, Student’s t-test.

**Supplementary Table S7.** Behavioral characterization of *Del/+* and *Dup/+* cohorts on the C57BL/6NxC3B genetic background.

| Test | Parameter | B6C3B *Del/+* cohort results | | B6C3B *Dup/+* cohort results | |
| --- | --- | --- | --- | --- | --- |
|  |  | wt | Del/+ | wt | Dup/+ |
| Y Maze | Arm entries (count) | 26.4 ± 1.5 | 30.1 ± 1.9 | 29.7 ± 1.4 | 23.4 ± 1.1 ** |
|  | Alternation (%) | 65.9 ± 2.2 | 66.7 ± 2.6 | 65.3 ± 2.4 | 73.1 ± 2.2 * |
| Novel Object Recognition 3 hour delay | S1 First object exploration (s) | 10.0 ± 1.1 | 10.5 ± 1.0 | 7.1 ± 0.9 | 5.1 ± 0.7 |
|  | S2 Former object exploration (s) | 4.1 ± 1.1 | 4.6 ± 0.5 | 4.2 ± 0.5 | 1.8 ± 0.6 ** |
|  | S2 Novel object exploration (s) | 9.1 ± 2.0 | 5.8 ± 0.7 | 7.3 ± 0.6 | 6.2 ± 0.6 |
|  | Discrimination index (%) | 69.3 ± 2.6 | 55.8 ± 1.6 *** | 64.4 ± 3.0 | 78.4 ± 1.9 ** |
| Novel Object Recognition 24 hour delay | S1 First object exploration (s) | NT | | 14.0 ± 2.0 | 13.5 ± 2.5 |
|  | S2 Former object exploration (s) |  |  | 4.8 ± 0.6 | 4.9 ± 0.9 |
|  | S2 Novel object exploration (s) |  |  | 9.7 ± 1.6 | 12.8 ± 3.1 |
|  | Discrimination index (%) |  |  | 64.0 ± 3.8 | 68.5 ± 2.7 |
| Novel Location Recognition 3 hour delay | S1 Object A exploration (s) | 4.6 ± 0.6 | 5.5 ± 0.6 | NT | |
|  | S1 Object B exploration (s) | 4.3 ± 0.8 | 5.8 ± 0.7 |  |  |
|  | S2 Fixed object explo. (s) | 1.7 ± 0.2 | 2.5 ± 0.4 |  |  |
|  | S2 Moved object explo. (s) | 2.8 ± 0.5 | 2.9 ± 0.6 |  |  |
|  | Discrimination index (%) | 62.8 ± 2.9 | 51.8 ± 2.4 * |  |  |
| Social Interaction | Sniffing time (s) | 106 ± 9 | 76 ± 8 * | 147 ± 7 | 99.1 ± 18.9 * |
|  | Following time (s) | 16.7 ± 1.8 | 10.6 ± 3.6 | 23.8 ± 2.5 | 12.3 ± 4.3 * |
| Three-Chamber Sociability | S1 First animal exploration (s) | 167 ± 26 | 171 ± 21 | 155 ± 20 | 135 ± 13 |
|  | S2 Former animal exploration (s) | 35.4 ± 8.4 | 82.4 ± 10.3 ** | 64.2 ± 10.1 | 62.7 ± 5.5 |
|  | S2 Novel animal exploration (s) | 218 ± 51 | 113 ± 11 * | 86.6 ± 6.3 | 97.2 ± 11.4 |
|  | Discrimination index (%) | 81.3 ± 5.3 | 57.7 ± 4.0 ** | 59.2 ± 4.0 | 59.3 ± 3.9 |
| Rotarod | D1 Time on the rod (s) | 119 ± 7 | 113 ± 9 | 60.9 ± 14.4 | 61.4 ± 12.6 |
|  | D2 Time on the rod (s) | 119 ± 10 | 129 ± 9 | 76.7 ± 8.5 | 76.1 ± 10.7 |
|  | D3 Time on the rod (s) | 138 ± 12 | 140 ± 11 | 96.2 ± 10.1 | 101 ± 11 |
| Notched Bar | Hind limb errors (%) | 4.5 ± 0.8 | 5.2 ± 0.6 | 5.3 ± 0.6 | 5.6 ± 1.0 |
| Grip Test | Grip strength (g/g body weight) | 8.9 ± 0.5 | 10.7 ± 0.5 * | 8.5 ± 0.5 | 7.2 ± 0.4 * |

Working memory was first assessed with the Y maze test, which revealed an improvement in *Dup/+* animals. Recognition memory was first evaluated with the novel object recognition task. In the acquisition session (S1), no difference in object exploration was noticed between genotypes. After a 3-hour delay, *Del/+* and *Dup/+* mice show memory impairment and improvement for object identity, respectively. We did the same test for the *Dup/+* cohort with a 24-hour delay and found no phenotype, suggesting that duplication of Sult1a1–Spn impacts mnemonic processes associated with short-term memory. With the *Del/+* cohort, we performed the novel place recognition task with a 3-hour delay and also found a memory deficit for object location. In the social interaction test, we found a decrease of sniffing behavior for *Del/+* mice and a decrease of sniffing and following behaviors for *Dup/+* animals. In the three-chamber sociability test, we did not observe differences in social interaction, but novel animal discrimination was significantly decreased for *Del/+* animals. No motor coordination phenotype was seen in rotarod and notched bar tests but *Del/+* and *Dup/+* mice still presented stronger and weaker grip strength in the grip test, respectively. NT: not tested. Data are shown as the mean ± SEM. ^*^*P* < 0.05, ^**^*P* < 0.01 and ^***^*P* < 0.001, significantly different from wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S8 Table — Animals were put on a high-fat diet at the age of 5 weeks. In comparison with controls, Del/+ animals were underweight, shorter in size and deposited less fat whereas Dup/+ mice were overweight, longer in size and displayed more adipose tissue. Indirect calorimetry showed increased levels of energy expenditure (EE) and oxygen consumption (OC) for Del/+ mice during the dark phase. Dup/+ mice presented a diminution of EE and OC during dark and light phases. In intraperitoneal glucose tolerance tests (IPGTT), Del/+ mice showed faster glucose clearance whereas Dup/+ mice presented similar glucose clearance in comparison to controls but had an increased glycemia before injection of glucose (T0 blood-glucose). Blood chemistry analysis did not reveal gross hematology changes except a diminution of free fatty acids level of Del/+ mice. Finally, consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for Del/+ mice and an increase of leptin levels for Dup/+ mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, significantly different from wt counterparts, Student’s t-test.

**Supplementary Table S8.** High-fat diet analysis of *Del/+* and *Dup/+* cohorts on the C57BL/6N genetic background.

| Test | Parameter | B6N *Del/+* cohort results | | B6N *Dup/+* cohort results | |
| --- | --- | --- | --- | --- | --- |
|  |  | wt | Del/+ | wt | Dup/+ |
| Body Weight Evolution | 6-week weight | 15.6 ± 0.6 | 11.5 ± 0.1 *** | 17.3 ± 0.2 | 18.1 ± 0.4 |
|  | 10-week weight | 20.6 ± 0.6 | 16.6 ± 0.3 *** | 21.9 ± 0.3 | 24.2 ± 0.6 ** |
|  | 14-week weight | 23.5 ± 0.8 | 18.5 ± 0.5 *** | 25.6 ± 0.6 | 29.4 ± 1.2 * |
| Body size | snout/tail basis distance | 9.61 ± 0.05 | 9.01 ± 0.07 *** | 9.43 ± 0.04 | 9.84 ± 0.06 *** |
| qNMR | Fat body (%) | 17.4 ± 2.1 | 9.9 ± 0.5 ** | 17.9 ± 1.2 | 25.0 ± 1.9 ** |
|  | Lean body (%) | 72.8 ± 1.7 | 78.5 ± 0.7 ** | 73.1 ± 1.0 | 67.3 ± 1.6 * |
|  | Free body fluids (%) | 7.17 ± 0.80 | 8.54 ± 0.89 | 6.15 ± 0.26 | 5.52 ± 0.20 |
| Indirect Calorimetry (TSE) | Light EE (Kcal/kg^0.75/h) | 7.48 ± 0.27 | 7.86 ± 0.10 | 8.01 ± 0.21 | 7.04 ± 0.20 ** |
|  | Dark EE (Kcal/kg^0.75/h) | 8.87 ± 0.39 | 10.49 ± 0.62 * | 9.29 ± 0.28 | 8.11 ± 0.19 ** |
|  | Light OC (ml/kg^0.75/h) | 1355 ± 47 | 1429 ± 18 | 1458 ± 37 | 1283 ± 28 ** |
|  | Dark OC (ml/kg^0.75/h) | 1600 ± 70 | 1893 ± 111 * | 1678 ± 51 | 1468 ± 32 ** |
| Intraperitoneal Glucose tolerance test (IPGTT) | T_0_ blood glucose (mg/dl) | 94.0 ± 4.0 | 114 ± 8 | 79.0 ± 4.5 | 109 ± 8 * |
|  | T_60_ blood glucose (mg/dl) | 186 ± 6 | 154 ± 6 ** | 187 ± 10 | 203 ± 10 |
|  | T_120_ blood glucose (mg/dl) | 103 ± 3 | 95.0 ± 7.8 | 87.1 ± 4.1 | 106 ± 6 |
|  | AUC (min*mg/dl) | 13900 ± 855 | 8465 ± 739 *** | 13995 ± 718 | 13352 ± 1038 |
| Blood chemistry | Glucose (mmol/l) | 15.0 ± 0.5 | 15.5 ± 0.4 | 16.5 ± 0.6 | 16.4 ± 0.5 |
|  | T Cholesterol (mmol/l) | 2.40 ± 0.15 | 2.41 ± 0.09 | 2.51 ± 0.09 | 2.66 ± 0.17 |
|  | Triglycerides (mmol/l) | 0.57 ± 0.03 | 0.52 ± 0.02 | 0.61 ± 0.02 | 0.61 ± 0.04 |
|  | Free fatty acids (mEq/l) | 0.65 ± 0.02 | 0.57 ± 0.03 * | 0.54 ± 0.06 | 0.56 ± 0.02 |
|  | Glycerol (µmol/l) | 208 ± 10 | 193 ± 7 | 190 ± 16 | 212 ± 12 |
| Endocrinology | Insulin (µg/l) | 1.13 ± 0.35 | 1.40 ± 0.49 | 1.12 ± 0.28 | 2.56 ± 0.58 |
|  | Leptin (ng/ml) | 0.93 ± 0.22 | 0.32 ± 0.06 * | 1.38 ± 0.31 | 4.16 ± 0.97 * |
|  | Adiponectin (µg/l) | 13.5 ± 0.7 | 11.4 ± 0.4 * | 14.7 ± 0.5 | 15.5 ± 0.6 |

Animals were put on a high-fat diet at the age of 5 weeks. In comparison with controls, *Del/+* animals were underweight, shorter in size and deposited less fat whereas *Dup/+* mice were overweight, longer in size and displayed more adipose tissue. Indirect calorimetry showed increased levels of energy expenditure (EE) and oxygen consumption (OC) for *Del/+* mice during the dark phase. *Dup/+* mice presented a diminution of EE and OC during dark and light phases. In intraperitoneal glucose tolerance tests (IPGTT), *Del/+* mice showed faster glucose clearance whereas *Dup/+* mice presented similar glucose clearance in comparison to controls but had an increased glycemia before injection of glucose (T_0_ blood-glucose). Blood chemistry analysis did not reveal gross hematology changes except a diminution of free fatty acids level of *Del/+* mice. Finally, consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for *Del/+* mice and an increase of leptin levels for *Dup/+* mice. Data are shown as the mean ± SEM. ^*^*P* < 0.05, ^**^*P* < 0.01, ^***^*P* < 0.001, significantly different from wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S9 Table — Animals were put on a high-fat diet at the age of 5 weeks. Del/+ animals were underweight and displayed less fat than wild-type littermates. Indirect calorimetry showed an increase in the levels of energy expenditure (EE) and oxygen consumption (OC) for Del/+ mice during dark and light phases. No difference of energy excreted in feces was found in bomb calorimetric analyses. During intraperitoneal glucose tolerance tests (IPGTT), Del/+ mice showed faster glucose clearance but had an increased glycemia before injection of glucose (T0 blood-glucose). Blood chemistry analysis revealed an increased level of calcium and decreased levels of glucose and cholesterol for mutant mice. Finally, in consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for Del/+ mice. Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, significantly different from wt counterparts, Student’s t-test.

**Supplementary Table S9.** High-fat diet analysis of *Del/+* cohort on the C57BL/6N-C3B genetic background.

|  |  |  |  | |
| --- | --- | --- | --- | --- |
| Test | Parameter | B6N *Del/+* cohort results | | |
|  |  | wt | | Del/+ |
| Body Weight Evolution | 6-week weight | 19.2 ± 0.4 | | 16.6 ± 0.3 *** |
|  | 10-week weight | 22.4 ± 0.3 | | 19.1 ± 0.3 *** |
|  | 14-week weight | 25.2 ± 0.3 | | 22.0 ± 0.4 *** |
| qNMR | Fat body (%) | 20.4 ± 1.3 | | 14.1 ± 0.6 *** |
|  | Lean body (%) | 71.7 ± 1.4 | | 76.5 ± 0.5 ** |
|  | Free body fluids (%) | 5.99 ± 0.28 | | 7.23 ± 0.30 ** |
| Indirect Calorimetry (TSE) | Light EE (Kcal/kg^0.75/h) | 8.66 ± 0.23 | | 9.96 ± 0.25 ** |
|  | Dark EE (Kcal/kg^0.75/h) | 9.66 ± 0.22 | | 11.45 ± 0.41 ** |
|  | Light OC (ml/kg^0.75/h) | 1570 ± 40 | | 1800 ± 45 ** |
|  | Dark OC (ml/kg^0.75/h) | 1311 ± 33 | | 1584 ± 57 ** |
| Calorimetric Bomb | Faeces energy content (cal/g faeces) | 3835 ± 46 | | 3782 ± 70 |
|  | Energy excreted (Kcal/mouse/day) | 3.07 ± 0.10 | | 2.78 ± 0.20 |
| Intraperitoneal Glucose tolerance test (IPGTT) | T_0_ blood glucose (mg/dl) | 62.7 ± 4.0 | | 91.4 ± 4.7 *** |
|  | T_60_ blood glucose (mg/dl) | 232 ± 9 | | 176 ± 21 * |
|  | T_120_ blood glucose (mg/dl) | 72.8 ± 1.6 | | 82.1 ± 4.3 |
|  | AUC (min*mg/dl) | 17778 ± 519 | | 10334 ± 1908 ** |
| Blood chemistry | Glucose (mmol/l) | 16.0 ± 0.4 | | 14.2 ± 0.6 * |
|  | T Cholesterol (mmol/l) | 3.21 ± 0.07 | | 2.86 ± 0.10 * |
|  | Triglycerides (mmol/l) | 0.86 ± 0.10 | | 0.95 ± 0.09 |
|  | Free fatty acids (mEq/l) | 0.95 ± 0.07 | | 0.95 ± 0.03 |
|  | Glycerol (µmol/l) | 286 ± 14 | | 281 ± 8 |
|  | Ca (mmol/l) | 2.29 ± 0.01 | | 2.35 ± 0.01*** |
|  | P (mmol/l) | 1.93 ± 0.08 | | 1.86 ± 0.50 |
| Endocrinology | Leptin (ng/ml) | < 0.1 | | < 0.1 |
|  | Leptin (ng/ml) | 39.0 ± 3.4 | | 10.7 ± 2.5 *** |
|  | Adiponectin (µg/l) | 7.80 ± 0.18 | | 6.34 ± 0.42 ** |

Animals were put on a high-fat diet at the age of 5 weeks. *Del/+* animals were underweight and displayed less fat than wild-type littermates. Indirect calorimetry showed an increase in the levels of energy expenditure (EE) and oxygen consumption (OC) for *Del/+* mice during dark and light phases. No difference of energy excreted in feces was found in bomb calorimetric analyses. During intraperitoneal glucose tolerance tests (IPGTT), *Del/+* mice showed faster glucose clearance but had an increased glycemia before injection of glucose (T_0_ blood-glucose). Blood chemistry analysis revealed an increased level of calcium and decreased levels of glucose and cholesterol for mutant mice. Finally, in consistent with qNMR results, endocrinology analysis showed diminution of leptin and adiponectin level for *Del/+* mice. Data are shown as the mean ± SEM. ^*^*P* < 0.05, ^**^*P* < 0.01, ^***^*P* < 0.001, significantly different from wt counterparts, Student’s t-test.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S10 Table — Our analysis considers the pre-ranked gene list according to the LIMMA results based on the dosage model. The gene set database used was the MSigDB C2 (c2.all.v4.0.symbols.gmt), which collects curated gene sets from online pathways, publications in PubMed, and the knowledge of domain experts. The table include gene sets dose-dependently upregulated (upregulated in the Dup/+ mice and downregulated in Del/+ mice) and downregulated (downregulated in the Dup/+ mice and upregulated in Del/+ mice). Data with an FDR below 25% are shown. CEREB: Cerebellum; DEREG: Deregulation; HIP: Hippocampus STRI: Striatum.

**Supplementary Table S10.** GSEA analysis

Our GSEA analysis considers the pre-ranked gene list according to the LIMMA results based on the dosage model. The gene set database used was the MSigDB C2 (c2.all.v4.0.symbols.gmt), which collects curated gene sets from online pathways, publications in PubMed, and the knowledge of domain experts. The table include gene sets dose-dependently upregulated (upregulated in the *Dup/+* mice and downregulated in *Del/+* mice) and downregulated (downregulated in the *Dup/+* mice and upregulated in *Del/+* mice). Data with an FDR below 25% are shown. CEREB: Cerebellum; DEREG: Deregulation; HIP: Hippocampus STRI: Striatum.

# Supplementary material for: Reciprocal Effects on Neurocognitive and Metabolic Phenotypes in Mouse Models of 16p11.2 Deletion and Duplication Syndromes
**Source:** PLoS Genet. 2016 Feb 12;12(2):e1005709. doi: 10.1371/journal.pgen.1005709
**Supplement:** S1 File — Detailed protocols used in the study or for supplementary figures and tables are provided in the document.

# Supplementary information

**Generation of mice carrying rearrangements of the *Sult1a1–Spn* genetic interval**

To generate mouse models of the 16p11.2 BP4-BP5 rearrangements, we introduced LoxP sites flanking the syntenic region located on chromosome 7F3 **(**Supp Fig. 1A). Mutant mice were obtained by using an *in vivo* TAMERE strategy [1, 2]. LoxP sites were first introduced by homologous recombination in C57BL/6N (B6N) embryonic stem cells at *Sult1a1* and *Spn* loci in the same orientation and the corresponding mouse line were generated. Selection cassettes were excised and mice were crossed with Hprt<tm1(cre)Mnn> mice [3], expressing the Cre recombinase under the control of the X-linked hypoxanthine guanine phosphoribosyl transferase gene promoter active in oocytes. Females born from this mating and bearing both the Hprt<tm1(cre)Mnn> transgene and loxP sites in a trans configuration were mated with wt B6N males (Supp Fig. 1B). We recovered mice carrying the deletion (*Del/+*) and the duplication (*Dup/+*) for the *Sult1a1-Spn* region with a recombination frequency of respectively 3 and 4 animals out of 97 newborns.

**Behavioral analysis**

Anxiety and activity of mice were evaluated with the elevated plus maze. The apparatus consists of two opposed open arms (30 x 5 cm) crossed by two enclosed arms (30 x 5 x 15 cm), and elevated 66 cm from the floor. The light intensity at the extremity of the open arms was kept at 50 Lux. Each mouse was tested for 5 min after being placed in the central platform and allowed to explore freely the apparatus. The number of entries and time spent in the open arms were used as an anxiety index. Closed arm entries and rears in the closed arms were used as measures of general motor activity.

The Morris water maze paradigm was used to evaluate spatial learning and memory of mice. Our protocol is adapted from an established protocol [4]. The apparatus consists in a circular pool (150-cm diameter, 60-cm height) filled to a depth of 40 cm with water maintained at 20°C–22°C and made opaque using a white aqueous emulsion (Acusol OP 301 opacifier). An escape platform, made of 6 cm diameter rough plastic, is submerged 1 cm below the water surface. The test began with 6 days of acquisition, 4 trials per day, at 120 Lux. Each trial started with the mouse facing the interior wall of the pool and ended when the animal either climbs on the platform or after a maximum searching time of 90 sec. The platform was at the same position for all four trials but starting positions changed randomly between each trial with departures from each cardinal point. Distances travelled to find the platform and swimming speeds were analysed each day. On the 7^th^ day, mice were given a single trial of 60 seconds during the probe test or removal session in which the platform was removed. The distance travelled and duration spent in each quadrant (NW, NE, SW, SE) were recorded. Annulus crossing index was calculated as the number of times that animals crossed the exact platform position. On 12^th^ and 13^th^ days, mice were tested with reversal sessions with 4 trials of 90 seconds per day. The platform was made visible by a small dark ball placed 12cm on top of the platform, while the external cues were hidden by surrounding the pool with a black curtain. To be sure that the mouse used the platform cue, starting position and platform position were changed for each trial.

In addition to the new object recognition (NOR), we used the object location recognition task (NLR) to evaluate the recognition memory of animals. In the first 10-min acquisition trial, animals were exposed to two objects, a green marble and a die. 3 hours later, one of the familiar objects was displaced to a novel location (object B) and the exploration time of the two objects was recorded for 10 min. A discrimination index was defined as (*t*_B_/(*t*_A_ + *t*_B_)) x 100. All mice which did not explore both objects more than 4 seconds during the acquisition trial were excluded from the analysis.

The Y-maze test was used to evaluate short-term working memory. This test is based on the innate preference of animals to explore an arm that has not been previously explored, a behavior that, if occurring with a frequency greater than 50%, is called spontaneous alternation. In this test, we used a Y-shaped maze with three white, opaque plexiglass arms of equivalent length forming a 120° angle with each other. The arms have walls with specific motifs to distinguish from each other. After introduction at the center of the maze illuminated at 60 Lux, animals were allowed to explore freely the three arms for 6 minutes. The number of arm entries and the number of triads were recorded to calculate the percentage of alternation.

The marble burying test was used to evaluate anxiety and impulsive/compulsive behaviors of animals. Mice were put individually into dimly lit (60 Lux) clean home-cages containing a 6-cm layer of sawdust covered with 24 colorless marbles of 1-cm diameter. Numbers of marbles partially and fully buried are recorded after 15-min of test.

In addition to the social interaction test, social behavior was tested using the three-chamber sociability test for social preference and discrimination using a specific apparatus (Stoelting, Dublin) with three successive and identical chambers (20 cm × 40 cm × 22 (height) cm with 5 cm × 8 cm openings allowing access between the chambers). The testing wad performed as previously described [5]. During habituation, mice were allowed to explore the three chambers freely for 10 min. In the second phase, the test mouse was placed into the central box, while an unfamiliar mouse (stranger 1) was put into one of the wire cages in a random and balanced manner. The doors were reopened and the test mouse was allowed to explore the chambers for 10 min. Time spent to explore the empty cage and the cage with stranger 1 was recorded. In the third phase, the social discrimination was evaluated with a new mouse being placed into the empty wire cage and the test mouse was allowed to explore again the entire arena for 10 min, having the choice between the familiar mouse (stranger 1 or 1) and the novel mouse (stranger 2 or 2). A social discrimination index or social preference was defined as the percentage of time spent exploring the novel mouse as (*t*_2_/(*t*_1_ + *t*_2_)) × 100.

A forced swimming test was used to detect a depressed state by forcing mice to swim in a narrow cylinder from which they cannot escape. Mice were placed in a Plexiglass cylinder containing water (21°C-23°C) at a depth of 15 cm. After a brief period of vigorous activity, mice adopt a characteristic floating posture. Each animal was submitted to a forced swim session of 6 min and the total duration of floating and swimming behaviors were measured.

Acoustic startle reflex was evaluated with the prepulse inhibition (PPI) test using eight startle devices (SRLAB, San Diego Instruments, San Diego, CA), each consisting of a Plexiglas cylinder (5.1 cm outside diameter) mounted on a Plexiglas platform in a ventilated, sound-attenuated cubicle with a high-frequency loudspeaker (28 cm above the cylinder) producing both a continuous background noise and various acoustic stimuli. The background noise of each chamber was set at 65 dB. Movements within the cylinder were detected and transduced by a piezoelectric accelerometer attached to the Plexiglass base, digitized, and stored by a computer. Beginning at the stimulus onset, 65 readings of 1ms were recorded to obtain the animal’s startle amplitude. Auditory stimuli are bursts of white noise (0–20KHz and 0 ms rise–decay). The optimal PPI parameters (eg, stimuli intensity and duration, prepulse–pulse intervals) were defined based on our previous validation studies [6]. Stimuli levels and piezoaccelerometer sensitivity were calibrated before each PPI session. Testing is adapted from the established protocol [7]. The session was initiated with 5 min acclimation period followed by 10 different trial types: acoustic startle pulse alone (white noise, 110 dB/40 ms); 8 different prepulse trials in which either 20 ms long 70, 80, 85 or 90 dB stimuli were presented alone or preceded the pulse by 50 ms, and finally 1 trial in which only the background noise was presented to measure the baseline movement in the Plexiglass cylinder. The test session begun with five presentations of the startle pulse trial, which were excluded from statistical analysis. Then, each acoustic or BN trial was presented 10 times in random order. The average ITI was 15 s (10–20 s).

The pentylenetetrazol (PTZ) sensitivity test was used to determine the seizure threshold of animals. PTZ acts as a non-competitive GABA-A receptor antagonist, reducing neuronal inhibition [8]. This substance induces myoclonic, clonic or tonic seizures depending on the dose injected [9]. PTZ solution was freshly prepared (30 mg in 10 ml of 0.9% NaCl) and injected intraperitoneally at 30 mg/kl (300µL of solution for a 30g mouse). Immediately after PTZ adimistration, mice were put in a clean translucent arena. Events of myoclonic seizures were noted. If mice had clonic seizure, the latency after PTZ injection and the duration of event was noted.

Hedonic behavior was studied in the sucrose preference test by measuring preference for sucrose when the animal has free access to two bottles containing either a 0.8% sucrose solution or water. Mice were first habituated to sucrose in their home cages where water was replaced with sucrose solution (from 5 pm on day 1 to 9 am on day 2). On days 2–4, mice were evaluated for sucrose preference in testing cages (30 × 15 × 12 cm^3^). At 5 pm of each day, mice were put into individual cages with food *ad libitum*. One hour later, two bottles of water and 0.8% sucrose were provided for 15 h. At 9 am on the next day, mice were put back to their home cage and the two bottles were weighed.

The muscular strength was evaluated with the grip strength. Mice were first weighed and tested with a handy force gauge (Bioseb, France). Animals were placed on the instrument grid and pulled by the tail until letting go. The force (g) was related to animal weight (g).

The social odour discrimination test was undertaken to verify olfaction and to validate sociability results based principally on this sense. The test was adapted from a described procedure[10]. Mice were assessed for water versus social odor discrimination. Odor exploration was measured in a clean cage with fresh bedding. Odors were presented on two cotton-tipped wooden applicators. Animals were first habituated to the novel cage for 3 min, and then tested during 3 consecutive sessions of 3 min each with 2 min inter-trial interval (ITI). During each session, two applicators were presented: (session 1) water-water, (session 2) water-social odour, and (session 3) water-social odour. The position of the odour for the sessions 2 and 3 was randomized. Cotton sniffing durations (when the animal’s snout was directed toward the cotton at a distance ≤1 cm) were recorded for each session.

The non-social odor discrimination was adapted from an established protocol [11]. Odor exploration was measured in a clean cage with fresh bedding. Odors were presented on a small piece of Whatman paper placed in a perforated tube (H: 4 cm, diameter: 3 cm). Animals were first habituated to the novel cage for 3 min, and then tested during 5 consecutive sessions of 2 min, each with 8 min inter-trial interval (ITI). In the 4 first sessions, the perforated tube contained Whatman paper soaked with orange flower water. On the last session, Whatman paper was replaced with the paper soaked with vanilla extract. Odor sniffing duration (when the animal’s snout was directed toward the perforated tube at a distance ≤1 cm) was recorded for each session.

#### Auditory brain response (ABR) recordings

The auditory brainstem response (ABR) helped us to determine hearing sensitivity [12]. Four *Del/+*, 4 wt, 4 *Del/Dup*, and 2 *Dup/+* animals were anesthetized using intraperitoneal injection of ketamine/xylazine and placed on a heating blanket inside a sound attenuating booth. Sub-cutaneous needle electrodes were inserted in the skin on the vertex (active) and overlying the ventral region of the left (reference) and right (ground) bullae to record responses of the left ear. Stimuli were presented as free-field sounds from a speaker (Tucker Davis Technologies, FF1) whose leading edge was 10 cm in front of the mouse's interaural axis at an elevation of 30°. The sound delivery system was calibrated using an ACO Pacific 7017 microphone. For threshold determination, custom software, and Tucker Davis Technologies hardware were used to deliver click (0.01 ms duration) and tone pip (6, 12, 18, 24 and 30 kHz of 5 ms duration, 1 ms rise/fall time) stimuli at a range of intensity levels from 10–100+ dB SPL in 3 dB steps. Averaged responses to 256 stimuli, presented at 42.2/s, were analyzed and thresholds established as the lowest sound intensity giving a visually-detectable ABR response. For clicks, responses were also recorded from the right ear.

#### Hippocampal slice electrophysiology

Acute hippocampal slices were used to record field excitatory post synaptic potentials (fEPSPs), by the MEA60 electrophysiological suite (Multi Channel Systems, Reutlingen, FRG) as described [13, 14]. Eight set-ups consisting of a MEA1060-BC pre-amplifier and a filter amplifier (gain 550x) were run simultaneously by data acquisition units operated by MC_Rack software. Raw electrode data were digitized at 10 kHz and stored on a PC hard disk for subsequent analysis. To record fEPSPs, a hippocampal slice was placed into the well of the 5x13 3D multi electrode array (MEA) biochip (Qwane Biosciences, Lausanne, Switzerland). The slice was guided to a desired position with a fine paint brush and gently fixed over MEA electrodes by a silver ring with attached nylon mesh lowered vertically by a one-dimensional U-1C micromanipulator (You Ltd, Tokyo, Japan). MEA biochips were fitted into the pre-amplifier case and fresh ACSF was delivered to the MEA well through a temperature-controlled perfusion cannula that warmed perfused media to 32°C. Monopolar stimulation of Schäffer collateral /commissural fibers through array electrodes was performed by STG4008 stimulus generator (Multi Channel Systems, Reutlingen, FRG). Biphasic (positive/negative, 100 µs/a phase) voltage pulses were used. Amplitude, duration and frequency of stimulation were controlled by MC_Stimulus II software. All experiments were performed using two-pathway stimulation of Schäffer collateral/commissural fibers. Our previous experiments that utilized MEAs, demonstrated that largest LTP was recorded in proximal part of apical dendrites of CA1 pyramidal neurons [13]. We have therefore picked a single principal recording electrode in the middle of the proximal part of the CA1 region and assigned two electrodes for stimulation of the control and test pathways on the subicular side and on the CA3 side of *stratum radiatum* respectively. The distance from the recording electrode to the test stimulation electrode was 400-510 µm and to the control stimulation electrode 316-447 µm. To evoke orthodromic fEPSPs, test and control pathways were activated in succession at a frequency of 0.02 Hz. Baseline stimulation strength was adjusted to evoke a response that corresponded to 40% of the maximal attainable fEPSP at the recording electrode located in proximal *stratum radiatum*. Slope of the negative part of fEPSPs was used as a measure of the synaptic strength. Paired stimulation with an interpulse interval of 50 ms was used to observe paired-pulse facilitation (PPF) in baseline conditions in the test pathway before LTP induction. PPF was calculated by dividing the negative slope of fEPSP obtained in response to the second pulse by the amplitude of fEPSP amplitude evoked by the preceding pulse. To induce LTP, 10 bursts of baseline strength stimuli were administered at 5 Hz to test pathway with 4 pulses given at 100 Hz per burst (total 40 stimuli). LTP plots were scaled to the average of the first five baseline points. Normalization of LTP values was performed by dividing the fEPSP amplitude in the tetanized pathway by the amplitude of the control fEPSP at corresponding time points. Normalized LTP values averaged across the period of 61-65 min after theta-burst stimulation were used for statistical comparison.

**Craniofacial analysis**

Three-dimensional coordinates of 39 relevant cranial landmarks were recorded using Landmark software, and posterior comparisons were performed using the Euclidean distance matrix analysis (EDMA) with the WinEDMA software (version 1.0.1 beta). Three-dimensional data were converted into linear distances compiled into a matrix. Both the form (size of the skull) difference matrix (FDM) and the shape difference matrix (SDM) were analysed. A ratio different from 1 (FDM) or 0 (SDM) for any linear distance indicates that the two samples are not similar for that measure.

Confidence intervals were estimated using a non-parametric bootstrapping algorithm. For each linear distance, the null hypothesis was rejected if the 90% confidence interval did not include 1 (FDM) or 0 (SDM): rejection of the null hypothesis enabled localization of differences to specific landmarks and linear distances. Bootstrap Distributions of T (FDM) and Z (SDM) were calculated as follows: for each FDM, a T value was calculated.

**Tibialis anterior muscle contractile properties and succinate dehydrogenase staining**

Tibialis anterior (TA) of 28 week-old male mice (*n* = 6 wt; n = 5 *Del/+; n* = 7 *Del/Dup*; n = 8 *Dup/+*) of C57BL/6N genetic background were used for the study. Muscle force measurements were evaluated by measuring in situ muscle isometric contraction in response to nerve stimulation, as described previously [15]. Results from nerve stimulation are shown on fig S4. Fatigue was measured as time taken to reach 50% of the maximum force produced. After contractile measurements, the animals were killed by cervical dislocation. TA muscles were then dissected and weighed to determine specific maximal force. Transverse cryosections (8 μm) of mouse skeletal muscles were prepared, fixed, and stained with succinate dehydrogenase (SDH)[16]. Sections were imaged with a slide scanner NanoZoomer 2HT.

**REFERENCES**

1. Herault Y, Rassoulzadegan M, Cuzin F, Duboule D. Engineering chromosomes in mice through targeted meiotic recombination (TAMERE). Nature Genetics. 1998;20(4):381-4. PubMed PMID: WOS:000077199600028.

2. Brault V, Pereira P, Duchon A, Herault Y. Modeling chromosomes in mouse to explore the function of genes, genomic disorders, and chromosomal organization. Plos Genetics. 2006;2(7):911-9. doi: e86

10.1371/journal.pgen.0020086. PubMed PMID: WOS:000239494800001.

3. Tang SHE, Silva FJ, Tsark WMK, Mann JR. A Cre/loxP-deleter transgenic line in mouse strain 129S1/SvImJ. Genesis. 2002;32(3):199-202. doi: 10.1002/gene.10030. PubMed PMID: WOS:000174538100002.

4. Duchon A, Pothion S, Brault V, Sharp AJ, Tybulewicz VLJ, Fisher EMC, et al. The telomeric part of the human chromosome 21 from Cstb to Prmt2 is not necessary for the locomotor and short-term memory deficits observed in the Tc1 mouse model of Down syndrome. Behavioural Brain Research. 2011;217(2):271-81. doi: 10.1016/j.bbr.2010.10.023. PubMed PMID: WOS:000286698300003.

5. Moy SS, Nadler JJ, Perez A, Barbaro RP, Johns JM, Magnuson TR, et al. Sociability and preference for social novelty in five inbred strains: an approach to assess autistic-like behavior in mice. Genes Brain Behav. 2004;3(5):287-302. doi: 10.1111/j.1601-1848.2004.00076.x. PubMed PMID: 15344922.

6. Aubert L, Reiss D, Ouagazzal AM. Auditory and visual prepulse inhibition in mice: parametric analysis and strain comparisons. Genes Brain Behav. 2006;5(5):423-31. doi: 10.1111/j.1601-183X.2005.00178.x. PubMed PMID: 16879636.

7. Ouagazzal AM, Reiss D, Romand R. Effects of age-related hearing loss on startle reflex and prepulse inhibition in mice on pure and mixed C57BL and 129 genetic background. Behav Brain Res. 2006;172(2):307-15. doi: 10.1016/j.bbr.2006.05.018. PubMed PMID: 16814879.

8. Ramanjaneyulu R, Ticku MK. Interactions of pentamethylenetetrazole and tetrazole analogues with the picrotoxinin site of the benzodiazepine-GABA receptor-ionophore complex. Eur J Pharmacol. 1984;98(3-4):337-45. PubMed PMID: 6327331.

9. Meldrum B. Do preclinical seizure models preselect certain adverse effects of antiepileptic drugs. Epilepsy Res. 2002;50(1-2):33-40. PubMed PMID: 12151115.

10. Yang M, Crawley JN. Simple behavioral assessment of mouse olfaction. Curr Protoc Neurosci. 2009;Chapter 8:Unit 8.24. doi: 10.1002/0471142301.ns0824s48. PubMed PMID: 19575474; PubMed Central PMCID: PMCPMC2753229.

11. Ferguson JN, Young LJ, Hearn EF, Matzuk MM, Insel TR, Winslow JT. Social amnesia in mice lacking the oxytocin gene. Nat Genet. 2000;25(3):284-8. doi: 10.1038/77040. PubMed PMID: 10888874.

12. Kuhn S, Ingham N, Pearson S, Gribble SM, Clayton S, Steel KP, et al. Auditory function in the Tc1 mouse model of down syndrome suggests a limited region of human chromosome 21 involved in otitis media. PLoS One. 2012;7(2):e31433. doi: 10.1371/journal.pone.0031433. PubMed PMID: 22348087; PubMed Central PMCID: PMCPMC3279367.

13. Kopanitsa MV, Afinowi NO, Grant SG. Recording long-term potentiation of synaptic transmission by three-dimensional multi-electrode arrays. BMC Neurosci. 2006;7:61. doi: 10.1186/1471-2202-7-61. PubMed PMID: 16942609; PubMed Central PMCID: PMCPMC1574331.

14. Coba MP, Komiyama NH, Nithianantharajah J, Kopanitsa MV, Indersmitten T, Skene NG, et al. TNiK is required for postsynaptic and nuclear signaling pathways and cognitive function. J Neurosci. 2012;32(40):13987-99. doi: 10.1523/JNEUROSCI.2433-12.2012. PubMed PMID: 23035106; PubMed Central PMCID: PMCPMC3978779.

15. Cowling BS, Toussaint A, Amoasii L, Koebel P, Ferry A, Davignon L, et al. Increased expression of wild-type or a centronuclear myopathy mutant of dynamin 2 in skeletal muscle of adult mice leads to structural defects and muscle weakness. Am J Pathol. 2011;178(5):2224-35. doi: 10.1016/j.ajpath.2011.01.054. PubMed PMID: 21514436; PubMed Central PMCID: PMCPMC3081151.

16. Brault V, Duchon A, Romestaing C, Sahun I, Pothion S, Karout M, et al. Opposite phenotypes of muscle strength and locomotor function in mouse models of partial trisomy and monosomy 21 for the proximal Hspa13-App region. PLoS Genet. 2015;11(3):e1005062. doi: 10.1371/journal.pgen.1005062. PubMed PMID: 25803843; PubMed Central PMCID: PMCPMC4372517.

How the deposited data were processed for this re-analysis (not part of the article)

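Gene expression was measured in the hippocampus, striatum, cerebellum and liver of adult male Del/+, Dup/+ and wt mice on 56 Affymetrix Mouse Gene 2.1 ST arrays, 1 array per mouse and tissue. Before deposit, the authors processed the arrays with Affymetrix Expression Console and quantile normalized the 44 brain arrays and the 12 liver arrays separately, and the deposited values are log2 signals per probe set. That they are on the log2 scale was read from their range, since the table does not state it. The paper's text does not name the background correction or the summary of probes into probe sets. The filter of the paper had not been applied to the table and was applied here: a probe set was kept when its highest signal reached the median signal of all probe sets, 4.85 in brain and 3.61 in liver, and its variance exceeded the 25th percentile, both worked out over the arrays normalized together. This left 19389 probe sets in brain, of which 10994 list a gene, and 18982 in liver, of which 10672 list a gene. Of the genes of the region, 25 of 31 had a probe set of their own. The number of arrays limits the precision.

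The dosage fit used limma (version 3.58.1) in R (version 4.3.3) in each tissue alone, with copy number coded -1, 0 and 1 and empirical Bayes moderation, and p-values are two-sided. Adjustment over the kept probe sets followed Benjamini and Hochberg at 5% and 10% FDR. Probe sets outside the region are those that list at least 1 gene and none of the region. Gene lists were tested with camera of limma on the slopes, with 1 probe set per gene, lists of at least 5 measured genes, a preset correlation of 0.01 and an adjustment over the lists of the tissue. Reactome gene sets of 15 to 500 measured genes, in place of the C2 collection of the paper, were tested with fgsea (version 1.28.0) on genes ranked by the moderated statistic of the dosage fit, at 25% FDR. Slopes were compared between brain regions, which were normalized together, by a contrast in limma, and not with the liver. Region means and list means per array were tested with exact permutation tests over all assignments of the arrays to the genotypes, in Python (version 3.11.15) with numpy (version 2.4.6), scipy (version 1.17.1) and pandas (version 2.3.3). Plots were drawn with matplotlib (version 3.10.9). Background was the 95th percentile of the wt signals of 1405 olfactory and vomeronasal receptor probe sets. The fit was tested on simulated data, in which 200 probe sets of each tissue were given slopes of 0.25, 0.5 or 1. At a slope of 0.25 it recovered 38.8% of 67 in the hippocampus, 32.8% in the striatum, 13.4% in the cerebellum and 1.49% in the liver, and at a slope of 1 it recovered 98.5%, 95.5%, 90.9% and 84.8% of 66, with 10, 10, 4 and 1 false calls.

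The genes named are those of the region, the probe sets of 1 gene outside the region that passed at 5% FDR (where fewer than 5 passed in a tissue, the 5 with the smallest p, said not to pass), Sh2b1 and flanking genes that pass over their list alone, the 4 members with the smallest p of each list described, and genes that the paper names in its transcriptome text. Fig. 6 of the paper was seen before this rule was written. Nupr1, Ctf1, Dctpp1, Il27 and the genes of joint probe sets fall outside the rule and were chosen after their values were seen. Some genes, among them 1 of the region, are not reported here. The alternatives tried were no filter, a filter worked out within the tissue, the log2 of the copy ratio as the coding, array plate as a block, a variance trend with robust moderation, quantile normalization again within the tissue, Del/+ and Dup/+ each against wt, an estimated correlation between genes, cameraPR, the ranking without the genes of the region, the mouse number as a replicate block where brain regions were compared, and leaving out each Del/+ and each Dup/+ array in turn. Array plates were read from the array numbers and are not stated in the paper. After the data were seen, 3 alternatives were added: probe sets with no gene listed counted too, an adjustment without the region probe sets for those outside, and the striatum without the arrays of Dup/+ 21 and 47. The wt arrays were not left out in turn.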

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

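The tests of the share of striatal neurons, of tissue in the striatum arrays of Dup/+ 21 and 47 and of the signal near background and the splits adjusted without the region probe sets were chosen after the results were seen. Arrays were set apart where the gap to the nearest other array of the same group exceeded the critical share of the group's range at the 95% level. Of 280 groups of 4 to 8 arrays, 24 had such an array, where chance alone gives about 14.

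Striatal projection neuron markers fell and thalamus and midbrain markers rose with copy number in the striatum, and the Dup/+ arrays of mice 21 and 47 lay apart from the others in both. Neither list passed with an estimated correlation (adjusted p = 0.291 for both) or without these 2 arrays (adjusted p = 0.266 and 0.907). A single array does not decide the shift, since the highest adjusted p of both lists without each of the 8 Del/+ and Dup/+ arrays in turn was 2.03e-04. Other brain tissue in these 2 arrays is a candidate explanation: of 60 probe sets enriched in wt striatum and outside the lists, 83.3% had them as their lowest arrays, against 10.0% for the next pair. A lower share of striatal neurons would raise other cell types alike. Against it, the microglia list fell (adjusted p = 0.0103), and the slopes of the astrocyte, oligodendrocyte, microglia and endothelial lists moved apart, from -0.060 to 0.11 (exact permutation p of their range = 0.00191). It stays open, since the microglia fall did not pass with an estimated correlation (adjusted p = 0.291) or without Dup/+ 21, and the range did not pass without Dup/+ 47 (p = 0.0569). Also open are shares of neighbouring tissue that vary between all arrays, since Pearson's r of both list means over 8 wt arrays was 0.354 (exact permutation p = 0.370, two-sided; Spearman's rank correlation 0.0476, exact permutation p = 0.935; r = 0.144 without the 2 farthest arrays; 0.743 within plates), too few arrays to exclude a negative r. A change of the striatum in Dup/+ mice itself was not tested apart from dissection.

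Of the kept pairs of region gene and tissue, 27 had slopes that did not pass, among them Tbx6 in all 4 tissues and Qprt in the 3 brain regions. A signal too near background does not account for all of these, since 8 pairs lay more than 1 log2 unit above it, among them Sult1a1 in the liver, by 6.70. Of these 8, 0 had an upper bound of the slope under 0.5 times the median slope of the genes that passed, so that a smaller rise and a rise missed for lack of precision cannot be told apart. For the other 19 pairs a signal near background stays open. Dosage compensation of single genes was not excluded.

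Fatty acid and triglyceride synthesis genes rose with copy number in the liver (adjusted p = 1.15e-09, and adjusted p = 0.134 with an estimated correlation). Mice of both sexes are excluded, as the lowest mean signal of Y-linked genes on any array was 7.53 against a background of 3.15, and array plate alone is excluded, as the lowest slope within a plate was 0.26. A spread between mice from feeding or time of day may contribute, since the list mean ranged over 0.860 among the 6 wt arrays, more than the 0.627 between the Dup/+ and Del/+ means. An effect of the copy number stays open beside it.

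Other splits of the arrays into groups of the same sizes, 100 in each tissue with the real one, were fitted the same way. For the region counts of 24, 22, 21 and 11 in the hippocampus, striatum, cerebellum and liver, only the real split, 1 of 100, reached the count, the highest other count was 0, and chance can be excluded. Outside the region only the real split, 1 of 100, reached the counts at 5% FDR (3, 1, 3 and 3, highest others 1, 0, 0 and 0) and at 10% FDR (9, 5, 5 and 4, highest other 1 in each), but these splits decide nothing, since region probe sets that pass in the real split alone ease its threshold. Adjusted without the region probe sets, the counts were 1, 0, 1 and 2 at 5% FDR (highest others 1, 0, 0 and 0) and 1, 0, 2 and 2 at 10% FDR (highest other 1 in each). In the cerebellum and the liver only the real split reached the counts (1 of 100 each). This does not exclude chance, since probe sets with no listed gene stayed in the adjustment and were not placed on the genome. Any of them within the region would ease the threshold of the real split alone. In the hippocampus 2 and 3 of 100 splits, the real one included, reached the count of 1, so chance is not excluded. It cannot be excluded in the striatum (100 of 100). The number of lists called was exceeded or reached by 38 of 100 splits in the hippocampus (5 real, highest other 10), where chance cannot be excluded. It was reached by 1 in the striatum (13, highest other 11), 2 in the cerebellum (7, highest other 7) and 1 in the liver (11, highest other 9). In these tissues other splits rarely gave as many lists, though some came near, and this decides nothing for any single list. Of the 13 striatum calls, 5 were kept without Dup/+ 21 and 47. For Reactome gene sets chance cannot be excluded: in the striatum 43 splits had as many rising (10, highest other 67) and 67 as many falling (5, highest other 47), and in the liver 18 as many rising (37, highest other 99) and 19 as many falling (45, highest other 109). With 0 real calls all 100 splits reach the count, for flanking genes in every tissue (highest other 0) and for Reactome sets in the hippocampus (highest others 101 and 48) and the cerebellum (52 and 20). For slopes that differ between the striatum and the cerebellum, 7 of 100 splits reached the real count of 1 (highest other 3), and chance cannot be excluded. It cannot be for the striatum against the hippocampus (0, highest other 1) or the hippocampus against the cerebellum (0, highest other 32), with 100 of 100 splits each. Splits that call several times the real number of Reactome sets, or of genes whose slopes differ between the hippocampus and the cerebellum, point to a structure of the samples apart from genotype or to correlation between genes, which were not told apart.

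Igfbp5 had a slope in the striatum that was higher by 0.56 than in the cerebellum (adjusted p = 0.00275 in limma). In the hippocampus of Del/+ mice, Cdipt was lowest on array 11 (share of the range 0.855, signal 9.03 against a median of 9.33), Sult1a1 on array 7 (0.862, 4.75 against 5.03), Spn on array 7 (0.8295, 3.18 against 3.94), and Coro1a was highest on array 23 (0.954, 7.38 against 7.04). In hippocampus wt mice, array 49 was highest for the mean of the region genes (0.531, 6.60 against 6.50) and for Tbx6 (0.579, 5.67 against 4.92), array 29 for Cdipt (0.592, 10.26 against 10.00), array 17 lowest for Sult1a1 (0.648, 5.18 against 5.49) and array 6 for Asphd1 (0.590, 6.15 against 6.55). Ypel3 was highest on array 21 of hippocampus Dup/+ mice (0.883, 8.65 against 8.46). In the striatum, array 11 of Del/+ was lowest for Tbx6 (0.919, 4.18 against 4.71), array 7 of Del/+ highest for Coro1a (0.906, 7.13 against 6.57), array 10 of wt highest for 4930451I11Rik (0.715, 4.47 against 3.97) and array 54 of Dup/+ highest for Kif22 (0.919, 4.51 against 4.13). In liver wt mice, array 49 was lowest for Sult1a1 (0.627, 9.32 against 10.00) and array 10 for the circadian clock genes (0.669, 6.45 against 7.67). Of the lists, hippocampus Dup/+ 47 was lowest for excitatory neuron markers (0.907, 8.28 against 8.65) and highest for dopamine signalling (0.920, 8.29 against 6.67) and striatal neuron markers (0.972, 9.22 against 6.88). Striatum Dup/+ 47 was highest for choroid plexus markers (0.848, 7.39 against 6.86), and Dup/+ 21 lowest for dopamine signalling (0.906, 8.07 against 8.77) and microglia markers (0.920, 6.91 against 7.01). In striatum wt mice, array 25 was highest for heat shock genes (0.651, 7.39 against 7.11) and array 48 for thalamus and midbrain markers (0.649, 5.85 against 5.45).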

How the results depend on the processing

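The counts without the arrays of Dup/+ 21 and 47, those with probe sets of no listed gene and those adjusted without the region probe sets were chosen after the data were seen. Of 67 gene and tissue pairs that passed, 62 passed with no filter, 62 with plate as a block, 63 after normalization within the tissue, 66 with a variance trend, 65 with the log2 copy ratio, 65 with the tissue's own filter, 41 in Del/+ against wt and 9 in Dup/+ against wt, with no direction reversed. Contrasts of Del/+ or Dup/+ use fewer mice. Of 36 list calls, 32 were kept with no filter, 34 with plate as a block and 1 with an estimated correlation. Region genes below background, 4, 4, 2 and 4 of 25 in the hippocampus, striatum, cerebellum and liver, had 0 calls. Unless stated, the cause of the following shifts was not tested.

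Counts are given in the order hippocampus, striatum, cerebellum and liver, where all are named. In Dup/+ against wt, the region counts were 10, 1, 0 and 0, and outside the region 0 passed in each tissue at 5% and at 10% FDR. In Del/+ against wt, the region count in the liver was 0, and outside the region 0 passed at 5% FDR in the striatum, cerebellum and liver and 3, 0, 1 and 1 at 10% FDR. With the log2 copy ratio, 8 passed at 5% FDR in the hippocampus, 0 in the striatum and 6 in the cerebellum, and 15, 0, 11 and 9 at 10% FDR. With a variance trend, 8 passed at 5% FDR in the hippocampus and 7 in the cerebellum, and at 10% FDR 11 in the cerebellum and 8 in the liver. With probe sets of no listed gene, 8, 5, 5 and 5 passed at 5% FDR, and 14 in the hippocampus, 10 in the striatum and 8 in the cerebellum at 10% FDR. Adjusted without the region probe sets, whose p-values ease the threshold, 1, 0, 1 and 2 passed at 5% FDR and 1, 0, 2 and 2 at 10% FDR. With no filter, 0 passed at 5% FDR in the striatum and 4, 2, 3 and 2 at 10% FDR, and 4 Reactome sets fell in the hippocampus, 52 rose and 91 fell in the striatum, 21 rose and 14 fell in the cerebellum and 10 rose in the liver. With the tissue's own filter, 0 passed at 5% FDR in the striatum, and 3 at 10% FDR in the hippocampus, in the striatum and in the cerebellum. With plate as a block, 0 passed at 5% FDR in the striatum and 1 in the cerebellum, 2 at 10% FDR in the striatum, and 1 Reactome set fell in the hippocampus, 17 in the striatum and 1 in the cerebellum. After normalization again within the tissue, 0 passed at 5% FDR in the striatum. With an estimated correlation, 0, 1, 0 and 0 lists were called and 0 Reactome sets in the striatum and liver. cameraPR gave 16 rising and 11 falling sets in the striatum and 6 and 1 in the liver, and the ranking without region genes 24 and 19 in the striatum. Without Dup/+ 21 and 47, 2 passed at 10% FDR in the striatum, 6 lists were called and 58 Reactome sets fell, and the cerebellar marker list turned (adjusted p = 0.735). The hippocampus dopamine list turned without Dup/+ 47 (adjusted p = 0.930; the lowest without any other array was 4.25e-04). The components of the region probe sets held 77.7% and 4.63% of the variance with each brain region centred on wt, and the second 17.4% with scaled probe sets. With the mouse number as a replicate block, the slopes of 0, 1 and 0 genes differed between the striatum and the hippocampus, the striatum and the cerebellum, and the hippocampus and the cerebellum.

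Without each Del/+ and each Dup/+ array in turn, region counts ranged over 24 to 24, 20 to 22, 18 to 21 and 0 to 9. Outside the region they ranged over 1 to 5, 0 to 19, 1 to 4 and 0 to 5 at 5% FDR and 1 to 7, 0 to 37, 2 to 4 and 2 to 5 at 10% FDR. Flanking counts stayed at 0. List counts ranged over 3 to 6, 10 to 14, 3 to 8 and 8 to 13. Rising Reactome sets ranged over 0 to 0, 11 to 28, 0 to 2 and 19 to 42, and falling ones over 0 to 4, 4 to 45, 0 to 2 and 9 to 44. Genes whose slopes differed ranged over 0 to 0 between striatum and hippocampus, 1 to 3 between striatum and cerebellum and 0 to 1 between hippocampus and cerebellum. The slope of the region mean stayed above 0 and past the threshold in each tissue under each alternative run, and the ratio of Del/+ to Dup/+ distance did not fall below 1. The test of this ratio stayed past the threshold in the hippocampus and striatum, and in the cerebellum and liver it has too few splits to pass in any setting.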

Differences from the paper's values

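The alternative that counts probe sets with no listed gene was chosen after the values were seen. The paper's count of probe sets outside the region at 5% FDR was 7 in the tissue with the fewest and 14 in the tissue with the most, and here it was 1 (striatum) and 3. The counts here leave out probe sets with no listed gene, and the paper does not say whether its counts do. With all arrays kept, no alternative set before the data were examined brings either count to within 1.5 times the paper's, the bound used here. These alternatives were no filter, the tissue's own filter, the log2 copy ratio, plate as a block, a variance trend with robust moderation, normalization again within the tissue, Del/+ against wt and Dup/+ against wt. At 10% FDR the paper's counts were 9 and 32, and here they were 4 (liver) and 9. For the fewest at 10% FDR, a variance trend with robust moderation gave 6, lower than the paper's and within 1.5 times of it. The other alternatives with all arrays kept lay farther below, and for the most at 10% FDR none of them came within 1.5 times. Counting probe sets with no listed gene, an alternative chosen after seeing the values, gave 5 for the fewest at 5% FDR and 6 at 10% FDR, both lower than the paper's and within 1.5 times of it, and 8 and 14 for the most, which are farther below. That alternative drops none of the probe sets counted here. The probe sets it adds were not placed on the genome, so some may lie within the region. Leaving out single arrays was also set beforehand. Without Del/+ 23 the striatum gave 19 and 37 at 5% and 10% FDR, above the paper's 14 and 32 and within 1.5 times of them. Without other single arrays it gave as few as 0 at both.

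The paper lists Qprt among the genes compensated in all tissues, and here Qprt rose in the liver by 0.57 per copy (adjusted p = 0.00898) and passed in no brain region. The paper lists Tbx6 as compensated in the liver only, and here Tbx6 passed in no tissue, with a smallest adjusted p of 0.150 in the striatum. Its slope was 0.19 in the hippocampus, 0.33 in the striatum and in the cerebellum and 0.043 in the liver. The brain slopes do not show compensation, since a rise can fail to pass for lack of precision. Of the other genes that the paper lists as compensated in all tissues, Kif22, Spn and Zg16 passed in none here either. The paper reports higher expression in Del/+ liver of genes that depend on hepatocyte nuclear factor, and here a list of 7 such genes, which is not the paper's gene set, did not pass (mean slope -0.042, adjusted p = 0.425), with members that went both ways, among them Igfbp1, which was higher in Del/+ (adjusted over the list p = 0.0259). The paper reports midbrain markers and Akt1 signalling rising and CREB1 targets and the p38 pathway falling in the hippocampus. With all arrays kept, the lists closest to these did not pass there (adjusted p = 0.796 for each in camera). Without Dup/+ 47, whose array may hold striatal tissue, the CREB1 list fell in camera (adjusted p = 0.0441), the direction of the paper. The midbrain, AKT and p38 lists still did not pass (0.829, 0.469 and 0.829). The mean of the CREB1 list did not pass in the exact permutation test over the remaining mice (p = 0.274, 0.831 adjusted over the lists). The numbers of altered gene sets are not set beside those of the paper, since the collection of sets differs.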

Other observations

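The test of the hippocampus array of Dup/+ 47 was chosen after its values were seen. In the liver, genes of the circadian clock rose as a list, with a mean slope 0.37, adjusted p = 0.00106, and adjusted p = 0.251 with an estimated correlation. Per3 and Tef, which are high in the phase opposite to Arntl, had slopes of 1.28 (standard error 0.50) and 0.84 (standard error 0.33), and Arntl and Npas2, activators of the clock, slopes of -1.38 (standard error 0.50) and -1.65 (standard error 0.60). No member passed in limma over the list alone, 8 rose and 3 fell at an unadjusted p under 0.05, and the slope of the list mean was 0.70, 0.52 and -0.12 within the 3 plates. Genes that are higher in female than in male liver rose with copy number, with a mean slope 0.42, adjusted p = 1.68e-05, and adjusted p = 0.139 with an estimated correlation. Over the list alone 3 of these rose, the steroid hydroxylase Cyp17a1 by 0.62 per copy, Cyp2b9 by 1.48 and the peroxisomal transporter Abcd2 by 0.90, and the slope of the mean within plates was 0.51, 0.69 and 0.044. Genes that are higher in male liver fell, with a mean slope -0.28, adjusted p = 0.00106, and adjusted p = 0.134 with an estimated correlation. The elongase Elovl3 had a slope of -0.48 (standard error 0.17) and Cyp7b1, an enzyme of bile acid synthesis, one of -0.23 (standard error 0.10), and the slope of the mean within plates was -0.39, -0.39 and -0.048.

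Interferon-stimulated genes fell in the liver, with a mean slope -0.096, adjusted p = 0.00618, and adjusted p = 0.471 with an estimated correlation. Rsad2, an antiviral enzyme, had a slope of -0.34 (standard error 0.11) and Stat2, which carries the interferon signal, one of -0.24 (standard error 0.085), and the call ended without Del/+ 28 (adjusted p = 0.190). Markers of liver stellate cells and fibroblasts, 5 genes, fell with a mean slope -0.14, adjusted p = 0.0286, and adjusted p = 0.185 with an estimated correlation, a call that ended without Del/+ 28 (adjusted p = 0.0865) or Dup/+ 21 (0.284). In both lists no member passed over the list alone in limma, and 3 interferon-stimulated genes fell at an unadjusted p under 0.05.

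The hippocampus array of Dup/+ 47 may hold striatal tissue. Of 77 probe sets higher in wt striatum than in wt hippocampus and outside the marker lists, 100.0% were highest on this array, by a median of 1.48 above the wt mean, and 83.8% of 37 probe sets higher in hippocampus were lowest on it, by a median of -0.62. The median share of striatal signal that would give these levels was 36.6% (quartiles 29.1% and 43.0%). Among abundant striatal genes, Penk had a signal of 9.03 ± 1.56 (SD, n = 4) in Dup/+ against 8.12 ± 0.15 (n = 8) in wt mice, and Adcy5 one of 9.00 ± 0.81 against 8.45 ± 0.12. A change of the hippocampus of this mouse was not tested apart from dissection.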
